# Fine-scale contemporary recombination variation and its fitness consequences in adaptively diverging stickleback fish

**DOI:** 10.1038/s41559-024-02434-4

**Published:** 2024-06-05

**Authors:** Vrinda Venu, Enni Harjunmaa, Andreea Dreau, Shannon Brady, Devin Absher, David M. Kingsley, Felicity C. Jones

**Keywords:** Evolutionary genetics, Genomics, Population genetics

## Abstract

Despite deep evolutionary conservation, recombination rates vary greatly across the genome and among individuals, sexes and populations. Yet the impact of this variation on adaptively diverging populations is not well understood. Here we characterized fine-scale recombination landscapes in an adaptively divergent pair of marine and freshwater populations of threespine stickleback from River Tyne, Scotland. Through whole-genome sequencing of large nuclear families, we identified the genomic locations of almost 50,000 crossovers and built recombination maps for marine, freshwater and hybrid individuals at a resolution of 3.8 kb. We used these maps to quantify the factors driving variation in recombination rates. We found strong heterochiasmy between sexes but also differences in recombination rates among ecotypes. Hybrids showed evidence of significant recombination suppression in overall map length and in individual loci. Recombination rates were lower not only within individual marine–freshwater-adaptive loci, but also between loci on the same chromosome, suggesting selection on linked gene ‘cassettes’. Through temporal sampling along a natural hybrid zone, we found that recombinants showed traits associated with reduced fitness. Our results support predictions that divergence in *cis*-acting recombination modifiers, whose functions are disrupted in hybrids, may play an important role in maintaining differences among adaptively diverging populations.

## Abstract (web summary)

The authors build recombination maps of marine, freshwater and hybrid sticklebacks at a scale of 3.8 kb, examining differences in recombination rates and evolutionary implications in populations undergoing adaptive divergence. They find evidence of recombination suppression in hybrids and reduced fitness of recombinants in a natural hybrid zone.

## Main

Meiotic recombination is a key source of genetic diversity shaping the genome and the evolutionary process. By shuffling parental alleles to produce novel haplotypes, recombination impacts how selection acts on linked polymorphisms, increasing its efficacy and facilitating population adaptation. Recombination is essential for proper chromosomal segregation during meiosis in eukaryotes. Defects in recombination can have serious consequences such as inviable gametes, birth defects and developmental abnormalities^1,2^. Together with deep evolutionary conservation of its protein components across all domains of life, recombination is therefore thought to be highly constrained^3^.

Despite these constraints, recombination varies greatly: significant and heritable differences in recombination location and rate have been observed among individuals^4,5^, sexes^6–9^ and species^10–12^. Across the genome, recombination rate can vary by orders of magnitude^13,14^—in some species involving ‘hotspots’ and ‘coldspots’^4,15–17^. Understanding the regulation of crossover location and frequency is thus a core objective of recombination studies. Evidence suggests that a hierarchical combination of *cis*-acting factors including chromatin state, epigenetic factors, and DNA sequence context are important^18–21^. Additionally, *trans*-acting factors can also modify recombination rate genome wide (for example, RNF212 (refs. ^22–24^)) or locally (for example, PRDM9 (refs. ^25–27^)).

Genomic variation in recombination causes uneven shuffling across the genome, inevitably shaping the distribution of genetic variation visible to natural selection, and potentially placing recombination modifiers themselves under selection^28–30^. Adaptation in natural populations typically involves multiple, often clustered, loci^31–35^. This dispersed but non-random distribution implies uneven linkage between adaptive loci and raises further questions: if recombination is essential in meiosis, what are the functional molecular constraints? What are the effects of shuffling alleles among adaptive loci? How do selective forces shape recombination variation?

Threespine stickleback fish offer an attractive vertebrate system to investigate how molecular constraints and evolutionary forces shape recombination in nature. First, a number of marine–freshwater hybrid zones exist, in which hundreds of loci underlying marine versus freshwater adaptation are well characterized at kilobase resolution^32,36^. Second, crosses with large clutch sizes can be raised to build individual recombination maps. This is key because direct detection of parental crossover events from pedigrees is not sex averaged nor confounded by population demography and selection. It thereby provides an accurate snapshot of the contemporary recombination landscape that is complementary to widely used linkage disequilibrium (LD)-based estimates. Third, sticklebacks benefit from a mature genomic and molecular toolkit, including a high-quality, well-annotated genome assembly with variation and functional data. Finally, we can monitor allele frequencies in natural populations over time, especially in recombinant fish, providing powerful insight to the fitness effects of recombination in the wild.

Following the Pleistocene glacial retreat from the Northern Hemisphere (10–20,000 years ago) ancestral marine sticklebacks colonized and adapted to newly formed freshwater lakes and rivers through parallel changes in numerous morphological, physiological and behavioural traits^37^. This rapid adaptive marine–freshwater divergence draws on standing genetic variation at more than 242 loci across the genome (false discovery rate, FDR of 0.05 (ref. ^32^)) via ongoing gene exchange through hybrid zones^38,39^.

In such populations experiencing both high gene flow and strong divergent selection pressures, recombination may be beneficial and/or deleterious: it can introduce beneficial alleles into a population and yet may counteract adaptive divergence by homogenizing differences. Under this scenario, natural selection may theoretically favour linkage among alleles as ‘adaptive cassettes’^40,41^ and recombination modifiers with underdominant modes of action (where recombination suppression occurs only in hybrids) may be particularly favoured. Further, increased variation in recombination itself (for example, heterochiasmy) might be beneficial to (meta-)populations exposed to heterogeneous selection regimes by facilitating adaptation to their local environment while navigating the costs and benefits of gene flow involving beneficial and deleterious alleles from divergently adapted neighbouring populations. In sticklebacks, several studies have confirmed strong heterochiasmy and that adaptive loci fall into regions of low recombination^34,42,43^ but it remains unclear whether recombination rates have become locally modified or how molecular constraints may dictate the formation of adaptive cassettes.

In species lacking PRDM9, local recombination rates have been assumed to be highly conserved^44^. However, although sticklebacks lack a functional PRDM9, their recombination hotspots vary considerably between adaptively diverged populations^45^. Neither the fitness consequences nor the molecular mechanisms of this variation have been addressed at high resolution. In this Article, we contrast high-resolution genomic recombination maps of marine, freshwater and hybrid ecotypes, intersect them with genomic and molecular features associated with crossovers, and explore the potential fitness implications of recombination among linked adaptive loci in admixed individuals from a hybrid zone. Combined, our results provide a unique platform for exploring the interplay of recombination and natural selection in adaptively diverging populations.

## Results

### Female-biased heterochiasmy in individual recombination maps

We built high-resolution, genome-wide maps of recombination crossover locations for each of 36 individuals from wild-derived strains of marine, freshwater and F1-hybrid fish using whole-genome sequencing followed by whole-chromosome haplotype phasing of large nuclear families with 86-–94 offspring (Fig. 1a–c). Offspring of nuclear families carry recombinant chromosomes generated during maternal and paternal gametogenesis, collectively harbouring thousands of recombination crossovers from each parent (>2,800 per family). We use the term crossover to refer specifically to detected recombinant chromosomes transmitted to offspring and chiasmata to refer to crossovers in the parental tetrad. This distinction highlights that crossovers observed in offspring cannot be easily equated to half of the number of chiasmata in parental tetrads (bivalents) since, for a given chiasma, only two of the four chromatids may recombine, and transmission of the resulting four chromatids to subsequent generations can be biased by a number of processes (for example, haploid selection, meiotic drive and selection on zygotes). From 3,338 meiotic products (gametes inferred from haplotype phasing of offspring), we assembled a comprehensive set of 49,838 crossover locations (18,039 paternal and 31,809 maternal) with median resolution of 3,845 bp (Supplementary Fig. 1).

**Fig. 1:**
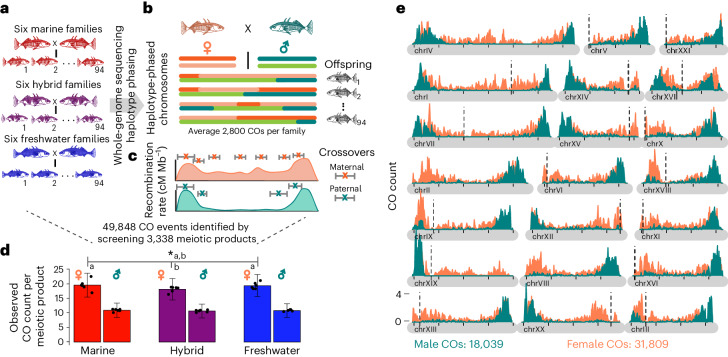
Construction of single-individual recombination maps by nuclear family whole-genome sequencing. **a**, Eighteen large-clutch nuclear families generated by in vitro fertilization of fish collected from the River Tyne. Six ♀MAR×♂MAR families (red), six ♀FRESH×♂FRESH families (blue), three F1-hybrid families from ♀MAR×♂FRESH F1 hybrids and three reciprocal F1-hybrid families (purple).MAR, marine; FRESH, freshwater. In each family two parents and 86–94 offspring (median 93) are whole-genome sequenced to more than 38× coverage for parents and >10× coverage for each offspring. **b**, For each nuclear family, paternal and maternal chromosomes of offspring are phased separately. Switches from the first haplotype to the second haplotype (dark to light orange in the maternal chromosome and dark to light green in the paternal chromosome) are recorded as crossover (CO) events; defined as the interval between the last SNP of the first haplotype and the first SNP of the second haplotype. **c**, The distribution of crossover intervals across the chromosome is used to build paternal and maternal recombination maps. **d**, The genome-wide crossover count per meiotic product identified from individuals of each ecotype and sex shows consistently higher crossover count in females than males. Error bars represent standard deviation. Hybrid females (*N* = 6, marked b) have significantly reduced crossover count compared with marine and freshwater female crossover count together (*N* = 12, marked a; two-sided Wilcoxon rank sum *W* = 58 and *P = 0.041). The observed number of crossovers corresponds to a mean sex-averaged genetic map length of 1493cM and a genome-wide average recombination rate of 3.24cM/Mb, broadly consistent with map lengths in previous studies (1,404 centimorgans (cM), range: 993–1,963 cM, from refs. ^9,42,80,91,92^). **e**, The distribution of 31,809 crossovers from 18 females (orange) and 18,039 crossovers from 18 males (green), plotted in 100 kb sliding windows across all 21 chromosomes, shows a more pronounced periphery-biased distribution in males than females. Crossovers overlapping scaffold gap boundaries are excluded. The approximate position of centromeres in all but three chromosomes (chrII, chrIV and chrVIII) are plotted as vertical black dotted lines. The black tick marks along chromosomes indicate 5 Mb intervals. On the 18 chromosomes for which approximate centromere location is known^93^, acrocentric chromosomes tend to concentrate male recombination at the end of the long chromosome arm, except for chrXIX (the sex chromosome) for which males are the heterogametic sex and recombination between X and Y occurs in the PAR.

The resulting genetic maps reveal significantly more crossovers in females than males (Fig. 1d; mean map length: 1,906 centimorgans (cM) in females, 1,081 cM in males; mean crossovers per gamete: 19.06 ± 0.34 s.e.m. in females, 10.81 ± 0.09 s.e.m. in males; *P* < 8 × 10^−16^), echoing previous studies^9,46^. On average, only half the 21 paternal chromosomes (50.0%, mean 10.5 chromosomes) and 68.6% of the 21 maternal chromosomes (mean 14.4 chromosomes) inherited by offspring have one or more crossovers. This strength of heterochiasmy (1.76-fold more crossovers per meiosis in females than males) places sticklebacks among outliers of fish species^47^.

At the chromosome level, we continued to observe a stark contrast between maternal and paternal crossovers. First, the mean number of crossovers is positively associated with chromosome size in females, but regardless of size remains stable at 0.5 for males (Supplementary Fig. 2). Second, the three largest chromosomes (I, IV and VII) that evolved via fusion of ancestral chromosomes (Supplementary Fig. 3), average more than one maternal crossover and also are exceptions in males (deviating above the trend of 0.5 crossovers). Both results can be understood in the context of crossover interference, whereby the presence of one crossover inhibits a second nearby. Indeed, the distribution of inter-crossover distances deviates significantly from that expected if crossovers occurred independently of each other, with male gametic products showing both greater inter-crossover distance and less variation than females (Supplementary Fig. 4). Finally, crossovers lie predominantly in chromosome peripheries, especially in male gametic products (Fig. 1e), with more than 70% of male crossovers occurring within the first or last 15% of the chromosome. Females show a more moderate crossover periphery bias (47%).

To investigate the effects of heterochiasmy on the spread of adaptive loci, we used forward simulations of three linked loci in a metapopulation undergoing adaptive divergence with gene flow. Contrasting strong heterochiasmy versus none, while keeping the overall recombination rate constant, we compared how quickly freshwater-adaptive alleles spread from one freshwater population to another via a marine–freshwater hybrid zone (Supplementary Methods 1). Increased variance in recombination rate due to heterochiasmy has little effect on the spread of adaptive alleles (cf. Supplementary Figs. 9 and 11), but instead helps to maintain significantly greater differentiation across the marine–freshwater hybrid zone (cf. simulation 1 with heterochiasmy to simulation 3 without heterochiasmy; Supplementary Table 8). Contrasting a scenario where both males and females have high recombination rates to one where recombination is suppressed in males, we found the latter marginally increases the probability and speed of a selective sweep and spread of adaptive alleles (cf. simulation 5 to simulation 3; Supplementary Figs. 13 and 11, respectively).

### Genome-wide recombination reduction in hybrid females

While recombination variation between sexes is common^4,7,9,48,49^, studies have also reported variation between closely related species or diverging ecotypes^11,45,50^. At a genome-wide level, we find that marine and freshwater stickleback ecotypes do not differ in overall number of crossovers. Instead, a significant reduction in overall recombination rate is seen in F1-hybrid females, compared with females of marine and freshwater ecotype (mean number of crossovers in F1-hybrid females: 18.169 ± 0.4 s.e.m., marine and freshwater females: 19.5 ± 0.42 s.e.m.; Wilcoxon rank sum test, *W* = 58, *P* = 0.042; Fig. 1d).

### Ecotype and sex effects on recombination rate

To identify local genomic recombination variation undetectable at a genome-wide level, for example, due to a *cis-*acting recombination modifier, we used linear modelling to identify windows (500 kb) in which sex and/or ecotype can explain significant variation in crossovers. Ecotype predicts recombination rate in 6.75% of the genome (~31.25 Mb; Fig. 2a), independent of sex and with no clear bias in the direction or effect size. By contrast, sex explains significant recombination rate variation in 53% of the genome (~245 Mb; Fig. 2a). This effect is independent of ecotype, with females showing higher recombination rate effect sizes (for example, Fig. 2d, top left, up to 10.23 cM), compared with males (effect sizes up to 5.9 cM in autosomes, and 8.87 cM in the pseudo-autosomal region (PAR); Fig. 2b,d, top right). Interestingly, recombination variation among individuals in 15% of windows depends on both sex and ecotype (sex × ecotype; Fig. 2d, bottom). Here, when males differ in recombination, freshwater males have higher recombination rates than marine males in most windows (Fig. 2c, green points)—an effect that cannot be attributed to differences in detection power since nucleotide variation in these regions does not differ significantly between marine and freshwater males. In contrast, when ecotype explains significant variation among marine and freshwater females, the effect is reversed—marine females tend to have higher recombination rate than freshwater females (Fig. 2c, orange points).

**Fig. 2:**
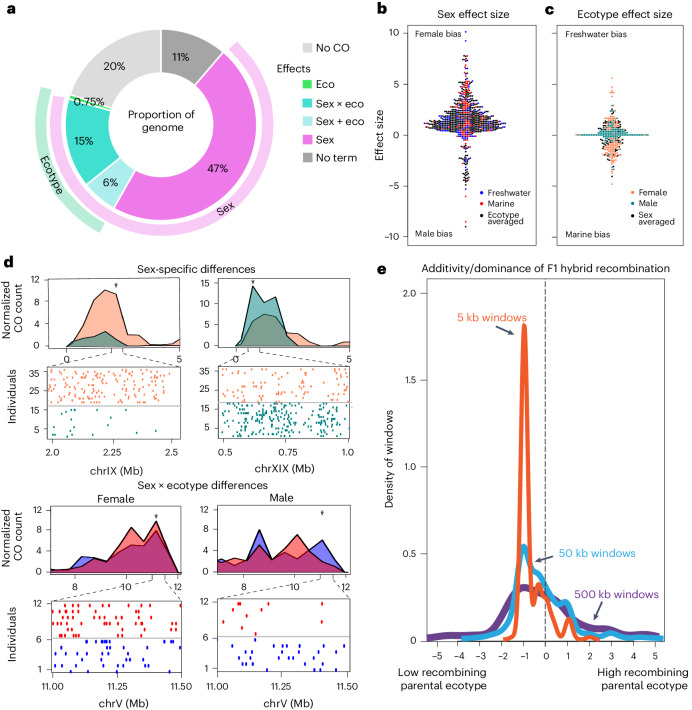
Sex and ecotype explain significant inter-individual variation in local genomic recombination. **a**, The percentage of the genome in which recombination rate variation among individuals can be explained by sex and/or ecotype, determined by linear modelling on recombination rate in 500 kb sliding windows (CO, crossover; eco, ecotype). **b**, The effect size (magnitude of difference in recombination rate) in local genomic windows where sex explains significant differences in recombination crossover count (black, sex effect observed in both ecotypes; red, sex effect only observed in marine ecotypes; blue, sex effect only observed in freshwater ecotypes). **c**, The effect size (magnitude of difference in recombination rate) in local genomic windows where ecotype explains significant differences in recombination crossover count. Marine and freshwater fish tended to have higher recombination rate in roughly the same number of windows (black, ecotype effect observed in both sexes). When sex-specific ecotype differences were observed, freshwater males tended to have higher recombination than marine males (green), whereas marine females tended to have higher recombination than freshwater females (orange). It is notable though, that the maximum ecotype effect size was observed in a genomic window with freshwater female recombination rate being 5.57 cM higher than that of marine females. **d**, Examples windows with significant differences in crossover counts (maximum effect size in plotted windows denoted with arrow). Sex-specific crossover counts (orange, female; green, male) in a 5 Mb region of chrIX (top left) and PAR in chrXIX (top right) are shown, with a zoom in of crossover midpoints below. Bottom: ecotype-specific crossover counts (blue, freshwater; red, marine) in a 5 Mb region of chrV, with a zoom in of a window exhibiting sexually antagonistic bias (marine biased in females, bottom left; freshwater biased in males, bottom right). **e**, Density estimates of dominance/additivity ratio of recombination crossovers in F1 hybrids relative to pure ecotype parental crossovers in genomic windows showing ecotype-divergent recombination. A value of zero indicates the high recombination allele behaves additively in F1s relative to low and high recombining parents, 1 dominantly, −1 recessively and values >1 or <−1 imply over or underdominance of recombination, respectively. F1-hybrid recombination rate is biased towards the low recombining parental ecotype at all three (500 kb, 50 kb and 5 kb) scales of resolution.

### Partially recessive recombination rates in hybrids

Using families with F1-hybrid parents, and considering only genomic windows with significant differences across ecotypes, we asked whether recombination rate behaved in a dominant or additive manner relative to the high- and low-recombining alleles carried by parental marine and freshwater ecotypes. We found F1-hybrid recombination rate to be biased towards matching the low-recombining parental ecotype irrespective of whether that parent was marine or freshwater, and independent of sex and scale of resolution (Fig. 2e and Supplementary Fig. 5). This implies that the higher recombination allele acts recessively and the lower recombination allele acts dominantly. We hypothesize that modifier mechanism(s) increasing local genomic recombination rate in either ecotype behave partially recessively in F1 hybrids and may reflect delays in crossover repair due to allelic mismatches in F1 heterozygotes.

### Fine-scale recombination hotspots and coldspots

The frequency and location of crossovers in sticklebacks generate a significantly non-random recombination landscape (80% of the crossovers occur in less than 35% of the genome), involving both ‘hotspots‘ and ‘coldspots’. The heterogeneity in crossover distribution (Gini coefficient) is intermediate to species that constrain recombination in tight hotspots via the PRDM9 pathway (for example, mouse^4^ and human^5,25^), and species that lack PRDM9 and thus have less intense hotspots (yeast^16^) or none (*Drosophila*^13^ and *Caenorhabditis elegans*^14^; Fig. 3a).

**Fig. 3:**
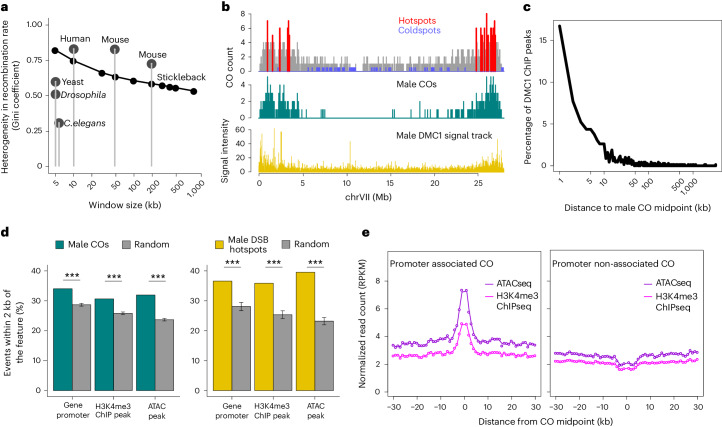
Molecular mechanisms and genomic features shaping the stickleback recombination landscape. **a**, Sticklebacks show high heterogeneity (Gini coefficient) in their genomic crossover distribution, more similar to human^5^ and mouse^4^, and considerably higher than yeast^16^, *Drosophila*^13,94^ and *C.* *elegans*^14^. The grey points show heterogeneity at genomic scales applied in each study and the black points show stickleback heterogeneity coefficients at multiple different scales. **b**, Examples of the crossover landscape (grey peaks) on chromosome VII highlighting recombination hotspots (red peaks) and coldspots (blue peaks) detected using all individuals of marine, freshwater and hybrid ecotype (top). The overall shape of the male crossover landscape (middle, green peaks) is similar to the DSB landscape inferred from DMC1 ChIPseq in males (bottom, yellow peaks). **c**, A total of 38.7% of DMC1 ChIPseq peaks (a proxy for DSB hotspots) have a male crossover within 5 kb distance, despite different individuals being used in the distinct assays. The plot shows distance from DMC1 ChIPseq peaks to the nearest crossover in stickleback males. **d**, In stickleback males, crossovers (green bars, left) and DSB hotspots (yellow bars, right) are significantly associated with gene promoters, and active transcription predicted by chromatin accessibility (assayed with ATACseq) at promoters and the histone modification mark H3K4me3. Grey bars ± s.d. represent the proportion of crossovers (left) and DSB hotspots (right) found within 2 kb of features after shuffling genomic location *N* = 1,000 times. This provides an empirical distribution for testing the significance of the observed proportions of crossovers and DSBs near each feature: ***P < 0.001. **e**, Promoter-associated crossovers coincide with elevated signals of chromatin accessibility (purple) and H3K4me3 (pink, left) consistent with active transcription. In contrast, crossovers further than 2 kb away from the nearest promoter coincide with decreased signals of chromatin accessibility and H3K4me3 (right). Since the crossover and DSB datasets are derived from different individuals, we cannot rule out that these distal crossovers are in fact associated with active transcription in those individuals. RPKM, reads per kilobase million.

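Chromatin accessibility was measured by ATACseq, in which a transposase cuts open chromatin and inserts sequencing adapters, so that accessible regions gather reads. The assay was run on primary spermatocytes, the male germ cells in the first meiotic division, sorted from 3 marine and 3 freshwater pools. Each pool held the testes of 3 males and gave 50000 sorted cells, and a library of naked DNA was made from each pool as a control. The paper states a depth of 20M read pairs per library after down-sampling. The authors mapped the reads to gasAcu1, removed mitochondrial reads and PCR duplicates, and called peaks with MACS2 on the 6 ATACseq libraries merged into 1 list. The values below come from that list, in which each peak has a position, a fold enrichment over the caller's background and a q-value, all the authors'. Because the 6 libraries were merged, no peak has a value per pool, and the spread between pools and the difference between ecotypes were not analysed here.

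The list holds 35808 peaks, of which 28764 lie on chromosomes I to XXI and 7044 on unplaced scaffolds. On the chromosomes, the median width was 736 bp (quartiles 339 and 1443 bp), and the peaks covered 7.30% of the bases. Chromosome lengths were taken as the end of the last peak, which sums to 400.7 Mb. The median fold enrichment was 3.52 (quartiles 2.06 and 9.38), and all peaks had a q-value of at most 0.05. The fold enrichments had a high and a low mode. Bins of equal width on the log scale held most peaks at 1.68 to 2.00 (3047 peaks), fell to 1175 peaks at 5.66 to 6.73 and rose again to 1602 peaks at 11.3 to 13.5. The 17123 peaks with a fold enrichment below 5 had a median width of 402 bp, and the 11641 peaks of at least 5 had a median width of 1556 bp.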

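A random expectation for ATAC peaks was computed from the merged peak list, with all peaks and no restriction to promoters. Of the bases of chromosomes I to XXI, 27.6% lay within 2 kb of the edge of a peak. In 1000 sets of 18039 random positions, as many as the paper's paternal crossovers, the share was 27.5% ± 0.338 (SD over sets), and it ranged from 26.6% to 28.5%. Each position was a single base, while the paper defines crossovers as intervals, so this is not the share for intervals of crossover size. For random intervals of 1.4 kb, the paper's median size of DMC1 peaks, the share was 32.7% ± 1.40 (SD over 1000 sets of 1090 intervals). The larger value follows from the width of the intervals, since either edge can come within 2 kb of a peak. Taken by chromosome, the share was 27.6% ± 2.60 (SD, n = 21 chromosomes), from 22.3% on chromosome XXI to 34.9% on chromosome XI. Of the alternatives, a distance of 5 kb gave the highest share, 46.1%, and peaks with a fold enrichment of at least 5 the lowest, 15.4%. The share was 18.8% at 1 kb and 25.4% for peaks with a q-value of at most 1e-10. The positions of crossovers and DMC1 peaks were not used here, so the observed proportions are those of Fig. 3d.

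**Figure D1:**
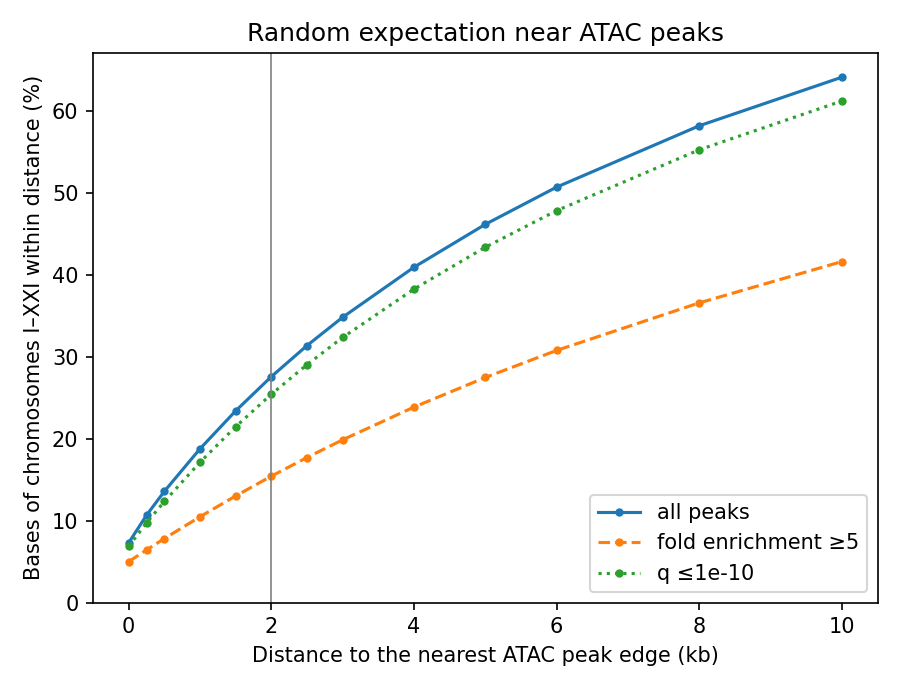
Share of the bases of chromosomes I to XXI (%) within a given distance (kb) of the nearest ATAC peak edge, for all peaks, peaks with a fold enrichment of at least 5 and peaks with a q-value of at most 1e-10. The vertical line marks 2 kb, where the shares are 27.6%, 15.4% and 25.4%.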

We defined stickleback hotspots as intervals containing multiple crossovers among all 36 parent individuals (*N* = 432 with 5% FDR; Fig. 3b). At fine-scale 5 kb intervals, hotspots show crossover rates 3.7-fold above those in the flanking region and tenfold higher than the genome-wide average (range: 0.15–0.45 cM). Stickleback hotspots are sixfold less intense than mouse and human (0.001–3 cM (ref. ^51^)) and nearly fivefold less abundant (after accounting for genome size^4^). Considering the genomic colocalization of crossovers observed in pools of marine-, freshwater- and hybrid-ecotype fish we identified 12 distinct genomic regions (comprising 31 overlapping 5 kb windows) with significant log_2_-fold change differences in crossover counts between any of the three groups (5% FDR; Supplementary Tables 2–5). There are more freshwater ‘hotspot’ regions than marine or hybrid, with the two strongest ecotype-divergent hotspot windows containing log_2_-fold differences in crossover count between freshwater and hybrid individuals of >6.34 (chrXXI: 11400304–11405304) and >6.34 between marine and hybrids (within PAR region chrXIX: 1625740–1630740). All 31 hotspot windows contain crossovers from 5–12 fish, indicating ‘hotness’ is not driven by a single individual. Most hotspots are exclusively ‘hot’ in only one ecotype and at hotspots differing between marine and freshwater ecotypes, crossover counts of F1 hybrids are closer to the ‘cold’ ecotype (Supplementary Tables 3–5).

We identified 499 distinct recombination coldspots (defined as contiguous regions that should accommodate at least five crossovers under a uniform distribution, but contained none) with a minimum size of 212 kb. While hotspots are most often located in subtelomeric regions of chromosomes, coldspots are most often in the centres or telomeric ends of chromosomes (Fig. 3b). In female F1 hybrids, but not males, coldspots are significantly larger (median 345 kb) than freshwater (323 kb) or marine coldspots (311 kb; Wilcoxon rank sum tests, *W* = 20,423 and 24,869; *P* = 0.027 and 0.023, respectively).

### DSBs and gene features shape recombination

Regulation of crossover location in meiosis may occur via ‘upstream’ mechanisms determining the location of DNA double-strand breaks (DSBs), such as H3K4me3 histone modifications known to affect chromatin accessibility, and via ‘downstream’ mechanisms influencing whether DSB repair resolves via either crossover or non-reciprocal non-crossover^52–54^ pathways. To determine the relative importance of ‘upstream’ versus ‘downstream’ mechanisms in shaping stickleback recombination, we generated and compared a DSB map in male meiotic cells with male crossover maps generated from nuclear families. We raised an antibody against stickleback meiotic protein DMC1, a protein that binds the single-strand ends of meiotic DSBs. We then performed a modified chromatin immunoprecipitation protocol followed by sequencing (anti-stickleback DMC1 ChIPseq) to recover DMC1-bound single-stranded DNA DSB intermediates^55^ in testes tissue, using liver tissue as a negative control.

Testes-specific DMC1 signal is elevated at the chromosome peripheries, in a pattern highly reminiscent of male crossovers (Fig. 3b). We identified 1,090 DMC1 peaks indicative of DSB hotspots (median size 1.4 kb), 72.2% of which are located in the first or last 15% of chromosomes, consistent with the crossover distribution observed in nuclear families (70%). Further, we see prominent enrichment of testes-specific DMC1 peaks close to male crossovers (38.7% of DMC1 peaks have a male crossover within 5 kb; Fig. 3c). This enables a lower estimate that two-fifths of stickleback DSB hotspots are repaired via the crossover pathway, and the rest via a non-crossover resolution pathway. We anticipate this estimate would increase if the same meiotic cells could be used in both assays. The number of crossovers per male meiosis, 10.81, roughly corresponds to at least 21.62 chiasmata, assuming at least one obligate chiasma per homologous chromosome pair and no transmission bias. A recent study using immunolabelling of leptotene RAD51 (ref. ^56^) estimated about 40 DSBs per stickleback male. Combined, these results suggest about half the DSBs are resolved as crossovers and that the genomic recombination landscape in sticklebacks is shaped by mechanisms determining the location of DSB initiation.

We next asked whether specific genomic features are associated with crossovers. In many mammals, the PRDM9 histone methyltransferase (and other *trans*-acting recombination mediators) recognizes specific DNA motifs, while in other species, recombination crossovers coincide with features such as promoters and repetitive regions^19,57^. In stickleback families, male crossovers, but not female crossovers, are significantly associated with genic regions and all genic features (most strongly with promoters, but also introns, exons and more weakly with transcription-end sites). Sticklebacks lack a homologue encoding *PRDM9*, and we find no evidence of motifs enriched in crossover hotspots except short CA/GT or G/C rich motifs that are significantly correlated with hotness (Supplementary Table 6). DMC1 ChIPseq-predicted DSB hotspots from male testes tissue, as well as male crossovers from nuclear families, are proximally associated with regions of active transcription (Fig. 3d). 

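The ATAC peaks of the merged list, at promoters or elsewhere, were spread over all 21 chromosomes, at 71.8 ± 7.89 peaks per Mb (SD, n = 21 chromosomes). Chromosome XXI had the fewest, at 56.5 per Mb, and chromosome XI the most, at 94.9 per Mb. Neighbouring peaks were separated by a median of 5083 bp (quartiles 1216 and 14535 bp), and the longest stretch without a peak was 441429 bp. The highest fold enrichment on a chromosome was 33.7, at a peak on chromosome I from 27846861 to 27851306 (gasAcu1). It was followed by peaks on chromosome XX from 19668139 to 19670831, with a fold enrichment of 33.2, on chromosome XIII from 5176013 to 5177868, with 32.9, and on chromosome VII from 7666181 to 7667935, with 32.8. Peaks on chromosome XVIII from 14403483 to 14405447 and on chromosome XXI from 7335191 to 7337609 shared the next value of 32.6. The genes at these peaks were not analysed here.

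Along the chromosomes, the mean share of peaks in the first or last 15% of the length was 39.2% ± 3.53 (SD, n = 21 chromosomes), where an even spread gives 30%. The share was above 30% on 21 of 21 chromosomes (two-sided sign-flip permutation test over chromosomes, p = 1e-05, the smallest that 100000 resamples can give). Peaks with a fold enrichment of at least 5 moved this share most among the stricter peak sets, to 32.8% ± 3.49, above 30% on 17 of 21 chromosomes (the same permutation test, p = 0.00094). In the paper, accessible chromatin at promoters, together with H3K4me3, stands for active transcription, and from the excess of crossovers and DSB hotspots near these features over shuffled positions it concludes that they are associated with active transcription.

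**Figure D2:**
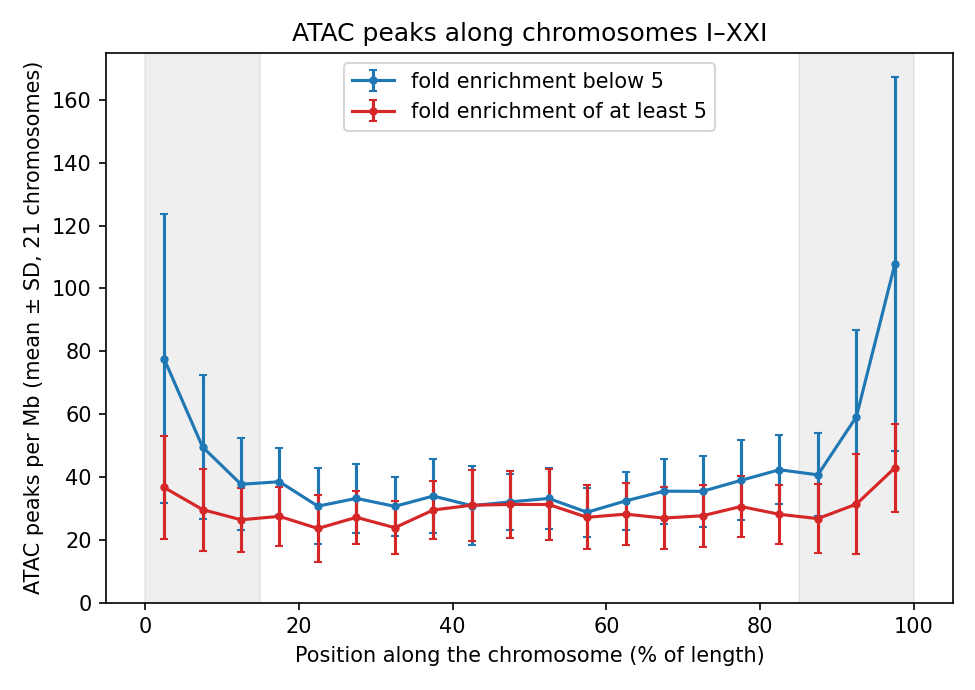
ATAC peaks per Mb in 20 bins along the chromosome (% of its length), as the mean and SD over 21 chromosomes, for peaks with a fold enrichment below 5 and of at least 5. The grey areas mark the first and last 15%; in the last bin the means are 107.7 and 42.9 peaks per Mb.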

A total of 46.8% of crossovers and 54.2% of predicted DSB hotspots fall within 2 kb of active transcription while the remaining half are more distal. We note with interest that crossovers occurring further than 2 kb from the nearest promoter colocalize with a decrease in chromatin accessibility and H3K4me3 marks (Fig. 3e) suggesting they are enriched in regions of inactive transcription, and ruling out any association of H3K4me3 in a manner echoing species with *PRDM9*. These signatures may indicate an undescribed means of recombination regulation away from gene features in stickleback fish.

### Adaptive ‘islands’ fall in regions of low recombination

When adaptive divergence evolves in the face of gene flow, recombination shuffling of adaptive loci can lead to mismatched combinations of divergently adaptive alleles and may have important evolutionary implications for individual fitness and population adaptation. Adaptive divergence of marine and freshwater stickleback ecotypes draws strongly on standing variation in the form of highly divergent marine and freshwater haplotypes (up to 4% sequence divergence) at 242 genomic loci (FDR 0.05), including three large inversions^32^. Across the genome, these loci fall in regions of low recombination rate (for example, Fig. 4a; see also refs. ^34,42,43^). Defining adaptive islands as chromosomal regions of linked adaptive alleles, we found recombination rate in males to be nearly threefold lower inside adaptive islands compared with outside (Fig. 4a,b) and in females 1.2-fold lower (Fig. 4a,b). Using whole-genome sequencing data, we calculated the marine genome ancestry proportion in each individual and asked whether recombination rate within and outside ‘adaptive islands’ differs among individuals depending on their genome-wide admixture proportion using a non-linear quadratic regression. Individuals with admixed genome composition tend to have significantly lower recombination rates outside adaptive islands, compared with individuals with either freshwater or marine ancestry (Fig. 4b).

**Fig. 4:**
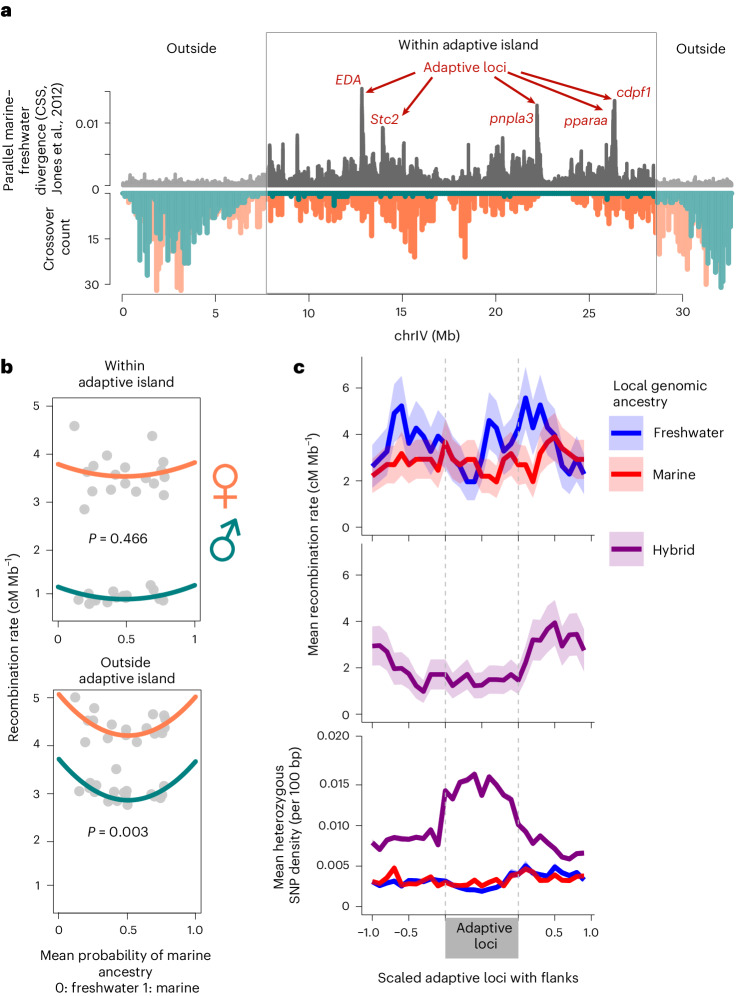
Recombination suppression within and among adaptive loci. **a**, Parallel adaptive divergence (grey, CSS, cluster separation score from Jones et al.^32^) and sex-specific crossover counts in 100 kb sliding windows (male, green; female, orange) show suppression of male crossovers and, to a lesser extent, of female crossovers, within an adaptive island on chromosome IV. **b**, The recombination rate within adaptive islands is lower than outside in both sexes. Recombination suppression outside adaptive islands, but not inside, increases in individuals with more admixed genomes. The significance of this non-linear relationship was tested using a quadratic regression with the squared coefficient significantly greater than 0 (*β*_1_ = 3.325 ± 1.015 s.e.m.) and explaining a significant amount of variation in the model, *F*_1,32_ = 10.738, *P* = 0.003. **c**, Admixed genetic ancestry at focal adaptive loci (heterozygous for marine and freshwater haplotypes, purple) is associated with lower recombination rate within the divergent adaptive haplotypes and elevated recombination rate on the divergent haplotype flanks (top). Mean female recombination rate grouped by their local ancestry across 242 adaptive loci with standard error intervals (top, homozygous marine: red and homozygous freshwater: blue; middle, heterozygous: purple) shows reduced recombination in loci with hybrid ancestry. Mean heterozygous SNP density in 100 bp windows across the scaled adaptive loci in the same categories shows higher heterozygous SNP density in adaptive loci with hybrid ancestry (purple line, bottom) than marine or freshwater ancestry (blue and red lines).

### Recombination-suppressing effects of heterozygosity

Further, individuals heterozygous for marine and freshwater haplotypes at adaptive loci show locally suppressed recombination rates with higher rates immediately beyond the boundaries of divergent adaptive loci (Fig. 4c). Associated with this boundary effect is elevated heterozygosity (mismatches between chromosome homologues) within adaptive loci (Fig. 4c) and lower heterozygosity in the flanks. Our heterozygosity-associated recombination suppression is not confounded by differences in population history or selection like the LD-based estimate *rho*, because recombination is quantified directly from nuclear families not population-level data. The effect is consistent with our previous observations of recombination suppression in inversion heterokaryotypes (Supplementary Fig. 6)^58^ and colocalization of recombination coldspots with high heterozygosity in genomic regions of otherwise high recombination rate (for example, Supplementary Fig. 7a). In fact, the vast majority of crossovers identified occur in regions of low heterozygosity (less than one heterozygous site per 100 bp; Supplementary Fig. 7b). We hypothesize that high heterozygosity slows the rate of homologue engagement during DSB repair and increases the likelihood of repair by a non-crossover pathway^59,60^. This phenomenon may have important implications for populations undergoing adaptive divergence with gene flow—using forward simulations of three linked loci, we found recombination suppression in *cis*(coupled)-heterozygotes increases the rate at which freshwater-adaptive alleles spread through marine–freshwater hybrid zones and are swept to fixation in new freshwater populations (Supplementary Figs. 9–16). Further, under a selection–migration balance, recombination suppression in *cis*(coupled)-heterozygotes helps maintain significantly higher divergence in allele frequencies between marine and freshwater populations (cf. Supplementary Table 8 simulations 1 and 2 and Supplementary Figs. 9 and 10).

### Fitness effects of recombination in natural populations

Quantifying the fitness effects of recombination in naturally evolving populations is notoriously difficult, requiring large numbers of individuals who have recombined among known fitness-affecting loci. Stickleback chromosome IV is an important chromosome harbouring a number of loci underlying variation in fitness^61^, major skeletal traits^36,62^ and other pleiotropic effects^63^, and includes five genomic regions with extraordinarily strong molecular signatures of parallel marine–freshwater divergence (Fig. 3a; *eda* chrIV: 12.81 Mb, *Stc2* chrIV: 13.94 Mb, *pnpla3* chrIV: 22.21 Mb, *pparaa* chrIV: 26.30 Mb and *CDPF1* chrIV: 26.35 Mb)^32^. Although these five loci span a large physical distance (>13.5 Mb), the low recombination rate (1.31 cM Mb^−1^) of this region maintains strong linkage among adaptive alleles facilitating their inheritance as a linked adaptive cassette. Furthermore, the strength of selection acting on this region in newly founded freshwater populations is extremely strong (contemporary evolution estimates of selection at *eda* and its linked genomic loci s* = 0.5 (ref. ^61^)). It stands to reason that when gene flow occurs between divergently adapted populations, the shuffling effects of recombination among adaptive loci may have deleterious consequences for the fitness and survival of admixed offspring, especially considering the importance of *cis*-regulatory control of gene expression divergence in this species^64^.

We hypothesized that recombinants carrying mismatched combinations of alleles across these five loci have reduced fitness relative to non-recombined individuals. Leveraging a previously described natural marine–freshwater hybrid zone with large population sizes, we explored potential fitness effects of recombination in the wild^65^ in two ways: first using standard length as a proxy for fitness (ability to grow) and second using changes in within-chromosome two-locus LD over temporal samples of the same cohort as an indication of differential survival of recombinant genotypes. Two hundred eighty-five young-of-the-year from the River Tyne hybrid zone (Fig. 5a)^65^ were fin clipped, tagged, released and genotyped using a 3,084 SNP genome-wide custom genotyping array. Focusing on chromosome IV, we calculated the minimum number of parental recombination events needed to explain an individual’s multi-locus genotype at the five linked adaptive loci (Methods and Fig. 5b,c).

**Fig. 5:**
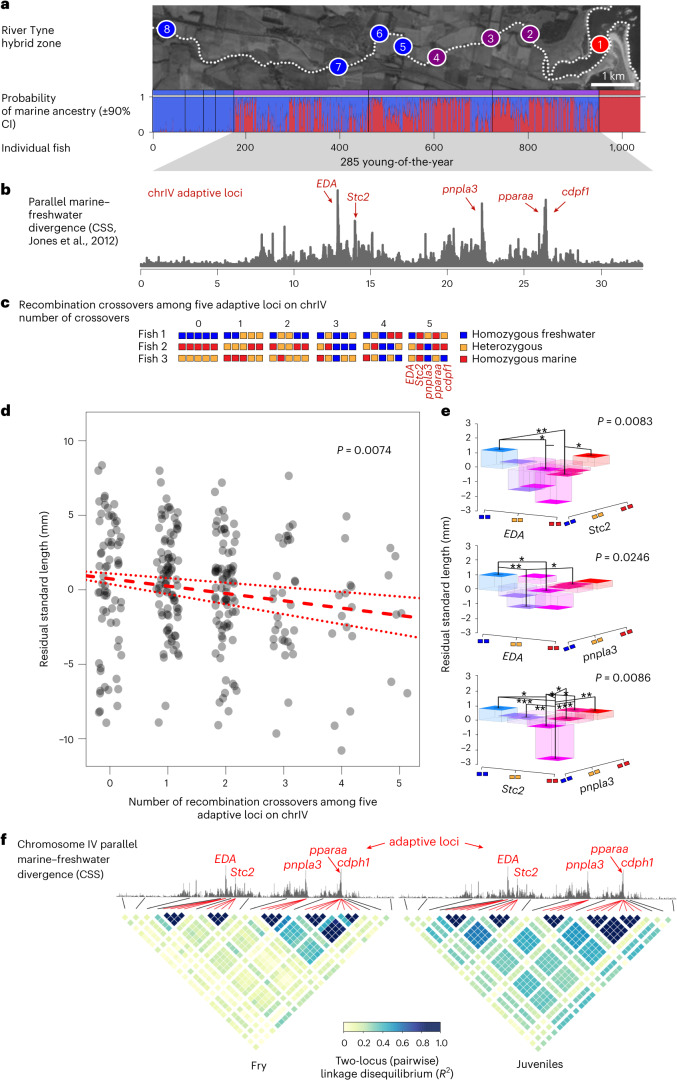
Selection against hybrid recombinants in a natural hybrid zone. **a**, Marine genomic ancestry score of individuals sampled from the River Tyne hybrid zone, Scotland (red, marine; blue, freshwater). **b**, Parallel adaptive divergence between global marine and freshwater populations on chromosome IV (from Jones et al.^32^). Black chromosome tick marks indicate 5 Mb intervals. **c**, Example genotypes giving rise to minimal crossover counts among five adaptive loci on chromosome IV. **d**, Body size (residual standard length relative to cohort mean), a proxy for fitness, significantly decreases as the minimum number of recombination events among adaptive loci increases (linear model; slope *β* = −0.492 ± 0.182 s.e.m.; *F*_1,281_ = 7.251, *P* = 0.007). **e**, Individuals carrying mismatched marine and freshwater alleles across eda:Stc2, eda:pnpla3, Stc2:pnpla3, Stc2:CDPF1 and Stc2:pparaa loci are significantly smaller in size than individuals with non-mismatched allelic combinations. This effect is significant, both as a simple linear model of variation in standard length explained by minimum number of crossover events (slope of −0.492 ± 0.182 s.e.m. mm per recombination event, ANOVA *F*_1,281_ = 7.2506, *P* = 0.0074) (**d**) and under an epistasis model between multi-locus genotypes at pairs of loci (ANOVAs *F*_1,281_(range) = 4.56–7.07, *P*(range) = 0.008–0.034) (**e**). The *P* values next to the bar plot show significance of overall epistasis model, while asterisks indicate the significance of post hoc two-sided *t*-tests *P < 0.05, **P < 0.01 and ***P < 0.001. **f**, LD (*R*^2^) among adaptive loci (red lines) increases (blue colour gradient) as the cohort ages—a pattern consistent with selection against recombinants.

We observed a significant negative relationship between body size and the minimum number of recombination events an individual carries among adaptive loci on chromosome IV (slope of −0.492 ± 0.182 s.e.m. mm per recombination event, *F*_1,281_ = 7.251, *P* = 0.007; Fig. 5d). Recombinant individuals carrying a mixture of marine, freshwater and/or heterozygote genotypes at the five adaptive loci are smaller than individuals with fewer recombination events, suggesting these individuals grow less well than non-recombinants. This cannot be explained by single locus genotypes at the five individual adaptive loci alone (all *P* values >0.05). Rather, consistent with the importance of a linked adaptive cassette, we find evidence for epistasis among adaptive loci on this chromosome; two-locus genotypes at *eda:Stc2*, *eda:pnpla3*, *Stc2:pnpla3*, *Stc2:CDPF1* and *Stc2:pparaa* explained significant amounts of variation in standard length (analysis of variance (ANOVA) *F*_1,281_(range) = 4.56–7.07, *P* = 0.0083–0.0337; Fig. 5e). Individuals with mismatched two-locus genotypes (for example, MM:FF, MM:FM and FM:FF) are significantly smaller in body size than MM:MM and FF:FF genotypes (post hoc *t*-test P value range <0.001 to <0.05; Fig. 5e) where M and F refer to the marine and freshwater alleles, respectively.

Carrying recombinant copies of chromosome IV may also reduce the probability of survival: the genotype composition of the cohort changed over time, with significantly higher minimum crossover counts among the five adaptive loci in fry (sampled July and August) compared with juveniles sampled 2–3 months later (September and October; mean crossover number in fry 1.845, juveniles 1.313; *t*_233.93_ = 3.675, *P* < 0.0003). Consistent with this, pairwise LD among adaptive loci increased as the cohort aged from fry to juveniles (Fig. 5f). In contrast to fry, older juveniles are more likely to carry ecotype-matched than mismatched alleles at the five adaptive loci—an effect plausibly explained by higher mortality of recombinant individuals over time. Combined, these results suggest that individuals carrying mismatched marine and freshwater alleles caused by recombination among adaptive loci on chromosome IV grow and survive less well than their non-recombinant peers.

## Discussion

Linking recombination variation to its evolutionary consequences in natural populations is a major challenge. By constructing individualized high-resolution one-generation crossover maps in threespine stickleback fish, our empirical study provides ecotype- and sex-specific estimates of recombination rate unconfounded by the varying effects of demography and selection in different populations. This perspective complements previous approaches that used sex-averaged population genetic estimates such as *rho*^15,45,66–68^. To investigate the molecular basis of recombination regulation, we juxtapose our sequencing-based maps of crossover locations with their molecular features including meiotic DSB hotspots. Finally, studying a natural marine–freshwater hybrid zone, we show evidence of deleterious fitness consequences of recombination in the wild.

Sex differences in recombination are abundant across taxa and among fishes, species with male and female biases are equally common^47^. We found strong, 1.76-fold female-biased heterochiasmy (Fig. 1d), consistent with previous reports^9,46^. In a male stickleback gamete, approximately half the chromosomes are inherited faithfully without a recombination crossover. While surprisingly low, this is consistent with meiotic crossover assurance requiring an obligate chiasma on each of the 1*n* = 21 homologous chromosome pairs. Non-recombinant chromosomes in gametes can thus arise when genetic exchange occurs between only two of the four sister chromatids in the obligate chiasma, and subsequent segregation into four haploid gametes gives two with recombination crossovers and two without. Assuming no transmission bias, an approximate minimum estimate of total chiasmata per meiosis is double the per meiotic product count (males = 10.81 × 2 = 21.62 chiasmata per meiosis across 21 chromosome pairs; females = 19.06 × 2 = 38.12). Since at least one crossover is necessary for stable pairing and proper segregation of chromosome homologues, this probably represents a mechanistic constraint imposing a lower limit on recombination rate. Given that stickleback males recombine close to this lower limit, evolution of further recombination suppression is probably constrained. In contrast, females transmit considerably more crossovers, are therefore probably less constrained and may lower recombination rates without segregation failure. This provides a plausible explanation as to why we detect significant recombination suppression in female but not male hybrids.

Stickleback crossovers are biased towards the subtelomeric regions of the genome (Fig. 1e), and while haploid selection against male gametes with mid-chromosome crossovers cannot be fully excluded, our previous studies of empirical recombination crossovers in male sperm show a similar subtelomeric bias^58^. This subtelomere bias is generally attributed to conserved meiotic processes, including chromosome condensation, centromere position, telomere bouquet formation and crossover interference^19,57,69,70^, the latter of which is considerably stronger in males than females (Supplementary Fig. 4). Interestingly, gene density is uniform across the length of the chromosomes (Supplementary Fig. 8) but loci underlying parallel divergent adaptation^32^ are found predominantly in recombination-reduced inner regions, suggesting the broad-scale recombination landscape shapes the genetic basis of ecotype divergence.

Linear modelling quantifying the effects of sex and ecotype on recombination rate, revealed that while sex is a major predictor, ecotype and the interaction of sex and ecotype explain recombination variation in more than 20% of the genome (Fig. 2a,b). The number of genomic regions with higher freshwater recombination rate than marine is similar to the number with higher marine recombination rate than freshwater (Fig. 2b). Comparing local recombination rates between parental ecotypes and F1-hybrid offspring reveals the ecotype effect is partially recessive (Fig. 2e). Importantly, F1 hybrids tend to recapitulate the recombination rate of the lower recombining parent independent of that parents’ ecotype or sex. If this pattern of recombination variation has a molecular basis, we interpret this as evidence for a local genomic modifier (for example, *cis*-acting) whose effects manifest in heterozygotes/hybrids. We argue that it is unlikely to be caused by divergence in a *trans*-acting recombination modifier, since *trans*-acting effects would be expected to proceed in the same direction across the genome (for example, a non-synonymous mutation in one ecotype causing more efficient DSB initiation (PRDM9 or Spo11) or repair (for example, RAD51) would be expected to increase recombination at all sites across the genome. Rather, a more parsimonious mechanism explaining the observed effects would be changes in local *cis*-acting genomic modifiers (local genomic DNA sequence). For example, a mutation in a local genomic region in one ecotype may interfere with local crossover formation either through disruption of DNA recognition motifs used by recombination machinery^60^ or interference of crossover repair due to DNA mismatches (heterozygosity) in homologous templates^59^. Accordingly, heterozygosity itself may manifest as a local *cis*-acting effect in F1 hybrids by interfering with recruitment of machinery to the site or impeding homologous template repair, or both.

This raises the question of how precisely recombination location is controlled in sticklebacks. Organisms lacking PRDM9 are thought to represent the ancestral state of recombination regulation, in which DSBs occur preferentially in accessible chromatin, leading to a conserved pattern in crossover distribution^44,71,72^. Despite lacking PRDM9, stickleback crossover distribution is non-random and more similar to species with intense PRDM9-mediated hotspots (Fig. 3a). These ‘semi-hot’ hotspots follow the genomic pattern of DSB hotspots determined from DMC1 ChIPseq (Fig. 3b,c) and provides strong evidence for crossover frequency being regulated by factors influencing DSB initiation. Additionally, the distinct class of crossovers far away from promoters showing reduced chromatin accessibility imply as yet unknown mechanisms, other than PRDM9, in direct DSB formation (Fig. 3e).

Variance in recombination introduced via heterochiasmy and recombination suppression in heterozygotes may have evolutionary implications for populations undergoing adaptive divergence with ongoing gene flow. Adaptive alleles are shuffled at an exceptionally low rate in hybrid females and hardly at all in hybrid males, and the recombination rate is lower in local genomic regions of high heterozygosity (Fig. 4a–c). In a natural marine–freshwater hybrid zone, evidence suggests allelic shuffling among five loci underlying adaptive divergence has deleterious fitness effects including reduced growth and survival (Fig. 5). We hypothesize this may form the basis by which natural selection has favoured recombination modifiers that suppress recombination in hybrids and heterozygotes.

Our study design precludes us from attributing causality between ecotypic divergence and recombination suppression. It is plausible that individual adaptive loci offer fitness benefits to individuals (for example, physiological, morphological or behavioural advantages) independent of any resulting divergence, heterozygosity and recombination suppression that may later evolve as a consequence of divergent selection. Regardless, our population genetic simulations show that *cis*(coupled) recombination suppression due to heterozygosity can increase the strength and maintenance reproductive isolation (barriers to gene flow) between adaptively diverging ecotypes. Simulations reveal that when new adaptive alleles arrive in linkage with other beneficial mutations, heterochiasmy helps maintain greater divergence between marine and freshwater populations (Supplementary Figs. 9 and 11, Supplementary Table S8), while recombination suppression in cis(coupled)-heterozygotes increases the rate at which new beneficial mutations establish and spread through populations maintained in selection–migration balance (Supplementary Table 8). Combined, our results highlight how both molecular constraints and population-level evolutionary forces have the potential to shape the recombination landscape.

Leveraging multiple study approaches on stickleback fish populations undergoing adaptive divergence with ongoing gene flow, we quantified fine-scale variation in recombination across the genome, showed evidence and possible molecular mechanisms for recombination suppression in hybrids and the fitness consequences of recombination among loci underlying divergent adaptation in the wild. Our results support predictions that divergence in *cis*-acting recombination modifiers whose mechanisms are disrupted at local genomic regions of heterozygosity and in hybrids across the entire genome may have an important role to play in the maintenance of differences among adaptively diverging populations. Further studies are needed to address the role of the strong sex bias in recombination rate and to identify the molecular mechanisms through which natural selection shapes recombination.

## Methods

### Generating data for individualized crossover maps

Stickleback fish were collected from the River Tyne, East Lothian, Scotland. Marine and freshwater sticklebacks were caught from 4 km and 19 km, respectively, from the river mouth during May–June 2014. Following the standard protocol, in vitro fertilization crosses were carried out in the field and the embryos were raised in a stickleback fish facility at the Max Planck campus in Tübingen, Germany. Both marine and freshwater fish were raised in 10% seawater salinity (3.5 ppt) with daily 10% water changes. All fishes were fed once a day with the same food that consists of both marine and freshwater invertebrate diets. For fine-scale individualized recombination map construction, 18 nuclear families consisting of 90–94 offspring per family were generated by in vitro fertilization of 36 distinct parent individuals (six marine ♀ × marine ♂ crosses, six freshwater ♀ × freshwater ♂ crosses, three (freshwater × marine) ♀ × (freshwater × marine) ♂ crosses and three (marine × freshwater) ♀ × (marine × freshwater) ♂ crosses). Of these 18 crosses, two freshwater and two marine crosses were carried out in the field (family×1, family×4, family×11 and family×20) whereas 14 crosses were made in the laboratory using offspring raised in aquariums. For crosses that resulted in a small clutch size (<90 eggs), a second round of in vitro fertilization was carried out the following breeding season with eggs from the same female and cryo-preserved sperm from the same male fish. DNA was extracted either from a piece of tail fin (parents) or from the whole fish body (offspring at age of 1 month) following the solid-phase reverse immobilization bead-based protocol^73^. Multiplexed DNA extraction was carried out using a TECAN liquid handling robot. A custom low-cost, high-throughput library preparation protocol, adapted from ref. ^74^ was followed (detailed in Supplementary Methods 2). Libraries (insert size ~250 bp) were 150-bp paired-end sequenced on an Illumina HiSeq3000 sequencer to approximately 10× genome coverage per offspring in each family and about 60× coverage per parent (Supplementary Table 1). Sequenced reads were mapped to the stickleback reference genome gasAcu1 (Broad S1 assembly generated from an Alaskan freshwater female)^32^ using Burrows–Wheeler Aligner v0.7.10-r789 (ref. ^75^) with ‘bwa mem’. Mapped reads were then sorted and indexed using SAMtools^76^. Further read processing until variant calling was carried out according to the best practices recommended by Genome Analysis Toolkit (GATK)^77,78^ (described below).

### Variant calling and filtering

Individual variant calling was carried out using HaplotypeCaller in GATK v3.4. Individual gVCF files from a family were then combined using GenotypeGVCF in GATK v.3.7. This step creates a joint genotype file for a family with information of parents and all offspring at each variant position. High-quality variants for further analysis were then selected based on the following criteria: (1) SNPs (indels are excluded), (2) biallelic, (3) heterozygous in either parent, (4) SNPs with quality score greater than first quantile of the quality score distribution of the whole family dataset, (5) model-based clustering analysis of allele frequency was carried out using R package mclust version 5.4.1 (ref. ^79^) since in each family, alleles segregate in Mendelian ratio, SNPs falling in tight clusters of allele frequency around 0.25, 0.5 and 0.75 were selected, (6) SNP filtering based on variant criteria (QD (Variant confidence/Quality by depth) <2.0 || FS (Phred-scaled *p*-value using Fisher’s exact test to detect strand bias) >60.0 || MQ (Root mean square of the mapping quality) <40.0 || MQRankSum (Z-score From Wilcoxon rank sum test of alternate versus reference read mapping qualities) <−12.5 || ReasPosRankSum (Z-score from Wilcoxon rank sum test of alternate versus reference read position bias) <−8.0) and (7) SNPs with coverage not differing by more than 50% of mean coverage and read bias between alleles less than 30% (Supplementary Table 1).

### Scaffold orientation correction

The stickleback reference genome, Broad S1 assembly (gasAcu1) was used for the initial read placement. However, misorientation of 13 scaffolds in this original assembly has since been rectified^80^. The order of SNPs in these 13 scaffolds was reversed before haplotype phasing using a custom Perl script. It should be noted that only the orientation of scaffolds in the assembled part of the genome was corrected. In contrast to the latest version of the assembly, no new scaffolds were additionally tied into the assembled chromosomes from unassembled scaffolds, making our crossover counts a conservative underestimate.

### Haplotype phasing

The phasing algorithm SHAPEIT^81^ in combination with duoHMM^82^ was used to phase SNPs within a family. The joint variant call file for a family was split into two files of paternally informative and maternally informative SNPs (those that are heterozygous in the father while being homozygous in the mother and vice versa; SNP counts in Supplementary Table 1). SHAPEIT and duoHMM require a genetic map for each chromosome as an input. To avoid any bias in phasing due to the pre-existing recombination rate per window, a linear genetic map with a 3 cM Mb^−1^ (reported genome-wide average recombination rate in sticklebacks is 3.11 cM Mb^−1^ (ref. ^42^)) recombination rate was used. The first round of phasing was then carried out with SHAPEIT without pedigree information. The SHAPEIT output files were then used in duoHMM to identify and correct phasing errors by taking pedigree structure into consideration. In addition, duoHMM generates a list of SNPs with genotyping error probability. After one round of SHAPEIT and duoHMM, problematic SNPs were shortlisted based on the two following criteria;

1. SNPs with genotyping error probability >0.9 in 20 or more offspring
2. SNPs showing biased transmission distortion (phased to one haplotype in more than 75% of offspring). While some transmission bias may be biologically real due to processes such as meiotic drive, it may also be bioinformatic error. These SNPs were therefore removed and a second round of phasing (SHAPEIT and duoHMM) was then performed.

### Crossover identification

We developed an R-based pipeline employing the following strategy to identify crossover events: long switches (haplotype switches with >50 kb size on either side and 50 or more SNPs supporting each haplotype) in phased haplotypes were identified as true crossover events, filtering out all small switches that are either genotyping errors or gene conversion events. After calling crossover events from every sequenced offspring, further filters were applied to the crossover list to remove false positive events detected as a result of phasing error or low sequencing coverage: (1) crossovers appearing in 50% or more offspring in a family between the same boundary SNPs (probably caused by parental phasing error) were removed, (2) all crossovers from offspring with sequencing coverage <2× were removed, (3) crossovers with low resolution (>1 Mb) were removed unless due to the lack of informative SNPs and (4) crossovers at inversion boundaries were removed (further details of this filter can be seen in the section on inversions).

### Linear modelling of sex and ecotype variation

We performed linear modelling on 500 kb windows across the genome using individual recombination rate as the response variable and sex, ecotype or an interaction term with both, as explanatory variables using the ‘lm’ function in R. Only windows with non-zero recombination rate in at least one individual were included in the analysis. A minimal model explaining variation in recombination rate was obtained by applying the ‘step’ function. The genomic location of crossovers was shuffled 100,000 times to estimate the FDR of detecting an effect in each window. Windows with FDR <0.05 were shortlisted. In a window where sex and ecotype explain significant variation, effect size was calculated by subtracting mean estimates.

### Additivity/dominance in F1 hybrids

In windows with a significant ecotype effect, deviation in hybrid recombination rate from mid-parental recombination rate (mean recombination rate of parental ecotypes in the respective windows) was calculated as hybrid mean minus mid-parental mean. A value of zero indicates additivity in hybrids whereas a positive value indicates dominance of high recombining allele and a negative value indicates dominance of low recombining allele in hybrids. This analysis was performed at three different scales (5 kb, 50 kb and 500 kb) and in both a sex-independent and sex-dependent manner.

### Genomic ancestry calculation from whole-genome sequencing data

We estimated the probability of marine, freshwater or hybrid ancestry at each SNP position in each parental individual based on allele frequency estimated from 11 freshwater and 10 marine fish sequenced in the Jones et al.^32^ study. In the 21 genome dataset, a genotype observed at high frequency in marine individuals was defined as a marine genotype and the freshwater genotype was defined similarly. The probability of ancestry at each site in each parental genome of this study is assigned based on the number of reads covering the marine or freshwater allele. Mean ancestry probability in regions of interest such as adaptive loci and adaptive islands were then calculated and further correlated with recombination rate to investigate the effect of regional ancestral allele state on recombination using a non-linear quadratic regression:

Recombination Rate ~ β_1_genomic_ancestry^2^ + β_2_genomic_ancestry + Sex + ε(error)with significance of the quadratic term tested using an ANOVA *F*-ratio test.

### Recombination at adaptive loci

For comparison of recombination rate within and immediately flanking adaptive loci, we first rescaled 242 adaptive loci^32^ to a fixed width and calculated the mean and standard deviation of recombination rate in sliding windows across the adaptive loci and flanking regions. Adaptive loci were further grouped based on mean local genomic ancestry and the analysis repeated.

### Identifying candidate hotspots that differ among ecotypes

The 1-bp midpoint of crossover intervals from each individual were pooled by ecotype and down-sampled to create three equal sized sets of 9,463 marine, freshwater and hybrid crossovers (excluding crossovers spanning scaffold boundaries and/or those with interval boundaries exceeding 10 kb). The number of crossovers within 5 kb of each midpoint was counted for all three ecotypes, and the log_2_-fold change ratio of crossover counts was calculated for pairwise ecotype comparisons using a pseudocount of 0.1. The significance of the fold change in crossover count being different from zero was determined by comparison to the upper and lower 0.025 tails of fold change values from a null distribution, accounting for mean average crossover count (similar to MA analyses of log ratio (M) versus mean average (A) in analysis of differential gene expression). Specifically, this null distribution was created for each pairwise ecotype comparison by shuffling the down-sampled ecotype crossover locations into two random sets of 9,463 crossovers 10,000 times, counting the number of crossovers in each set in 5 kb windows and calculating the log_2_-fold change ratio of crossover counts in pairwise comparisons among sets. The 2.5% quantiles of the fold change distribution for a given mean average number of crossovers were then calculated and used to identify observed fold change ratios that would occur by chance with a probability of less than 5%. This set of 5-kb windows with significant fold change in crossover counts was further filtered to consider only those with six of more crossovers among the fish being compared. Assuming a uniform distribution, the probability of this happening by chance (6 of 18,926 crossovers falling within 5 kb of each other) is 1.6 × 10^−30^. Neighbouring or overlapping windows were then merged to describe genomic regions containing candidate ecotype-divergent hotpots.

### Inversions

Structural rearrangements such as inversions are common in natural populations and may segregate within the nuclear families used in this study. Parents may be heterozygous or homozygous for DNA sequences that show opposite orientation to the reference genome assembly. In regions where the genomic orientation of the sample is inverted compared with the reference genome and there is a crossover within that region, there will be false positive crossovers called at both inversion boundaries. Such events will leave a signature distribution of triplet crossovers within a short physical distance. The list of crossovers was examined to find such triplets where the first and third crossover occurred within 2 Mb physical distance. Across the genome, eight regions with multiple offspring showing inversion triplets in the same genomic location were detected on seven different chromosomes (Supplementary Table 7). For these triplets, the first and third crossovers were removed and the position of the second crossover was corrected according to the inverted orientation.

### Investigating fitness effects of recombination in a natural hybrid zone

We leveraged the power of a previously described natural marine–freshwater stickleback hybrid zone with large population sizes to explore the potential fitness effects of recombination in the wild^65^. DNA from 1,045 fish fin clipped from eight sites along the River Tyne, East Lothian Scotland^65^, was genotyped at 3,084 SNPs across the genome using an Illumina Golden Gate custom genotyping array. Genotypes were called using Illumina’s GenomeStudio (Genotyping module) software (RRID: SCR_010973), with manual clustering of genotype classes at each of the 3,084 loci. After removing those lacking three clearly distinct genotype clusters (AA, AB and BB), or with excessive failure rates across individuals (≥20%), 2,265 variants were retained for further analyses. Individuals with missing genotypes at ≥20% of markers were removed. Genome-wide genetic ancestry analysis (calculated following methods described in Jones et al.^65^) shows that populations from rockpools (site 1) and freshwater locations (sites 5–8) at opposite ends of the hybrid zone have pure marine and freshwater genetic ancestry, respectively, while populations in the lower reaches of the river (sites 2–4) comprise marine, freshwater, hybrid and recombinant individuals. Adult sticklebacks in the River Tyne die shortly after breeding in the summer, resulting in almost completely non-overlapping generations. This provides a valuable opportunity to study cohorts through time, including the differential growth and survival of pure and admixed genotypes.

Fry and juveniles from a single breeding year cohort were sampled from the centre of the hybrid zone (sampling sites 2, 3 and 4, as described in Jones et al.^65^) on a periodic basis (approximately every 4–5 weeks from June through to December 2003. Young-of-the-year comprising 103 fry (<30 mm in size) and 182 juveniles (30–50 mm) were trapped using wire mesh minnow traps (5 mm mesh size), fin clipped, tagged with an elastomer dye and released, and their DNA genotyped as above. Recaptured individuals (approximately 10% of a catch) were released immediately without fin clipping, ensuring no individual was genotyped twice. We therefore assume these recaptured individuals represent a random sample of genotypes from the population.

We explored the fitness effects of recombination in the wild in two ways: using standard length as a proxy for fitness (ability to grow) and changes in within-chromosome IV two-locus LD over temporal samples as an indication of differential genotypic survival. All analyses were performed in R^83^.

#### Association between crossovers and residual standard length

Residual standard length reflecting the relative size of the individuals compared with the mean of their sampling date, was calculated for the young-of-the-year sampled from the centre of the hybrid zone by removing the effect of sampling date as a factor (residuals of a linear regression):

resid(lm(standard_length ~ as.factor(date)))

Stickleback chromosome IV includes five genomic regions with extraordinarily strong molecular signals of parallel marine–freshwater divergence (Fig. 3a; *eda* chrIV:12.81, *Stc2* chrIV:13.94, *pnpla3* chrIV:22.21, *pparaa* chrIV:26.30 and CDPF1 chrIV:26.35)^32^. Focusing on chromosome IV, and using SNPs within these regions, we calculated the minimal number of crossovers needed to explain an individual’s multi-locus genotype at the five above-mentioned adaptive loci. Importantly, this conservative (underestimate) count of crossovers is distinct from a ‘hybrid index’ that is commonly used in hybrid zone studies. Here, individuals carrying a large number of mismatched marine and freshwater genotypes at the five loci will have a high score (maximum possible score for the five loci studied is eight) while marine, freshwater and F1 hybrids (heterozygous for non-recombined marine and freshwater chromosomes) will have a low score (minimum possible score is 0).

We then used linear modelling to ask whether significant variation in residual standard length can be explained by the number of crossovers among chrIV loci as an independent variable:

lm(residual_standard_length ~ minimum_Crossover_Number)

We next tested whether the negative relationship between standard length and minimum crossover number can be explained by genotypes at individual adaptive loci by adding an interaction term, for example:

lm(residual_standard_length ~ minimum_Crossover_Number * chrIV_12812500)

Given the non-significance of interactions in all models we minimized the models to test for significance of genotype as a main effect (all *P* values >0.05). For example:

lm(residual_standard_length ~ minimum_Crossover_Number + chrIV_12812500)

Finally, we found an individual’s residual standard length could not be explained by genotype at any of the five adaptive loci alone. For example,

lm(residual_standard_length ~ chrIV_12812500)

Next, we asked whether variation in residual standard length can be explained by pairwise multi-locus genotypes at two of the five adaptive loci. For example,

lm(residual_standard_length ~ chrIV_12812500 * chrIV_23968000) and found significant interactions between *eda:Stc2*, *eda:pnpla3*, *Stc2:pnpla3*, *Stc2:CDPF1* and *Stc2:pparaa*. We extracted the estimated coefficients and their standard errors from these models and on post hoc two-sided *t*-tests found recombinants (individuals with mismatched genotypes at the two loci) to be smaller in size than individuals of pure genotype.

#### Within-cohort changes in LD on chromosome IV

We selected a subset of 31 variants spanning chromosome IV with minor allele frequencies ≥0.3 within the young-of-the-year sampled from the hybrid zone (four variants tagging each of the five above-mentioned adaptive loci and an additional 11 variants spanning neutral regions along chromosome IV). Using the ‘cALD’ function within R library ‘pould’^84^ we calculated LD statistics *R*^2^ from unphased genotype data for ‘fry’ (sampling dates June–July), and ‘juveniles’ from the same cohort sampled later in the year (sampling dates September–December). While it is unlikely given the low recapture rate, we cannot rule out the possibility that recaptured individuals were specifically enriched for genotypes of mixed marine and freshwater alleles across adaptive loci on chromosome IV and thus their absence in the juvenile cohort contribute towards the observed changes in multi-locus genotypes and LD between fry and juveniles.

### DMC1 antibody production and validation for ChIPseq

To produce antibodies against stickleback DMC1 protein, we expressed stickleback DMC1 as a codon-optimized (GeneArt, Thermo Fisher Scientific) recombinant protein (vector pColdTM TF-DNA, Takara Clontech) for use as the antigen. Following transformation into the expression strain BL21 DE3, a single colony was inoculated in 20 ml Lysogeny broth broth containing 100 μg ml^−1^ ampicillin for overnight incubation. Then, 10 ml of the overnight culture was inoculated into 500 ml Lysogeny broth without antibiotic grown to OD 0.4–0.9. Once the culture acquired optimal concentration, it was incubated on ice for 30 min and 0.5 mM isopropyl-β-d-thiogalactoside was added. Protein expression was carried out overnight at 15 °C and then purified using Ni-NTA columns. The purified recombinant protein was used as an antigen in an 87-day immunization programme on guinea pigs (performed by Eurogentec). The DMC1 antibody was then purified from antisera following affinity purification (using Affi-Gel 15 from Bio-Rad) protocol. Western blot, ChIP and immunohistochemical staining of histological sections on testes material were used to verify sufficient specificity and affinity (Supplementary Fig. 17).

### ChIPseq

Sticklebacks are seasonal breeders and during early winter the testes are enriched for primary spermatocytes undergoing the first round of meiosis^85^. In the fish facility, the fish are reared in a cycle of 3 months long day length (16:8 h light:dark) and 3 months short day length (8:16 h light:dark). Using hematoxylin–eosin staining on histological sections of testes, we determined that in our fish facility, the proportion of primary spermatocytes was maximal (approximately 30%) during the last 3 weeks of the 3-month short day length period (Supplementary Fig. 17). Testes and livers were collected during this time window, snap-frozen in liquid nitrogen and stored at −80 °C.

For ChIPseq of proteins of interest, we used a pool of about 20 testes, and 20 pieces of liver tissue as a negative control. A sequential pull down with homemade DMC1 antibody followed by commercial H3K4me3 antibody (Millipore, 07-473) was carried out with the same tissue lysate. DMC1 ChIP and library preparation were carried out following the protocol described in refs. ^55,86^. The kinetic enrichment of single-stranded DNA was excluded for H3K4me3 ChIP. The libraries were 150-bp paired-end sequenced on an Illumina Hiseq 3000. After sequencing, DMC1 ChIP reads were trimmed to 40 bp using Trimmomatic^87^, and a specialized bioinformatic pipeline described in Khil et al.^55^ was used for processing the reads. Peaks in the DMC1 ChIP data in comparison with input were called using MACS2 (v2.1.1)^88^ with the following parameters: -q 0.1 --nomodel --slocal 5000 --llocal798 10000 --extsize 800 -f BED --SPMR -g 463000000 -B. For H3K4me3 ChIP reads, macs2 peak calling was done using default parameters.

### ATACseq of primary spermatocytes

Using hematoxylin–eosin staining on histological sections of testes^85^, we determined that in our fish facility, the first round of meiosis in males occurred during the last 3 weeks of the 3-month short day length period. Testes were dissected from adult males at this time for the assay for transposase-accessible chromatin sequencing (ATACseq) and processed immediately after dissection. The isolation of primary spermatocytes by flow cytometry assisted sorting was carried out using a BD FACSMelody Cell Sorter (BD Biosciences): initially, 4,6-diamidino-2-phenylindole staining for chromatin content (4C primary spermatocytes, 2C secondary spermatocytes and 1C spermatids/sperm) and microscopy were used to optimize the gating strategy that was eventually based on FSC-A and SSC-A alone (~cell size and complexity) since these sufficiently differentiated between the primary spermatocytes, secondary spermatocytes and spermatids/sperm (Supplementary Fig. 18). Briefly, for each ATACseq^89^ replicate, the testes of three males were pooled, dissociated with 0.07 U ml^−1^ liberase (Sigma) and 50,000 primary spermatocytes were isolated using flow cytometry. Cell membranes were lysed with cold 10 mM Tris pH 8, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% NP-40, and nuclei were isolated by centrifugation. Tn5 was applied onto the nuclei in standard TAPS-DMF (N-[tris(hydroxymethyl)methylamino]propanesulfonic acid-Dimethylformamide) buffer for 30 min at 37 °C with shaking (1,000 r.p.m.), the tagged DNA was cleaned with the Min-Elute kit (Qiagen) and processed to a sequencing library. A control library of naked genomic DNA was also made from each testes pool. The libraries were sequenced on an Illumina platform, the reads mapped to GasAcu1, mitochondrial reads and PCR duplicates were removed, the files were down-sampled to the level of the limiting coverage (20M read pairs) and MACS2 was used to call peaks (--shift -100 --extsize 200 --tsize 150). Three marine replicates and three freshwater replicates were analysed. The replicates of both ecotypes were pooled for comparison to crossover coordinates and anti-DMC1 ChIPseq peaks.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Figs. 1–18, Tables 1–9 and Methods 1 and 2.

Reporting Summary

## Data Availability

The datasets generated and analysed during the current study are available in the National Center for Biotechnology Short Read Archive and Gene Expression Omnibus data repositories under BioProject Accession PRJNA1062151 and GSE254557 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254557; then enter token 'ajehoskedxobzmn') are publicly available on publication.

# Supplementary material for: Fine-scale contemporary recombination variation and its fitness consequences in adaptively diverging stickleback fish
**Source:** Nat Ecol Evol. 2024 Jun 5;8(7):1337–52. doi: 10.1038/s41559-024-02434-4
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–18, Tables 1–9 and Methods 1 and 2.

# **Fine-scale contemporary recombination variation and its fitness consequences in adaptively diverging stickleback fish**

---

In the format provided by the  
authors and unedited

## Supplementary material

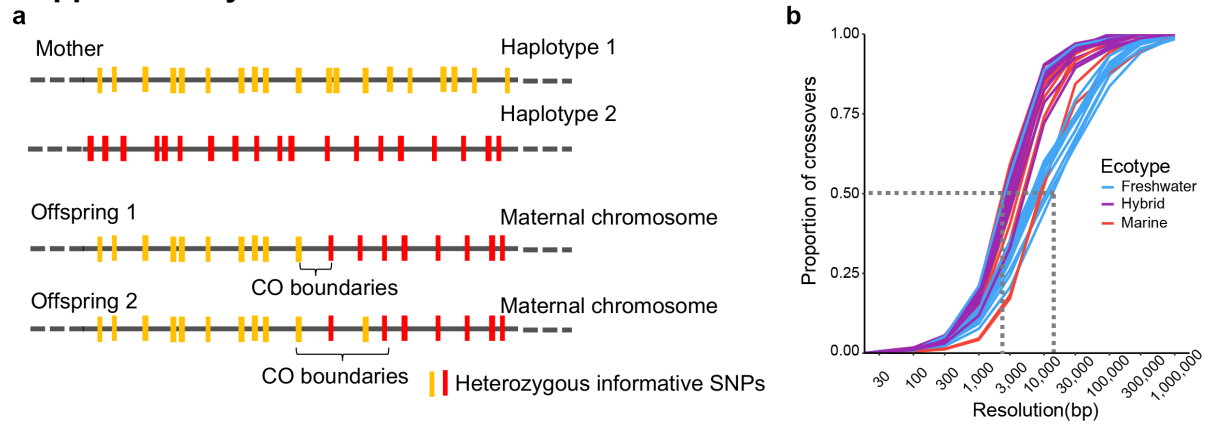

**Supplementary Figure 1: Crossover definition:** a) From phased chromosomes of a parent and offspring, a crossover is defined as an interval flanked by the last SNP of the first haplotype and the first SNP of the second haplotype (eg: offspring 1). In a scenario such as in offspring 2, where two or more switches occurred within the minimum required block size (50kb) of each other, the crossover location was defined by the last SNP of the first large phase block and first SNP of the next large phase block. b) Fraction of crossovers in parents with their respective resolution (interval size within which crossover is identified) is shown. Median crossover resolution is marked with dotted lines.

mean number of crossovers per chromosome per gamete  $\pm$  SD vs chromosome size

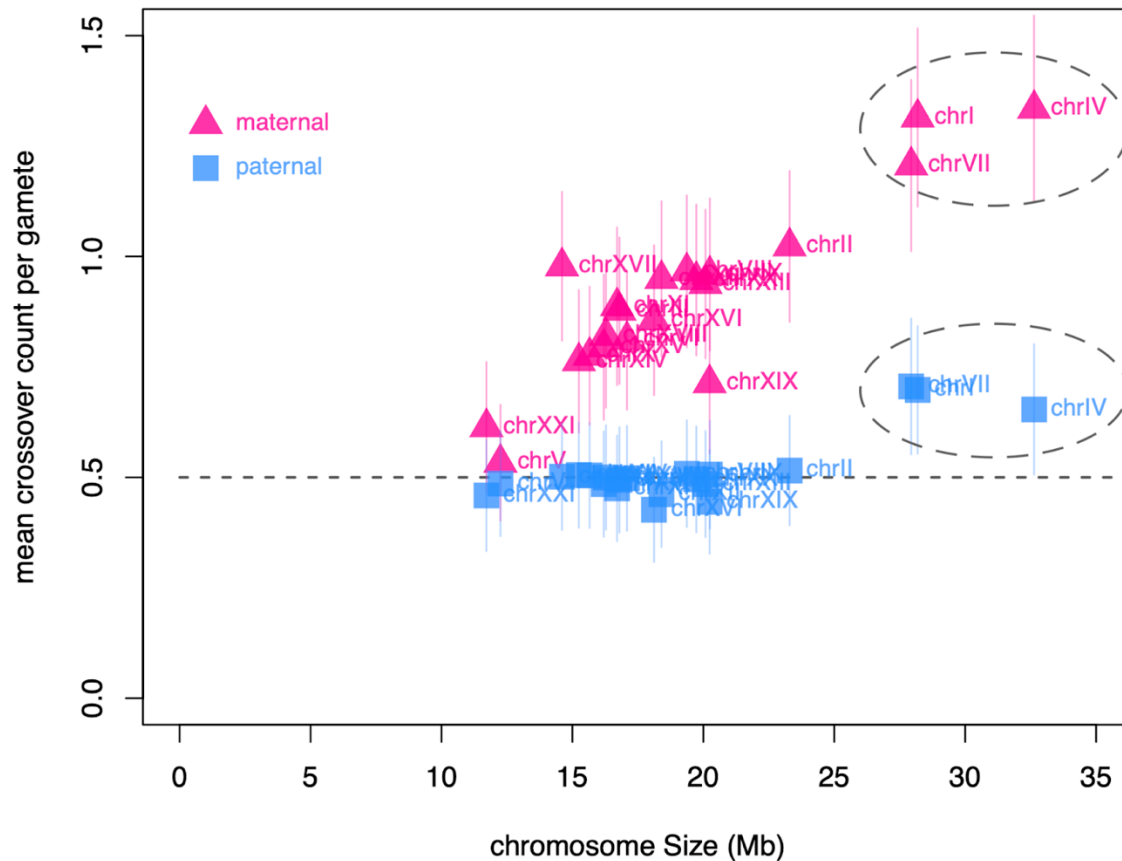

**Supplementary Figure 2: The number of maternal, but not paternal, crossovers per chromosome increases with chromosome size and is highest in large chromosomes that evolved via fusion of ancestral chromosomes.** Points represent the mean number of maternal (pink triangles) and paternal (blue squares) crossovers observed on a given chromosome among offspring of all parents studied. Error bars depict the standard error among 18 male and 18 female parents studied. A strong positive relationship is observed in maternal crossovers, but less so for paternal crossovers. Dashed horizontal line at 0.5 represents the expected number of crossovers to be detected under a scenario of one obligate chiasma per homologous chromosome pair with the assumption of no bias in the transmission of resulting meiotic products to offspring. Three chromosomes larger than 25Mb (chrI, IV, and VII, shown in ellipses) have more than one maternal crossover on average, and in paternal crossovers these same three chromosomes show elevated crossover count that deviates strongly from the paternal trend of crossovers resulting from one obligate chiasma per homologous chromosome pair shown by other chromosomes.

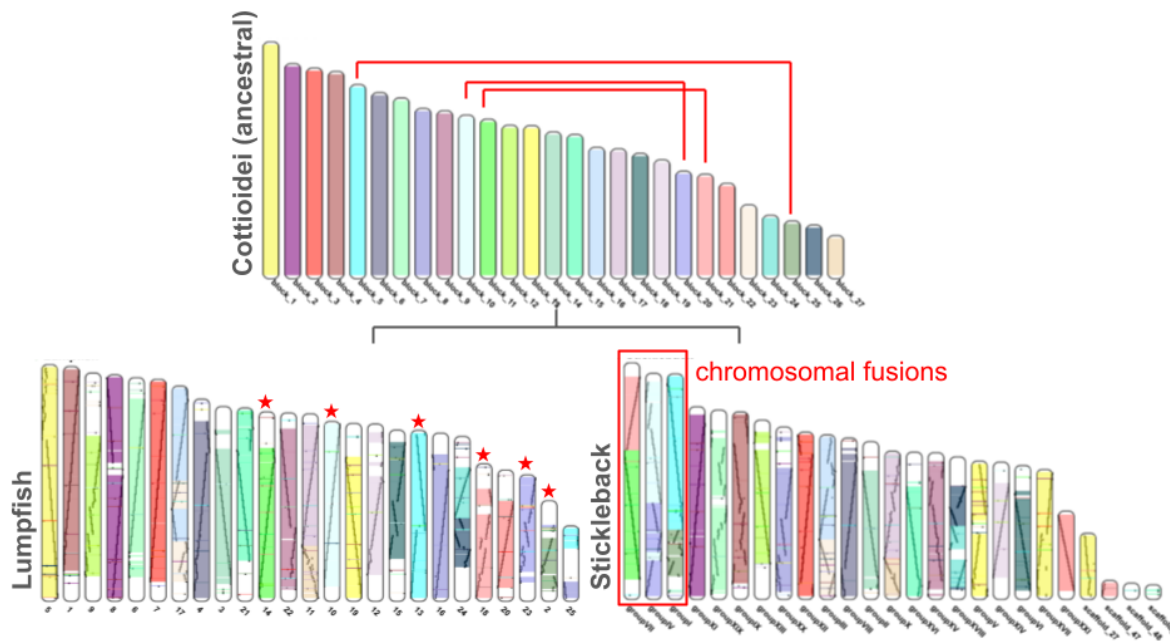

**Supplementary Figure 3: Gene synteny relationships from Nguyen et al., 2022<sup>1</sup> among sticklebacks, lumpfish and their shared Cottioidei ancestor reveal stickleback chromosomes I, IV and VII (those with high rates of double maternal crossovers, and atypical higher rates of paternal crossovers) evolved via fusion of ancestral chromosomes.** Colors of chromosomes indicate synteny with similarly colored ancestral chromosomes, and red lines indicate fusion events in the ancestor. Present day lumpfish lack these fusions (red stars) suggesting the fusion events occurred at most within the last 100My (and most likely within the last 40Mya (chrIV), and 13-26Mya (chrVII) based on data presented in Urton et al., 2011<sup>2</sup> and Varadharajan et al., 2019<sup>3</sup> that make pairwise comparisons between threespine and fourspine, and threespine and ninespine sticklebacks respectively).

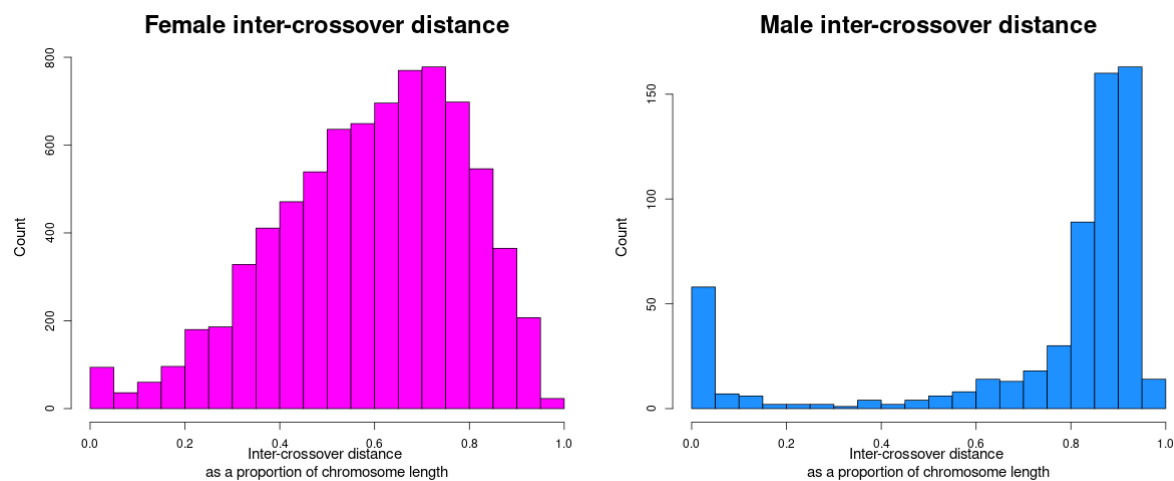

**Supplementary Figure 4: Inter-crossover distance shows evidence supporting stronger crossover interference in males than in females.** Plots show the distribution of inter-crossover distances expressed as a proportion of chromosome length in females (left, N=7769) and males (right, N=603) for all chromosomes. The median inter-crossover distance is 12Mb in females and 24Mb in males. Only chromosomes with two or more maternal or paternal crossovers detected in a given offspring were considered. For each pair of crossovers being considered, inter-crossover distance was calculated as the physical distance between the midpoints of the defined crossover bed intervals (locations).

**a**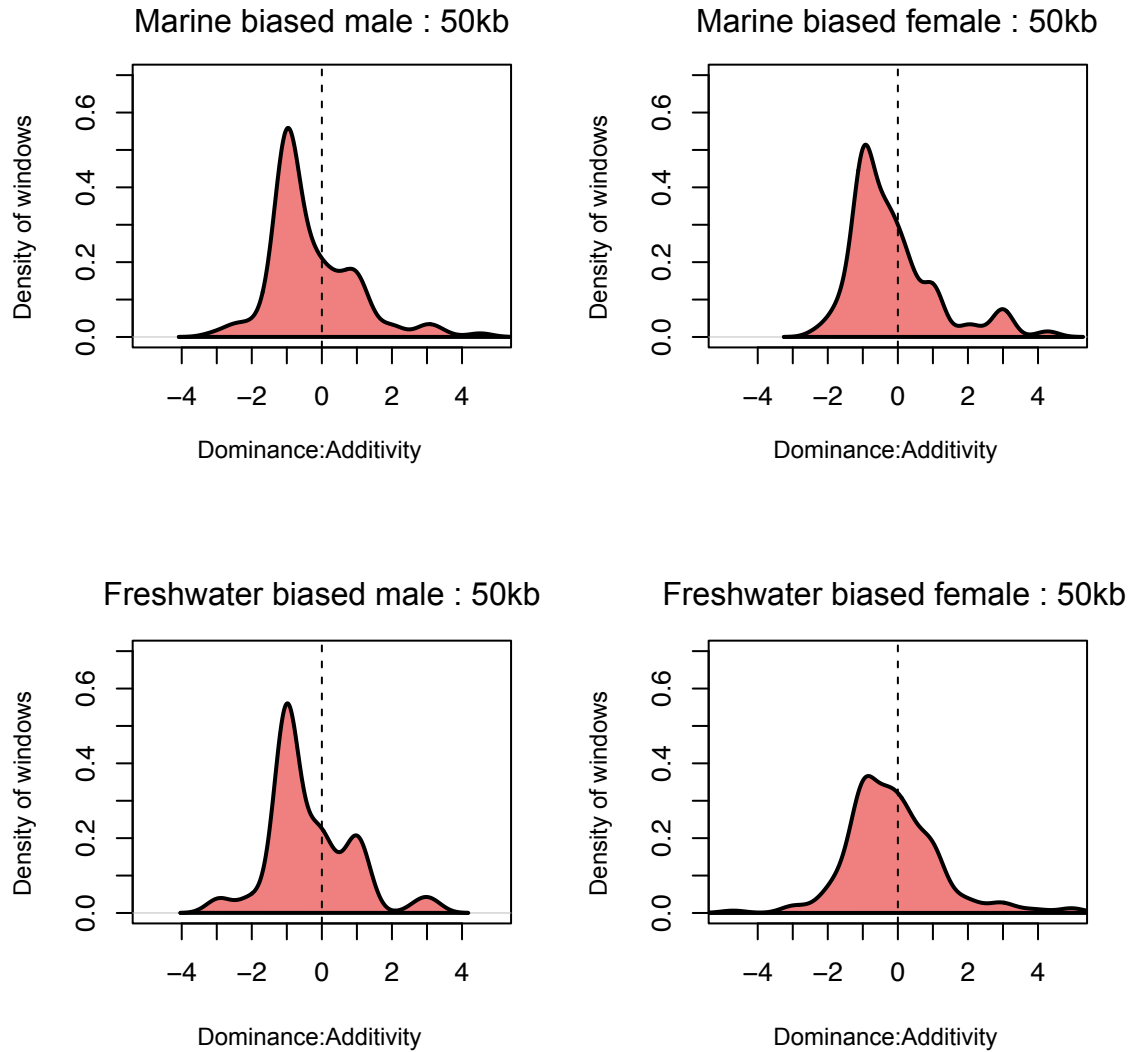

**Supplementary Figure 5: Partially recessive recombination rates (partial or full dominance of low recombining parental ecotype) in both sexes of hybrids in ecotype diverging windows.** Density estimates of dominance-additivity ratio of parental ecotype crossover count in hybrid males and females in ecotype diverging windows. A value of zero indicates recombination behaves additively in F1s relative to parents, 1 dominantly, -1 recessively, and values  $>1$  or  $<-1$  imply over or underdominance of recombination respectively. A bias towards low recombining parental ecotype is observed irrespective of which ecotype is paternal and which maternal. Results from analysis at 50k resolution is shown. Similar results are obtained also at 500kb and 5kb resolutions.

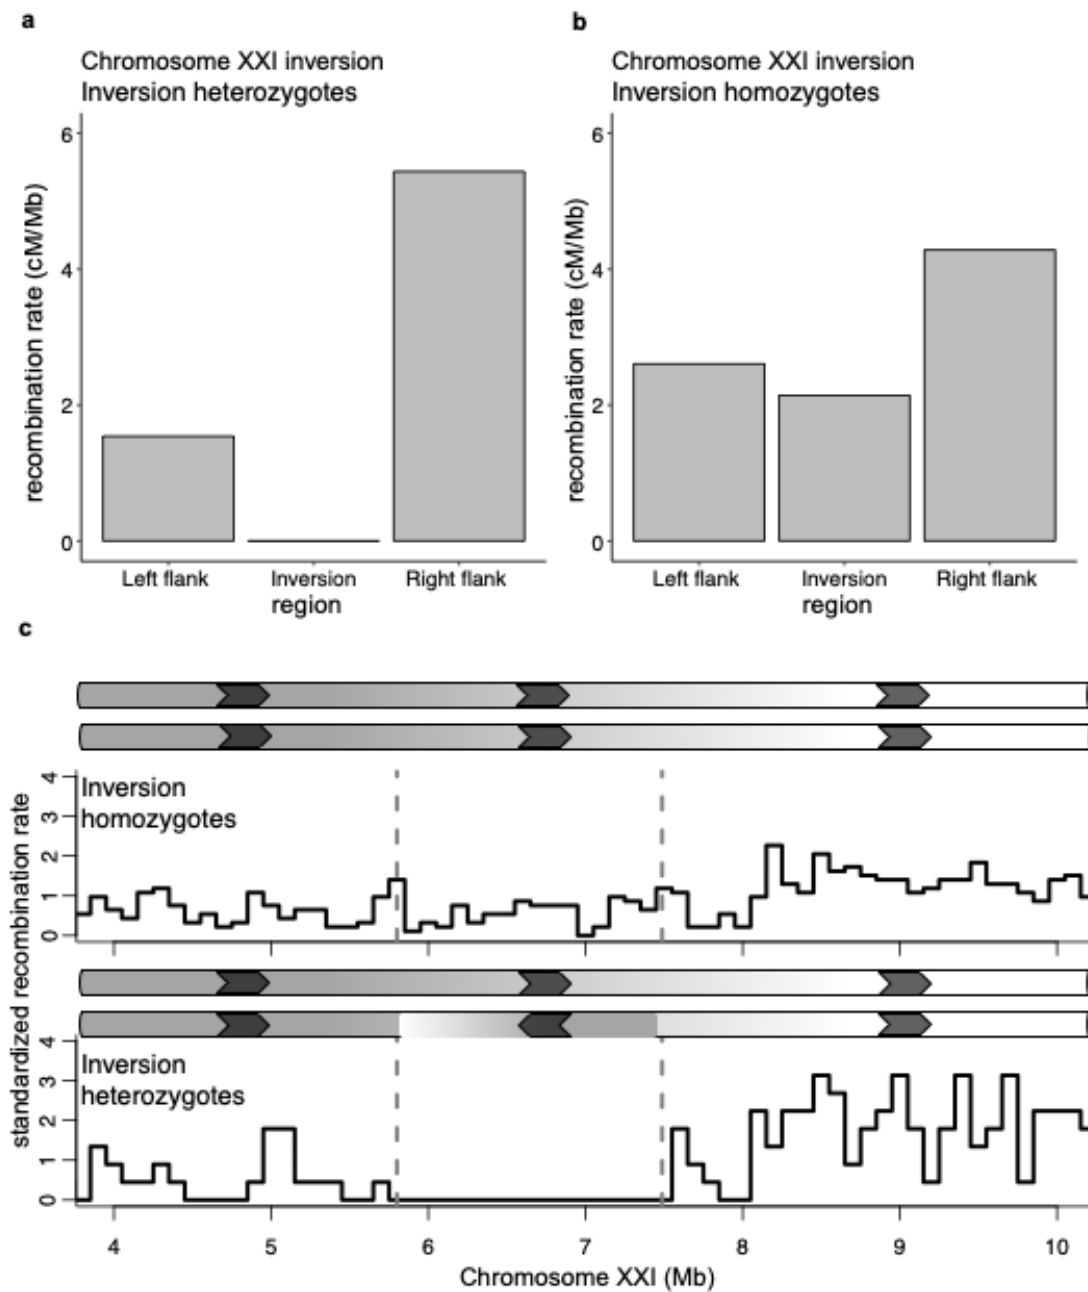

**Supplementary Figure 6: Crossover suppression within chrXXI inversion heterozygotes.** Zero recombination rate within inversion in contrast to left and right flanking regions of the same size is observed in a) heterozygotes (N=25) but not in b) homozygotes (N=11). c) Standardized recombination rate (SRR) in 100 kb sliding windows across a 6 Mb region including the chrXXI inversion. Dotted grey vertical lines mark the inversion boundaries. SRR for inversion homozygotes (top panel) and heterozygotes (bottom panel) are shown with a schematic of the sequence orientation. A complete suppression of recombination within the inversion boundaries is seen in heterozygotes with compensatory increase in recombination on the right flank (closer to telomere).

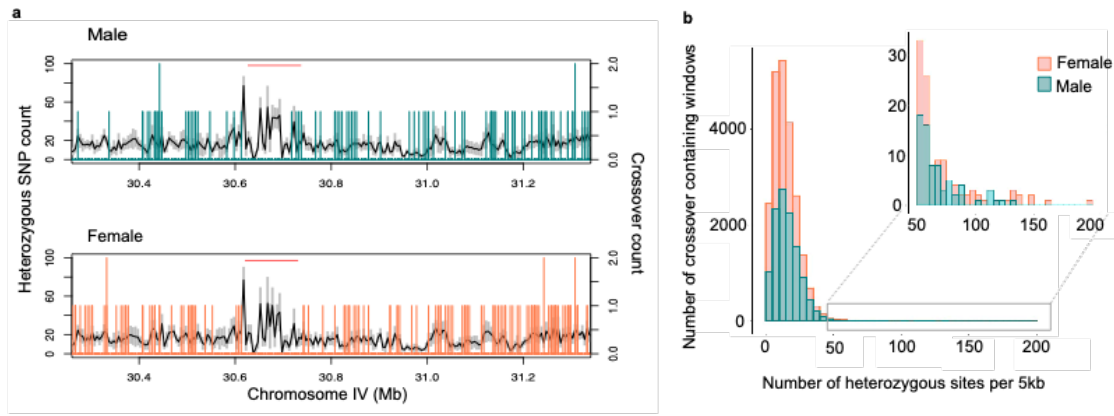

**Supplementary Figure 7: Crossovers are suppressed in windows with high heterozygosity.**

a) Recombination suppression is observed in a stretch of high heterozygous windows in an otherwise actively recombining region at the end of chromosome IV. Mean heterozygous SNP counts in 5kb sliding windows (black) along with standard deviation among individuals (grey) are plotted for males (top panel) and females (bottom panel). Crossover counts in corresponding windows are overlaid (green: males, orange: females). Crossover suppressed regions with high heterozygosity are marked with horizontal red lines. b) Histogram of heterozygosity in crossover-containing 5kb windows shows that both male (green) and female (orange) crossovers (COs) mostly occur in windows with less than 50 heterozygous SNP per 5kb. Crossovers are rarely observed in windows with high heterozygosity (zoomed in region).

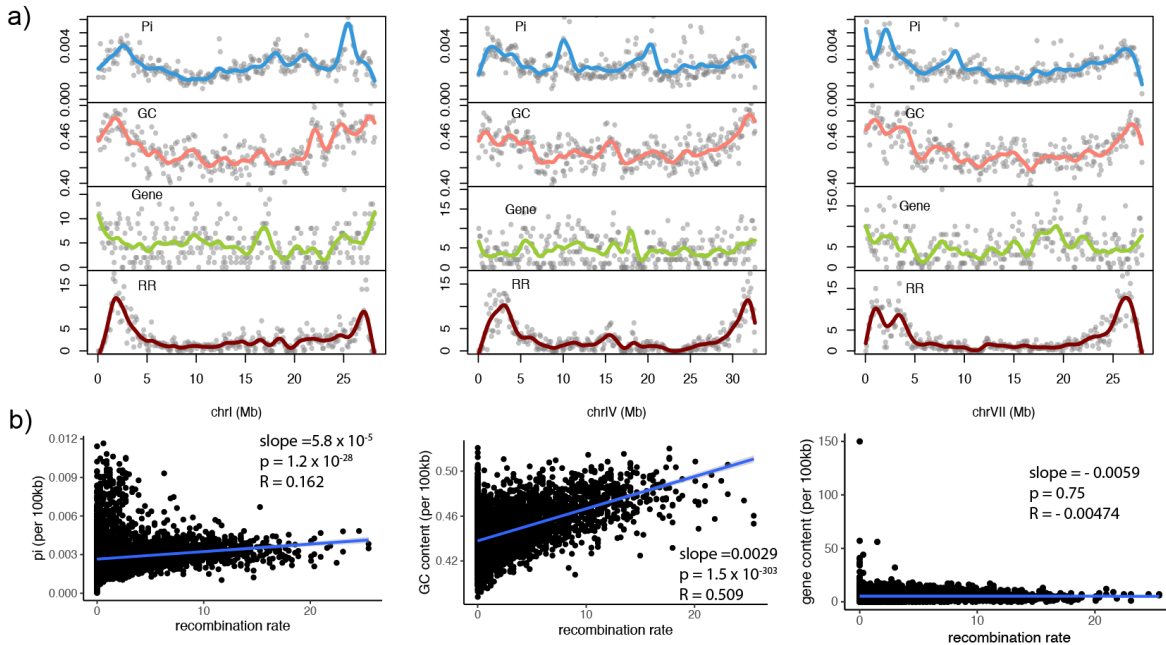

**Supplementary Figure 8: Recombination rate is positively correlated with GC content and nucleotide diversity but not gene density.** a) Recombination rate (RR), GC content, and nucleotide diversity (pi) measured in 100kb sliding windows across three chromosomes (chrI, chrIV, and chrVII) shows a sub-telomeric enrichment. However, gene distribution does not show any obvious pattern and is mostly chromosome specific. b) Linear regressions of recombination rate versus nucleotide diversity (pi) and GC content across genome in 100kb windows show a significant positive relationship (pi:  $\beta = 5.832 \times 10^{-5} \pm 5.217 \times 10^{-6} \text{SE}$ ,  $F_{1,4643} = 125$ ,  $p < 2 \times 10^{-16}$ , GC:  $\beta = 2.866 \times 10^{-3} \pm 7.126 \times 10^{-6} \text{SE}$ ,  $F_{1,4620} = 1618$ ,  $p < 2 \times 10^{-16}$  respectively) whereas the negative correlation observed between recombination rate and gene density is not statistically significant at this scale (gene content:  $\beta = -0.006 \pm 0.018 \text{SE}$ ,  $F_{1,4643} = 0.1042$ ,  $p = 0.747$ ).

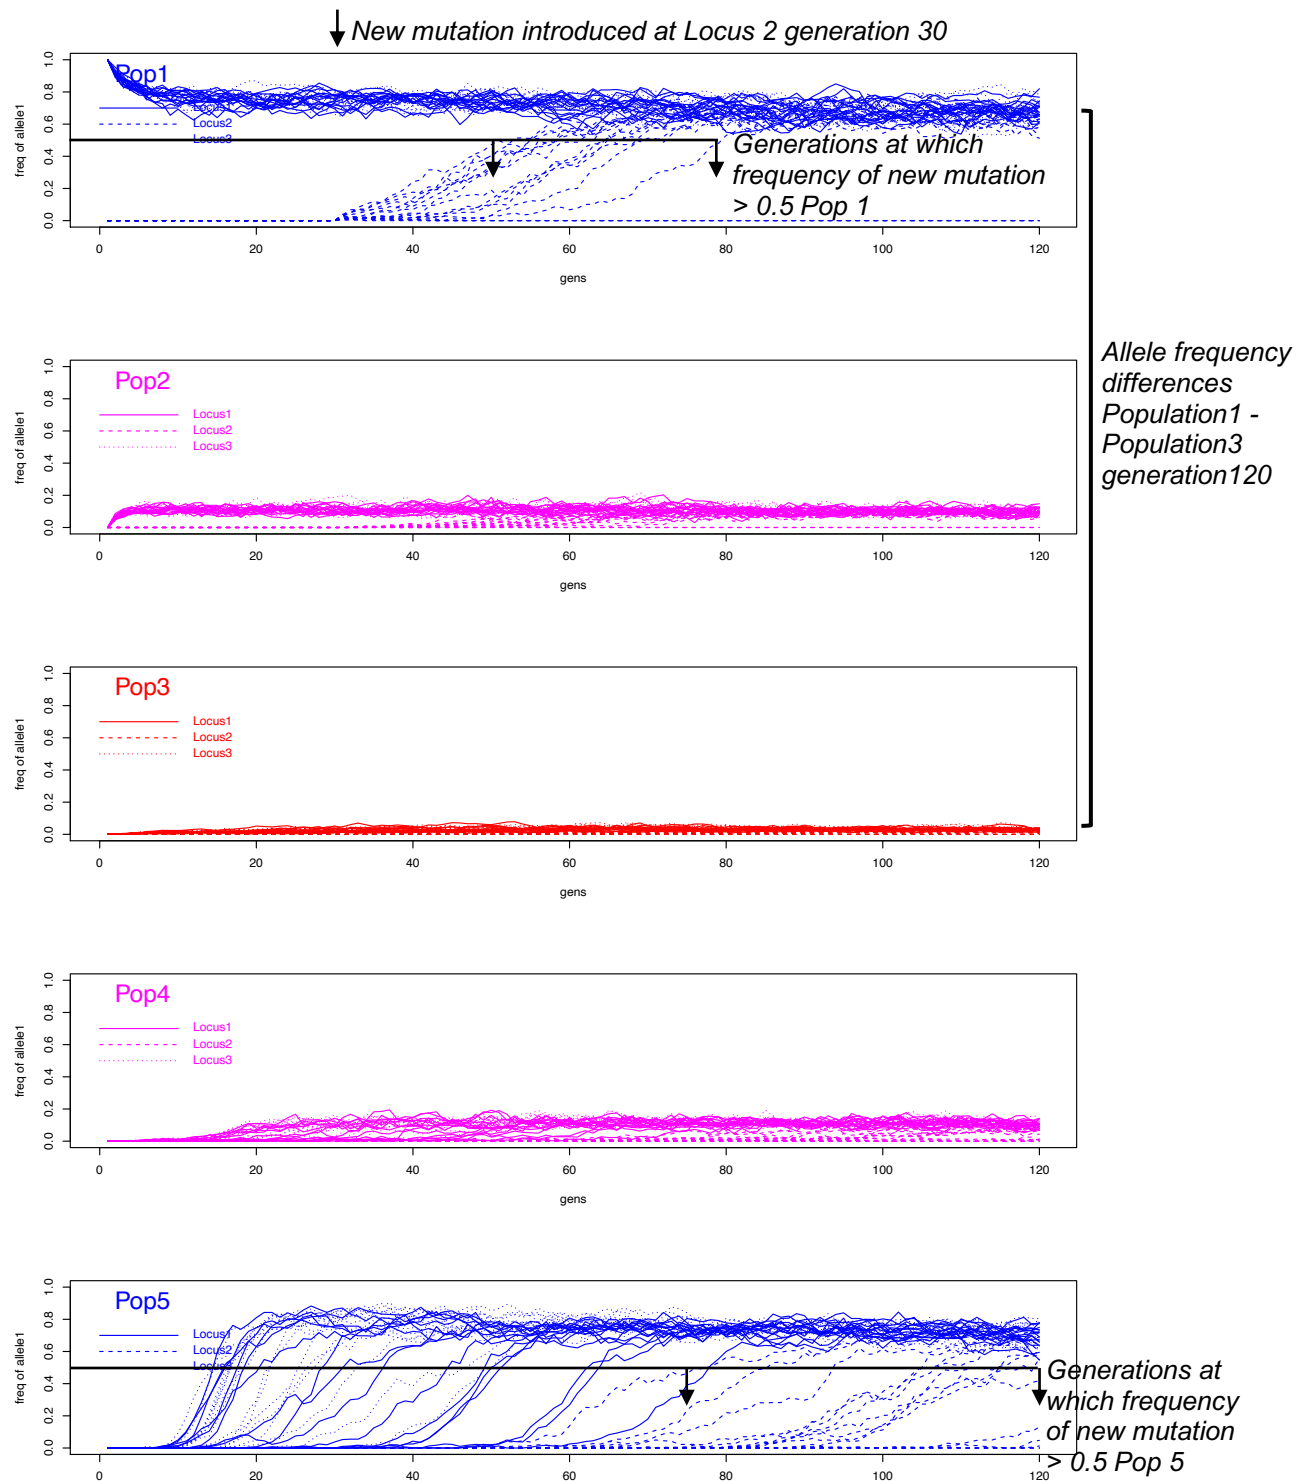

**Supplementary Figure 9.** Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (*Simulation1 – No-heterochiasmy, no recombination suppression, medium recombination rate*). Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

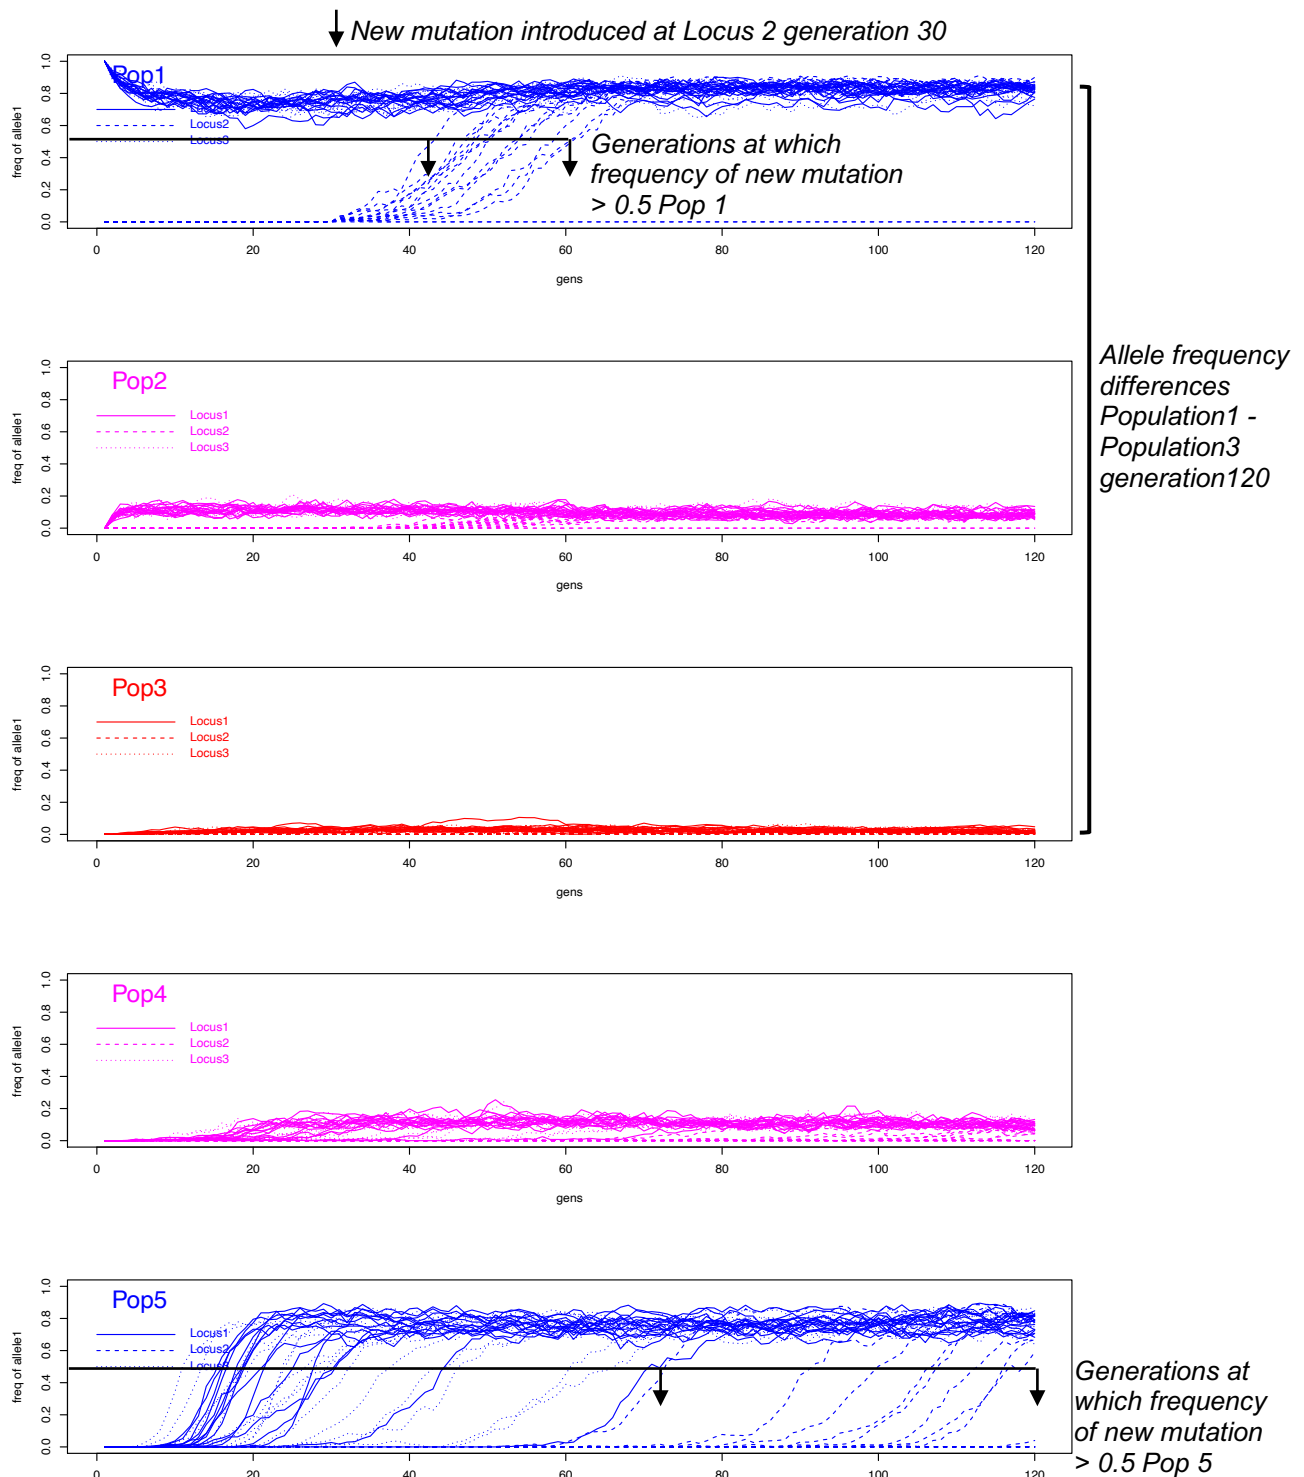

**Supplementary Figure 10 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation2 – No-heterochiasmy, 10fold recombination suppression, medium recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

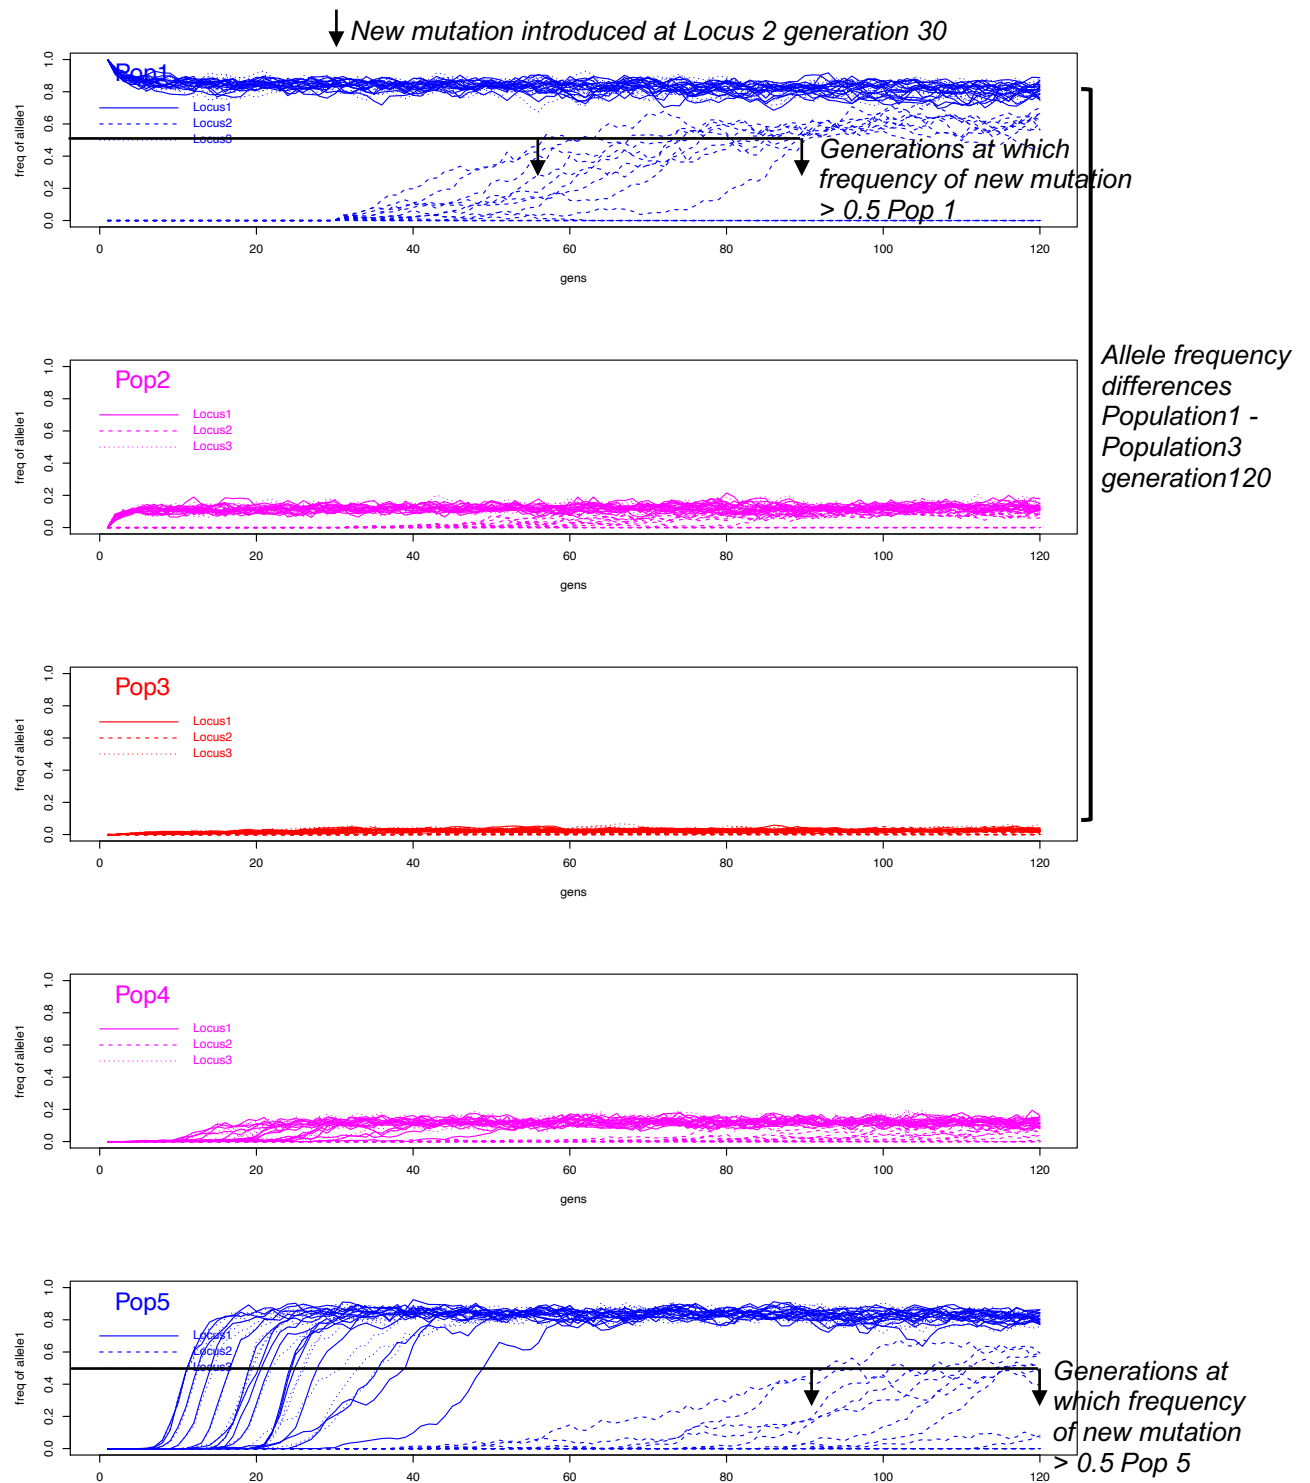

**Supplementary Figure 11 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation3 – Strong heterochiasmy, no recombination suppression, medium recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

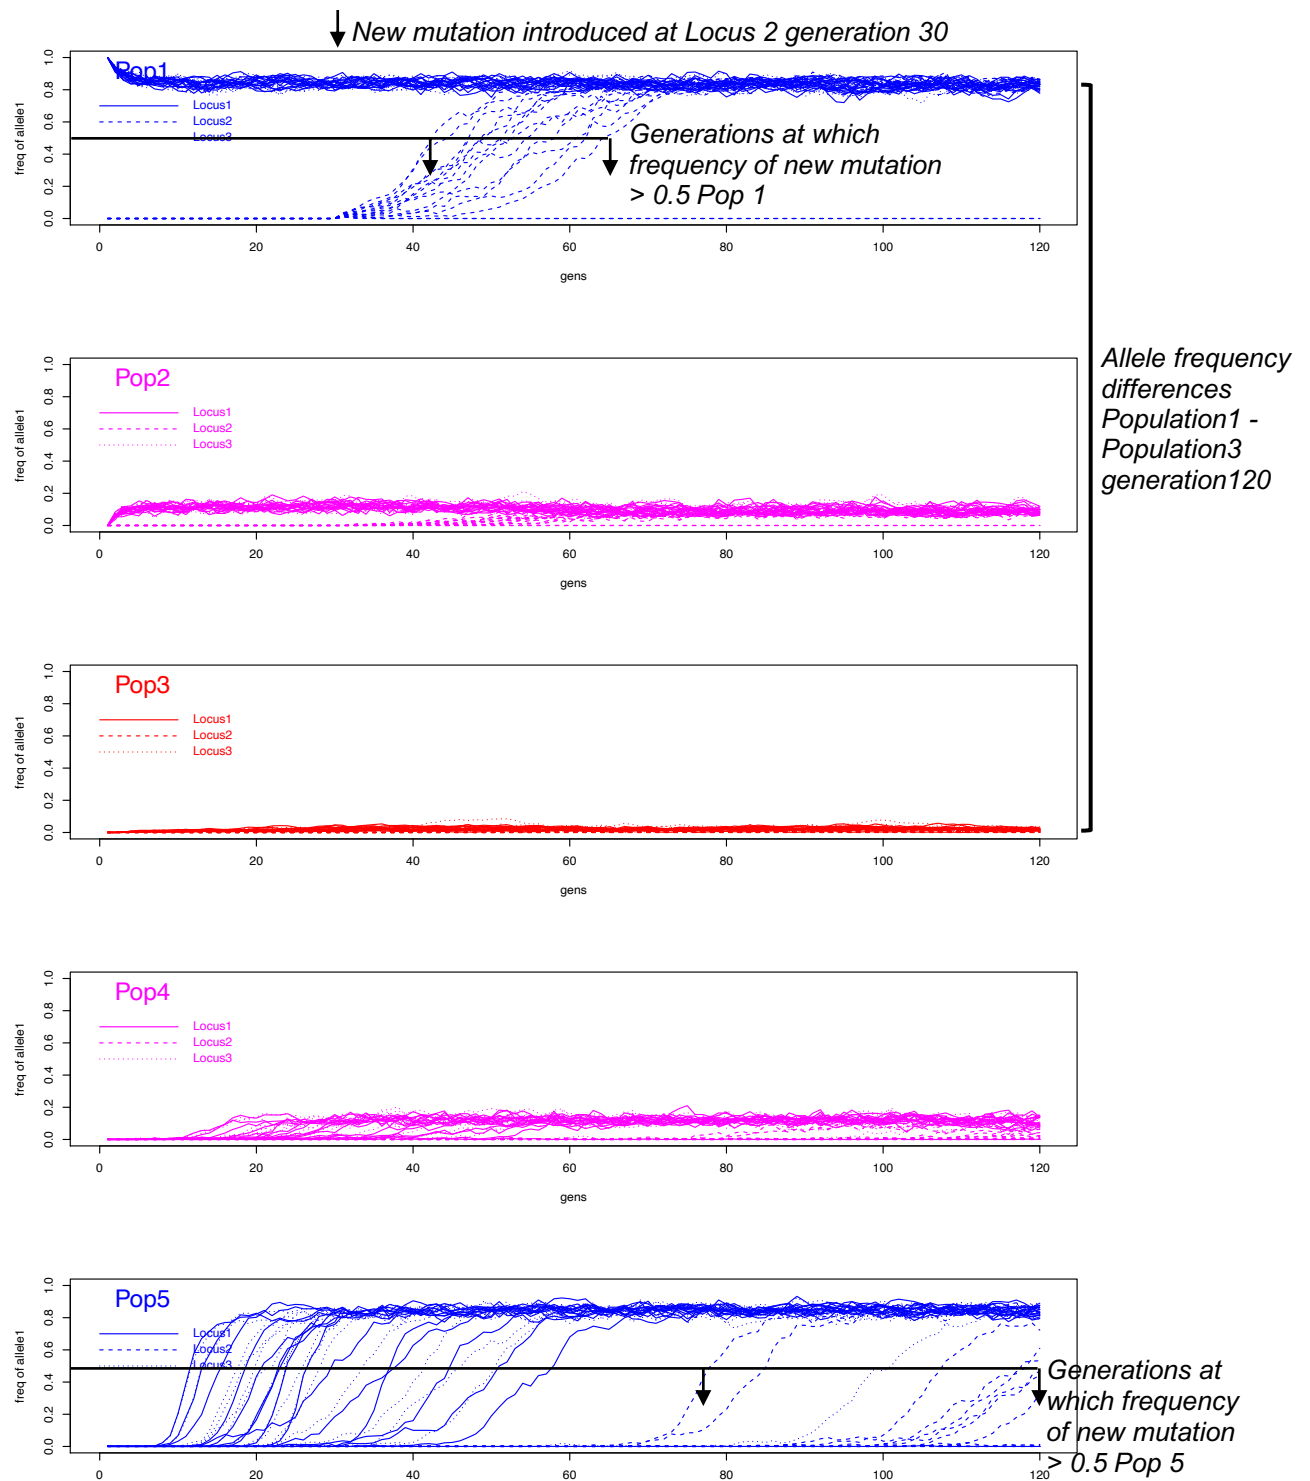

**Supplementary Figure 12 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation4 – Strong heterochiasmy, 10fold recombination suppression, medium recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

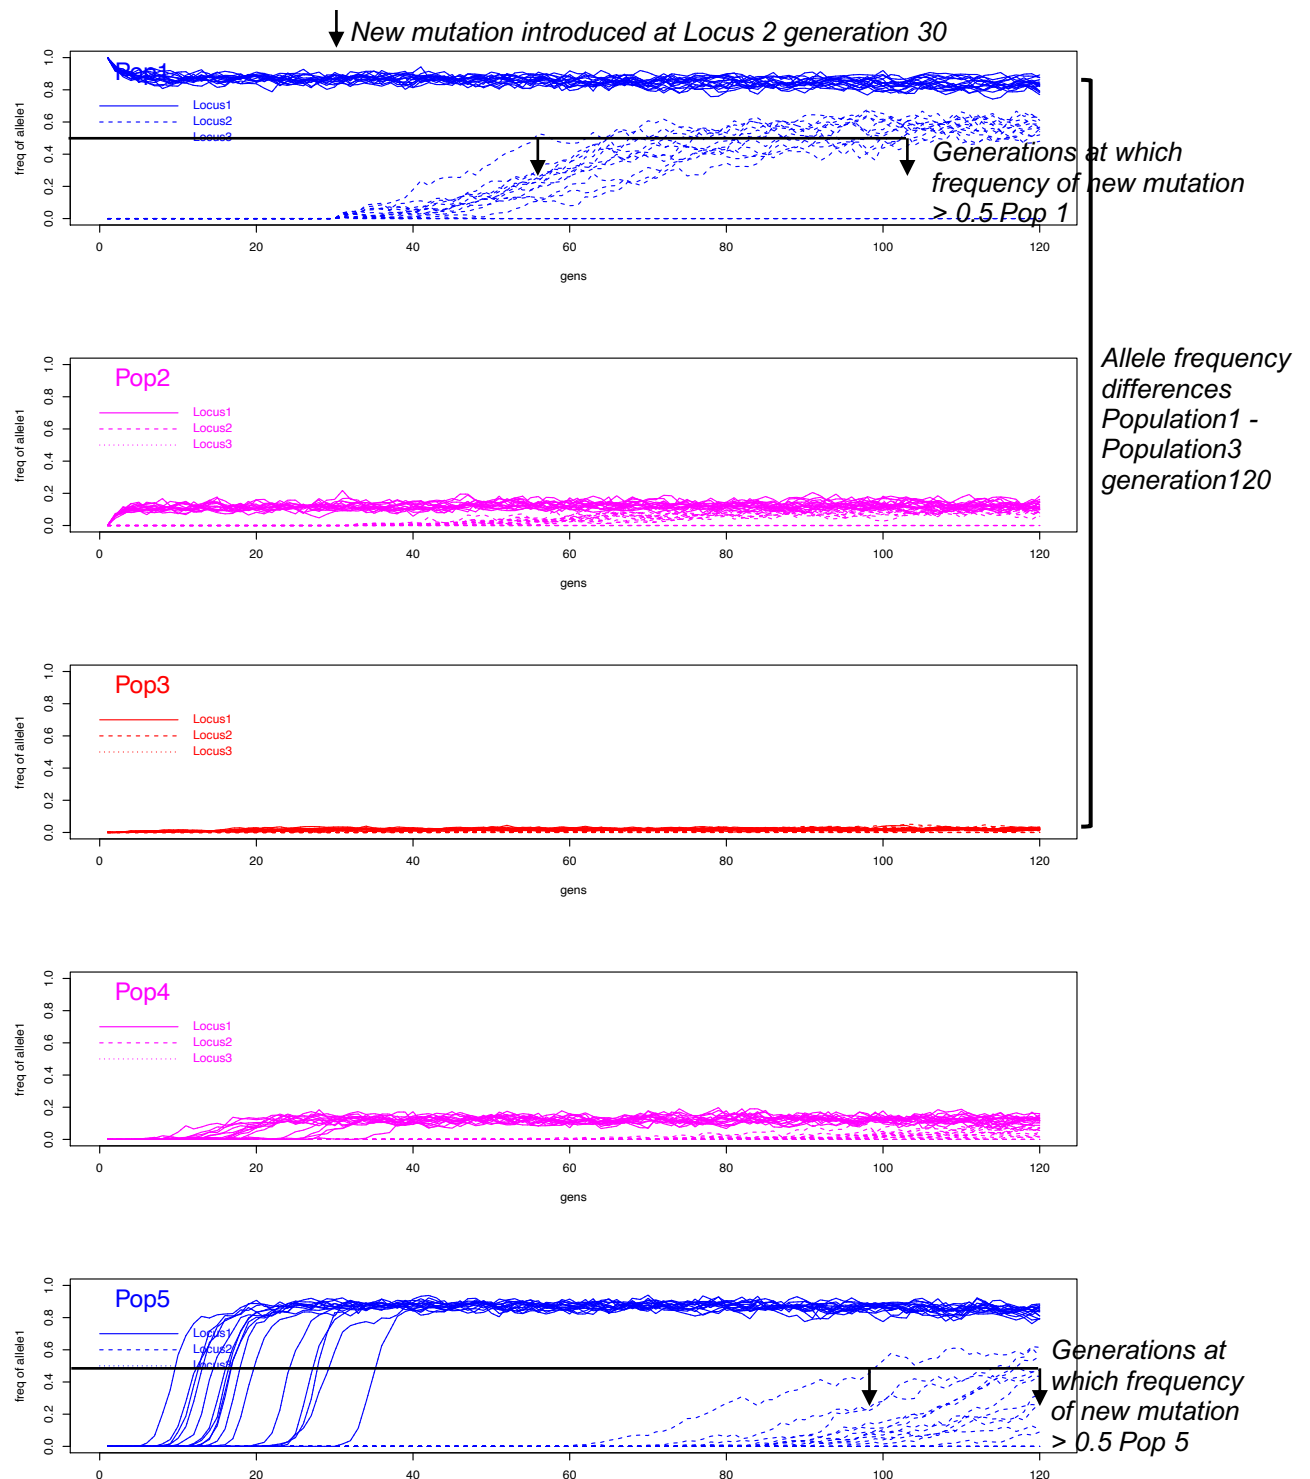

**Supplementary Figure 13 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation5 – No heterochiasmy, no recombination suppression, high recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

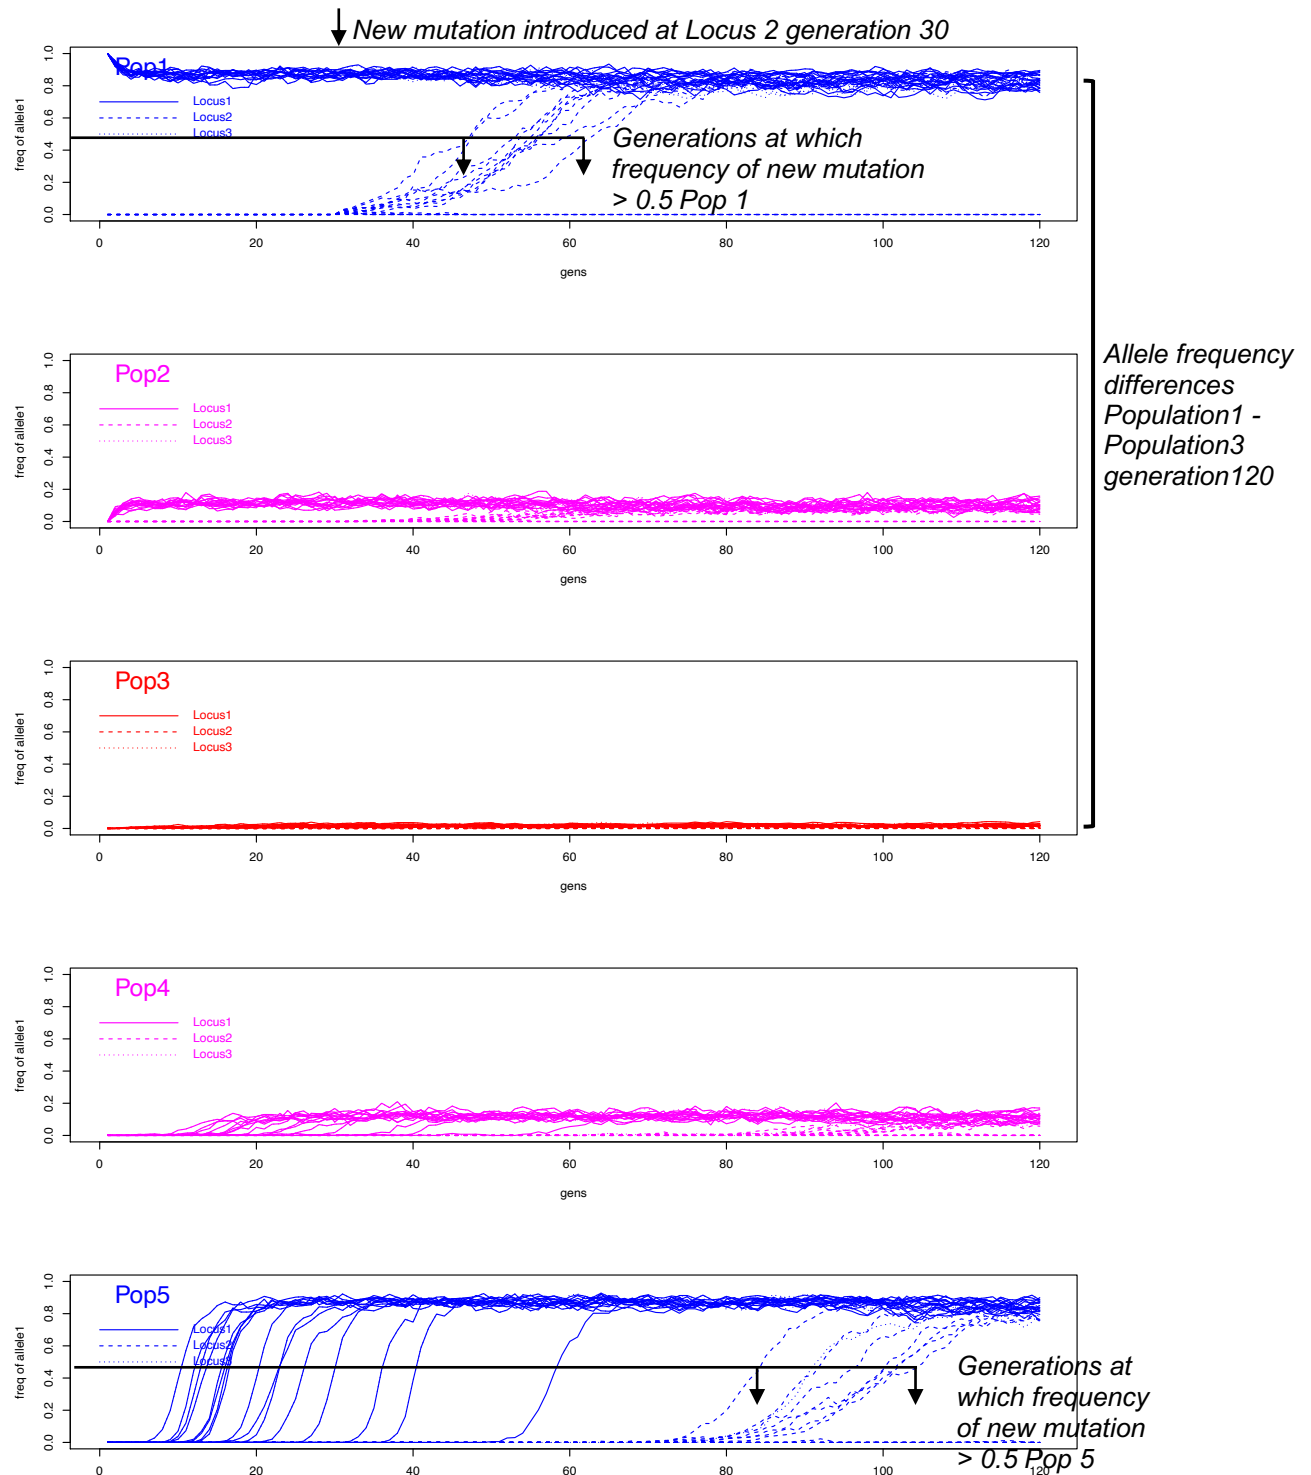

**Supplementary Figure 14 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation6 – No heterochiasmy, 10fold recombination suppression, high recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

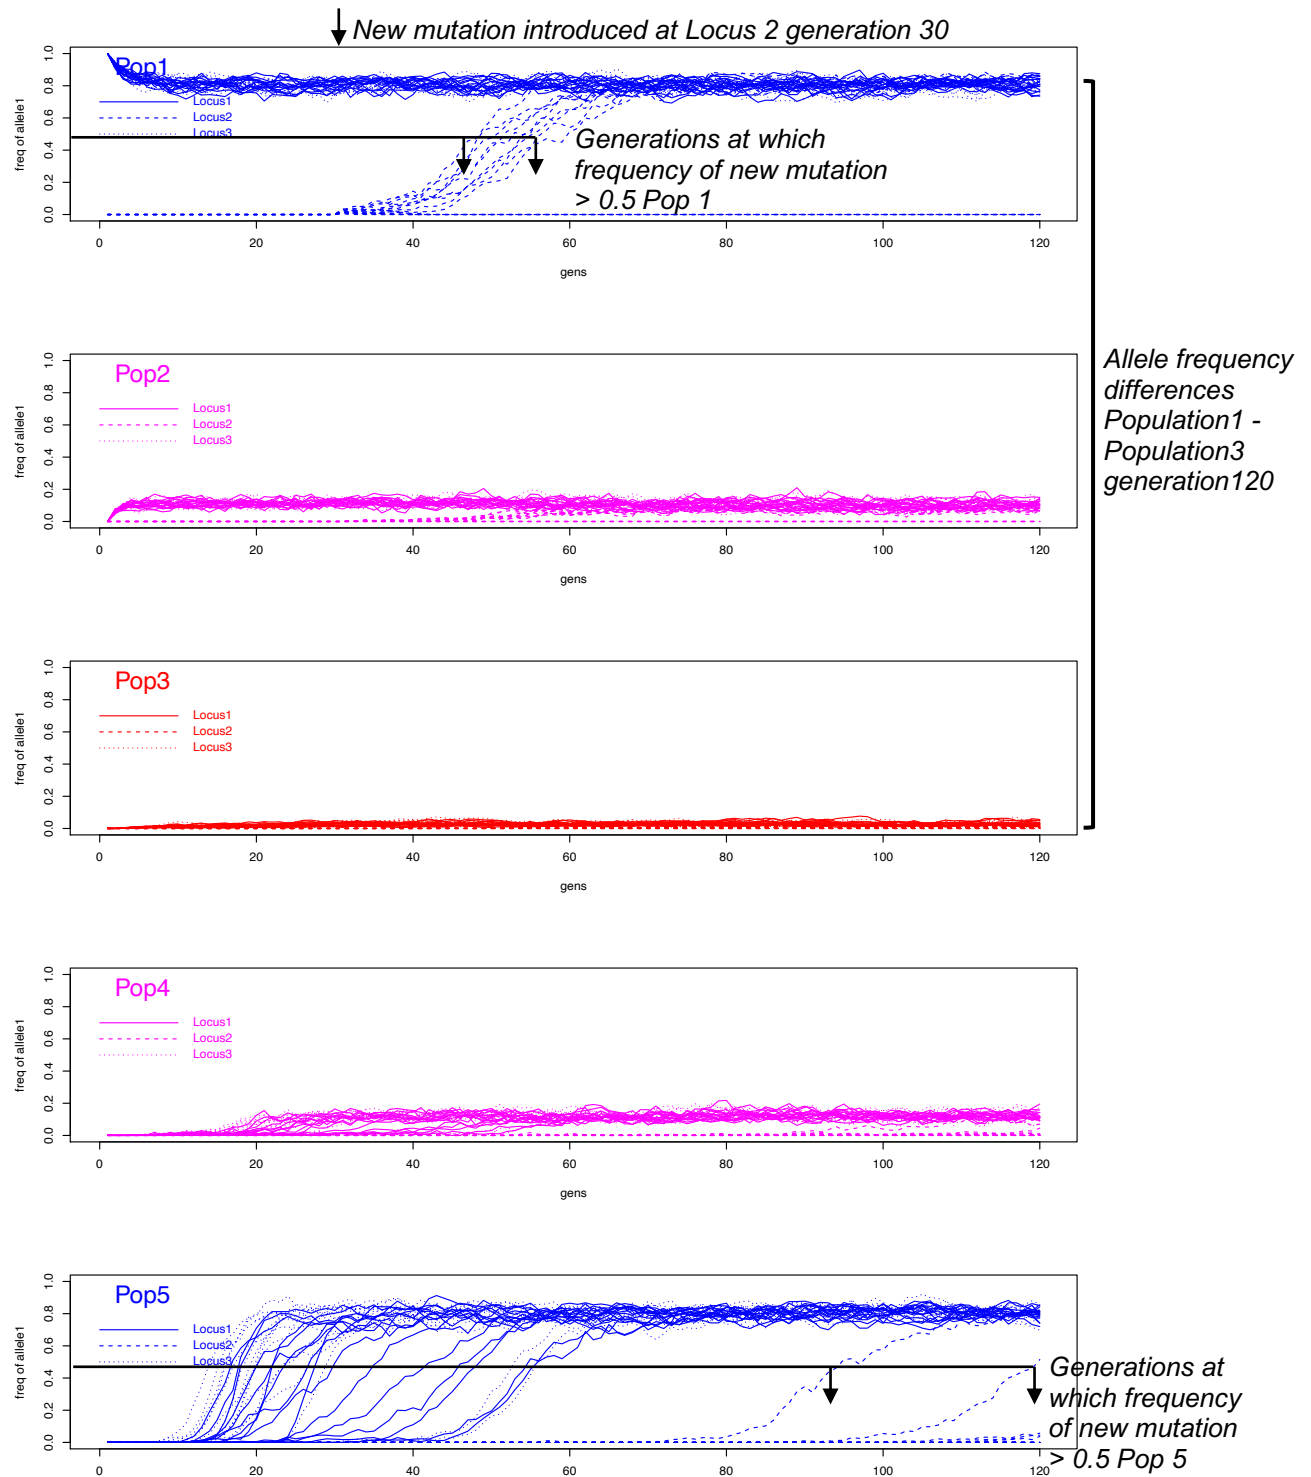

**Supplementary Figure 15 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation7 – No heterochiasmy, no recombination suppression, low recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8, Tables S9 and Supplementary methods for more information.

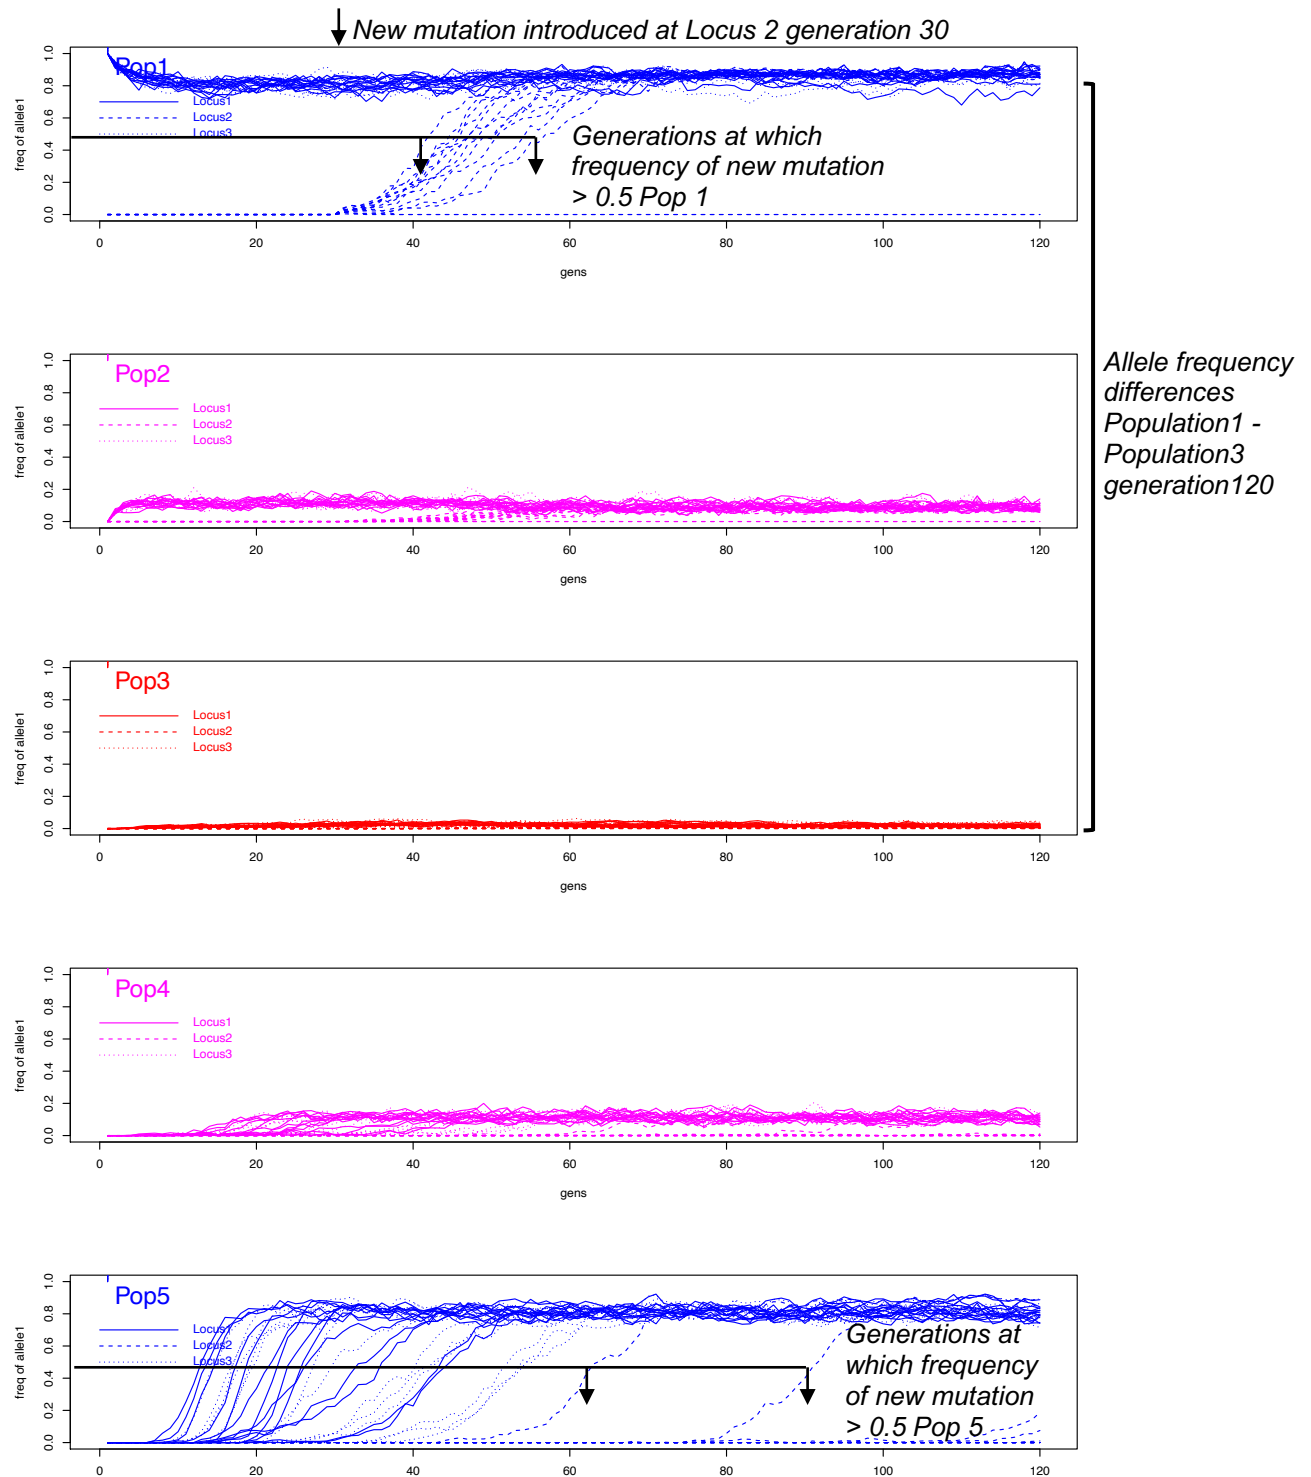

**Supplementary Figure 16 Forward simulations of three linked loci quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. (Simulation8 – No heterochiasmy, 10fold recombination suppression, low recombination rate).** Divergence between marine and freshwater populations is maintained, despite high rates of gene flow between populations. A new freshwater adaptive mutation is introduced at locus2 in generation 30. Each plot shows the frequency of the freshwater adaptive allele in populations 1 (top) through to 5 (bottom). Colors correspond to the habitats each with different simulated fitness effects of alleles (freshwater – blue; intertidal – magenta; marine – red). See Supplementary Tables S8 and Table S9 and Supplementary methods for more information.

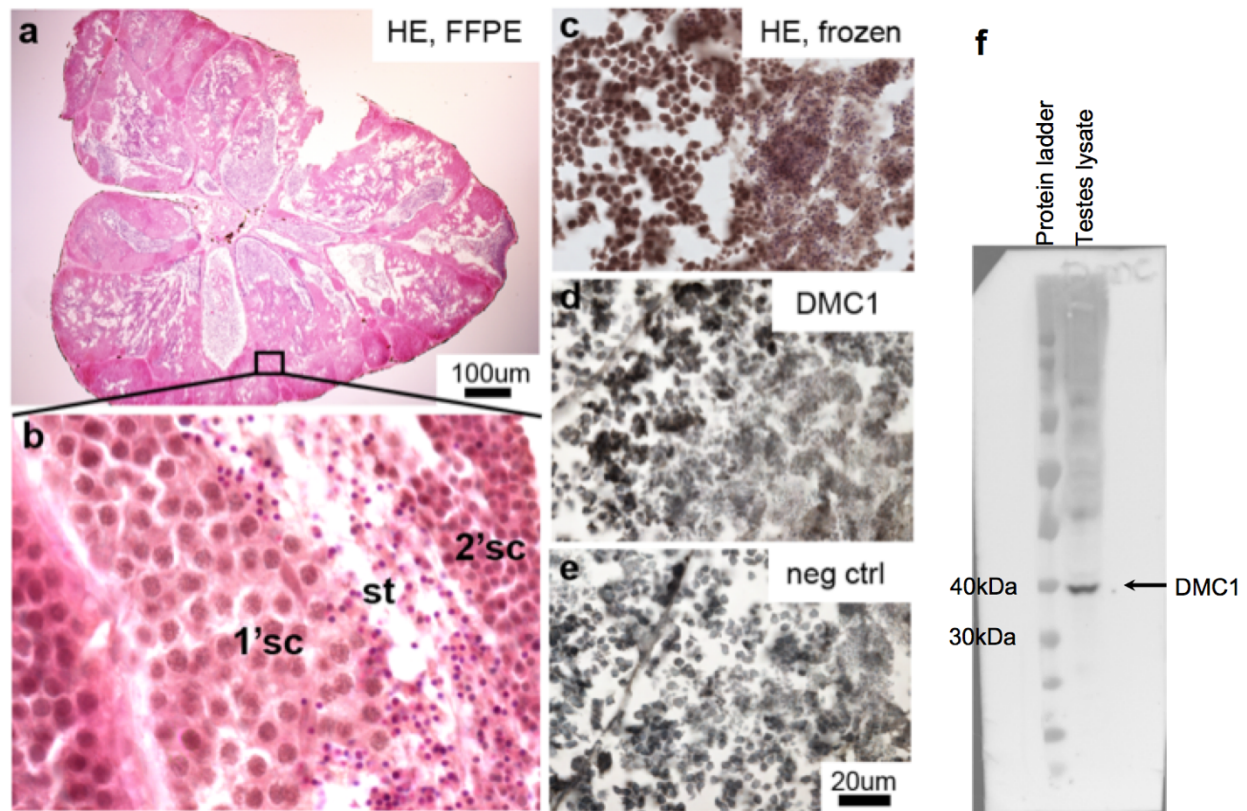

**Supplementary Figure 17 Enrichment for primary spermatocytes in meiosis I phase.** a) The enrichment of primary spermatocytes was estimated from Haematoxylin-Eosin (HE) stained Formalin-Fixed Paraffin Embedded (FFPE) testes sections. b) Zoom-in illustrating primary spermatocytes (1'sc), secondary spermatocytes (2'sc) and spermatids (st). c, d and e) Verification of anti-DMC1 antibody specificity on primary spermatocytes, done on consecutive sections of frozen testes samples. DMC1 signal (d) is specific to primary spermatocytes on the left side of the panel (darker grey/black staining). f) Western Blot on meocyte-enriched testes with anti-DMC1 showing a band of expected DMC1 size. All experiments were repeated on multiple different testes and yielded qualitatively similar results.

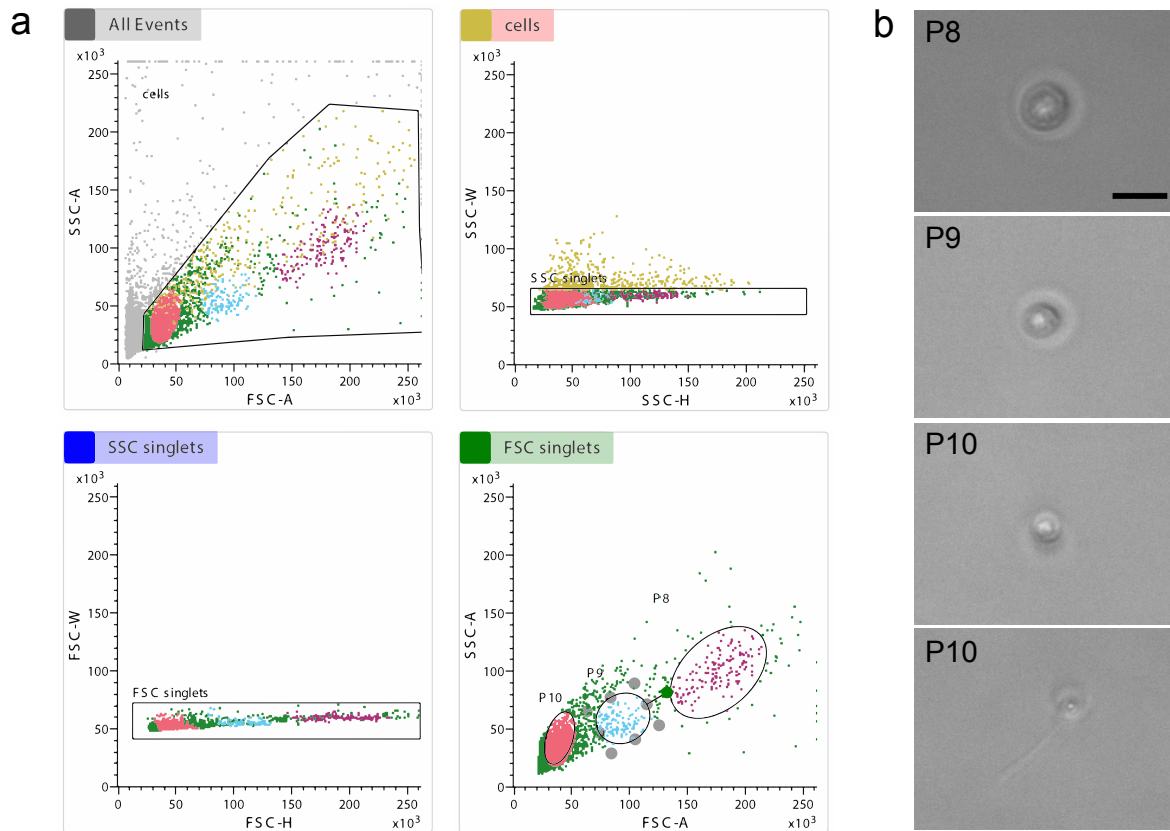

**Supplementary Figure 18 Sorting of primary spermatocytes for chromatin accessibility profiling via ATAC-seq.** a) Gating strategy, P8 = primary spermatocytes, P9 = secondary spermatocytes, P10 = spermatids and sperm. Only P8 were used in ATAC-seq. b) Representative photos of cell populations from >100-cell subsamples of sorted cells.. Scale bar 10um. each meiotic stage for cells sorted for subsequent ATAC-sequencing.

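The panels describe how the cells for ATACseq were separated. Forward scatter reports roughly the size of a cell and side scatter its internal complexity, and the paper's methods state that these measures alone were enough to tell primary spermatocytes, secondary spermatocytes and spermatids or sperm apart, after DNA content and microscopy had been used to set the gates. Primary spermatocytes have replicated their DNA and not yet divided, so they hold more DNA than the other populations. The accessibility measured in them is that of cells in the meiotic stage in which crossovers form, averaged over all cells of a pool.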

**Supplementary Table 1** : Family, sequencing, SNP summary table

| merged divergent hotspot region | chr      | start    | stop     | Marine CO Count <sup>1</sup> | Freshwater CO Count <sup>1</sup> | Hybrid CO Count <sup>1</sup> | Direction of Divergence in CO Counts                             |
|---------------------------------|----------|----------|----------|------------------------------|----------------------------------|------------------------------|------------------------------------------------------------------|
| chrXII:1333868-1339417          | chrXII   | 1333868  | 1339417  | 3                            | 8                                | 2                            | Freshwater>Hybrid                                                |
| chrXVIII:2579793-2584793        | chrXVIII | 2579793  | 2584793  | 1                            | 5                                | 3                            | Freshwater>Marine                                                |
| chrXVIII:14592056-14597056      | chrXVIII | 14592056 | 14597056 | 1                            | 5                                | 4                            | Freshwater>Marine                                                |
| chrX:13823856-13828856          | chrX     | 13823856 | 13828856 | 0                            | 6                                | 1                            | Freshwater>Marine; Freshwater>Hybrid                             |
| chrXIII:18523940-18529348       | chrXIII  | 18523940 | 18529348 | 1                            | 7                                | 2                            | Freshwater>Marine; Freshwater>Hybrid                             |
| chrXXI:11393230-11406225        | chrXXI   | 11393230 | 11406225 | 9                            | 17                               | 5                            | Freshwater>Marine; Freshwater>Hybrid                             |
| chrI:1543413-1554456            | chrI     | 1543413  | 1554456  | 7                            | 5                                | 3                            | Marine>Freshwater; Freshwater>Marine; Marine>Hybrid <sup>a</sup> |
| chrIII:16405102-16412742        | chrIII   | 16405102 | 16412742 | 5                            | 1                                | 7                            | Hybrid>Freshwater                                                |
| chrVII:2397086-2404154          | chrVII   | 2397086  | 2404154  | 0                            | 1                                | 7                            | Hybrid>Marine                                                    |
| chrXIX:1449114-1455016          | chrXIX   | 1449114  | 1455016  | 2                            | 2                                | 6                            | Hybrid>Marine                                                    |
| chrXI:14097150-14102150         | chrXI    | 14097150 | 14102150 | 7                            | 1                                | 3                            | Marine>Freshwater; Marine>Hybrid                                 |
| chrXIX:1623924-1631003          | chrXIX   | 1623924  | 1631003  | 10                           | 4                                | 3                            | Marine>Hybrid                                                    |

1 Counts of all crossover midpoints (not downsampled, but excluding crossovers that overlap scaffold boundaries and/or have interval resolution greater than 10kb) that fall within the merged genomic region are shown for each ecotype. a Neighbouring 5kb windows within this region show crossover counts with freshwater>marine, marine>freshwater, and marine>hybrids

**Supplementary Table 2:** Genomic regions containing 5kb hotspot windows with  $\geq 6$  total crossovers and significant differences in crossover counts between marine, freshwater and hybrid fish. Statistical tests were performed in 5kb intervals on equal numbers of crossovers from all three ecotypes (see Tables S3-S5), and merged to generate intervals shown in this table. Assuming a uniform distribution, the probability 6 of 18926 crossovers falling within 5kb of each other by chance is  $1.6 \times 10^{-30}$ .

| Freshwater Crossover 5kb Window <sup>1</sup> | chr     | start    | stop     | Freshwater Crossover Count | Marine Crossover Count | Hybrid Crossover Count | log2FoldChange [Marine Crossover Count / Freshwater Crossover Count] <sup>2</sup> | log2FoldChange [Hybrid Crossover Count / Freshwater Crossover Count] <sup>2</sup> | significant_contrast                     |
|----------------------------------------------|---------|----------|----------|----------------------------|------------------------|------------------------|-----------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|------------------------------------------|
| chrI:1547951-1552951                         | chrI    | 1547951  | 1552951  | 1                          | 5                      | 1                      | 2.21299                                                                           | 0                                                                                 | Freshwater_v_Marine                      |
| chrIII:16407356-16412356                     | chrIII  | 16407356 | 16412356 | 1                          | 3                      | 6                      | 1.49476                                                                           | 2.47131                                                                           | Freshwater_v_Hybrid                      |
| chrX:13823856-13828856                       | chrX    | 13823856 | 13828856 | 6                          | 0                      | 0                      | -5.93074                                                                          | -5.93074                                                                          | Freshwater_v_Marine; Freshwater_v_Hybrid |
| chrXII:1333868-1338868                       | chrXII  | 1333868  | 1338868  | 7                          | 3                      | 0                      | -1.19555                                                                          | -6.14975                                                                          | Freshwater_v_Hybrid                      |
| chrXII:1333976-1338976                       | chrXII  | 1333976  | 1338976  | 6                          | 3                      | 0                      | -0.976541                                                                         | -5.93074                                                                          | Freshwater_v_Hybrid                      |
| chrXII:1334417-1339417                       | chrXII  | 1334417  | 1339417  | 6                          | 2                      | 0                      | -1.53842                                                                          | -5.93074                                                                          | Freshwater_v_Hybrid                      |
| chrXIII:18523940-18528940                    | chrXIII | 18523940 | 18528940 | 6                          | 1                      | 2                      | -2.47131                                                                          | -1.53842                                                                          | Freshwater_v_Marine                      |
| chrXIII:18524348-18529348                    | chrXIII | 18524348 | 18529348 | 6                          | 1                      | 1                      | -2.47131                                                                          | -2.47131                                                                          | Freshwater_v_Marine; Freshwater_v_Hybrid |
| chrXXI:11393230-11398230                     | chrXXI  | 11393230 | 11398230 | 9                          | 4                      | 2                      | -1.15024                                                                          | -2.11548                                                                          | Freshwater_v_Hybrid                      |
| chrXXI:11397018-11402018                     | chrXXI  | 11397018 | 11402018 | 6                          | 1                      | 3                      | -2.47131                                                                          | -0.976541                                                                         | Freshwater_v_Marine                      |
| chrXXI:11400304-11405304                     | chrXXI  | 11400304 | 11405304 | 8                          | 3                      | 0                      | -1.38565                                                                          | -6.33985                                                                          | Freshwater_v_Hybrid                      |
| chrXXI:11401020-11406020                     | chrXXI  | 11401020 | 11406020 | 7                          | 3                      | 0                      | -1.19555                                                                          | -6.14975                                                                          | Freshwater_v_Hybrid                      |
| chrXXI:11401225-11406225                     | chrXXI  | 11401225 | 11406225 | 6                          | 3                      | 0                      | -0.976541                                                                         | -5.93074                                                                          | Freshwater_v_Hybrid                      |

<sup>1</sup> Freshwater 5kb crossover hotspot windows with significant fold change difference in crossover counts relative to marine and hybrid ecotypes (FDR <0.05) and >=6 total crossovers in the focal window.

Assuming a uniform distribution, the probability of this happening by chance (6 of 18926 crossovers falling within 5kb of each other) is  $1.6 \times 10^{-30}$ .

<sup>2</sup> log2FoldChange q<0.05 shown in bold. Pseudocount of 0.1 added to both sides of log ratio.

**Supplementary Table 3** : 5kb windows with significant differences in crossover counts between freshwater and marine fish and freshwater and hybrid fish. For each focal window with >=6 total crossovers among the ecotypes being compared, down sampled crossover counts for all three ecotypes are shown with fold changes ratios with qvalue <0.05 shown in bold. Only crossovers not spanning scaffold boundaries, and with crossover interval resolution <=10000bp, down sampled to generate equal numbers of crossovers per ecotype were included in the analysis.

| Marine Crossover 5kb Window <sup>1</sup> | chr      | start    | stop     | Marine CO Count | Freshwater CO Count | Hybrid CO Count | log2FoldChange [Freshwater CO Count / Marine CO Count] <sup>2</sup> | log2FoldChange [Hybrid CO Count / Marine CO Count] <sup>2</sup> | significant_contrast                 |
|------------------------------------------|----------|----------|----------|-----------------|---------------------|-----------------|---------------------------------------------------------------------|-----------------------------------------------------------------|--------------------------------------|
| chrI:1543413-1548413                     | chrI     | 1543413  | 1548413  | <b>1</b>        | <b>5</b>            | <b>2</b>        | <b>2.21299</b>                                                      | 0.932886                                                        | Marine_v_Freshwater                  |
| chrXI:14097150-14102150                  | chrXI    | 14097150 | 14102150 | <b>6</b>        | <b>1</b>            | <b>1</b>        | <b>-2.47131</b>                                                     | <b>-2.47131</b>                                                 | Marine_v_Freshwater; Marine_v_Hybrid |
| chrXIX:1449114-1454114                   | chrXIX   | 1449114  | 1454114  | <b>2</b>        | <b>2</b>            | <b>6</b>        | 0                                                                   | <b>1.53842</b>                                                  | Marine_v_Hybrid                      |
| chrXIX:1624328-1629328                   | chrXIX   | 1624328  | 1629328  | <b>8</b>        | <b>4</b>            | <b>1</b>        | -0.982298                                                           | <b>-2.88042</b>                                                 | Marine_v_Hybrid                      |
| chrXIX:1625740-1630740                   | chrXIX   | 1625740  | 1630740  | <b>8</b>        | <b>3</b>            | <b>0</b>        | -1.38565                                                            | <b>-6.33985</b>                                                 | Marine_v_Hybrid                      |
| chrXIX:1626003-1631003                   | chrXIX   | 1626003  | 1631003  | <b>7</b>        | <b>3</b>            | <b>0</b>        | -1.19555                                                            | <b>-6.14975</b>                                                 | Marine_v_Hybrid                      |
| chrXVIII:2579793-2584793                 | chrXVIII | 2579793  | 2584793  | <b>1</b>        | <b>5</b>            | <b>2</b>        | <b>2.21299</b>                                                      | 0.932886                                                        | Marine_v_Freshwater                  |
| chrXVIII:14592056-14597056               | chrXVIII | 14592056 | 14597056 | <b>1</b>        | <b>5</b>            | <b>2</b>        | <b>2.21299</b>                                                      | 0.932886                                                        | Marine_v_Freshwater                  |

1 Marine 5kb crossover hotspot windows with significant fold change difference in crossover counts relative to freshwater and hybrid ecotypes (FDR <0.05) and >=6 total crossovers in the focal window. Assuming a uniform distribution, the probability of this happening by chance (6 of 18926 crossovers falling within 5kb of each other) is 1.6x10<sup>-30</sup>.

2 log2FoldChange q<0.05 shown in bold

**Supplementary Table 4:** 5kb windows with significant differences in crossover counts between marine and freshwater fish and marine and hybrid fish. For each focal window with >=6 total crossovers among the ecotypes being compared, down sampled crossover counts for all three ecotypes are shown with fold changes ratios with qvalue <0.05 shown in bold. Only crossovers not spanning scaffold boundaries, and with crossover interval resolution <=10000bp, down sampled to generate equal numbers of crossovers per ecotype were included in the analysis.

| Hybrid Crossover 5kb Window <sup>1</sup> | chr    | start    | stop     | Hybrid CO Count | Marine CO Count | Freshwater CO Count | log2FoldChange [Marine CO Count / Hybrid CO Count] <sup>2</sup> | log2FoldChange [Freshwater CO Count / Hybrid CO Count] <sup>2</sup> | significant_contrast |
|------------------------------------------|--------|----------|----------|-----------------|-----------------|---------------------|-----------------------------------------------------------------|---------------------------------------------------------------------|----------------------|
| chrI:1549456-1554456                     | chrI   | 1549456  | 1554456  | 1               | 5               | 0                   | 2.21299                                                         | -3.45943                                                            | Hybrid_v_Marine      |
| chrIII:16405102-16410102                 | chrIII | 16405102 | 16410102 | 7               | 4               | 1                   | -0.792195                                                       | <b>-2.69032</b>                                                     | Hybrid_v_Freshwater  |
| chrIII:16407742-16412742                 | chrIII | 16407742 | 16412742 | 6               | 2               | 0                   | -1.53842                                                        | <b>-5.93074</b>                                                     | Hybrid_v_Freshwater  |
| chrVII:2397086-2402086                   | chrVII | 2397086  | 2402086  | 6               | 0               | 1                   | <b>-5.93074</b>                                                 | -2.47131                                                            | Hybrid_v_Marine      |
| chrVII:2399154-2404154                   | chrVII | 2399154  | 2404154  | 6               | 0               | 1                   | <b>-5.93074</b>                                                 | -2.47131                                                            | Hybrid_v_Marine      |
| chrXIX:1450016-1455016                   | chrXIX | 1450016  | 1455016  | 6               | 1               | 2                   | <b>-2.47131</b>                                                 | -1.53842                                                            | Hybrid_v_Marine      |
| chrXIX:1623924-1628924                   | chrXIX | 1623924  | 1628924  | 2               | 8               | 4                   | <b>1.94753</b>                                                  | 0.965235                                                            | Hybrid_v_Marine      |
| chrXIX:1625364-1630364                   | chrXIX | 1625364  | 1630364  | 1               | 7               | 3                   | <b>2.69032</b>                                                  | 1.49476                                                             | Hybrid_v_Marine      |
| chrXXI:11400166-11405166                 | chrXXI | 11400166 | 11405166 | 2               | 3               | 8                   | 0.561879                                                        | <b>1.94753</b>                                                      | Hybrid_v_Freshwater  |
| chrXXI:11400197-11405197                 | chrXXI | 11400197 | 11405197 | 1               | 3               | 8                   | 1.49476                                                         | <b>2.88042</b>                                                      | Hybrid_v_Freshwater  |

1 Hybrid 5kb crossover hotspot windows with significant fold change difference in crossover counts relative to freshwater and marine ecotypes (FDR <0.05) and >=6 total crossovers in the focal window. Assuming a uniform distribution, the probability of this happening by chance (6 of 18926 crossovers falling within 5kb of each other) is 1.6x10<sup>-30</sup>.

2 log2FoldChange q<0.05 shown in bold

**Supplementary Table 5:** 5kb windows with significant differences in crossover counts between hybrid and freshwater fish and hybrid and marine fish. For each focal window with >=6 total crossovers among the ecotypes being compared, down sampled crossover counts for all three ecotypes are shown with fold changes ratios with qvalue <0.05 shown in bold. Only crossovers not spanning scaffold boundaries, and with crossover interval resolution <=10000bp, down sampled to generate equal numbers of crossovers per ecotype were included in the analysis.

| <b>Sex</b>                                                | <b>Inversion at</b>             | <b>Inversion detected families</b>                                                       | <b>Ecotype</b>                 |
|-----------------------------------------------------------|---------------------------------|------------------------------------------------------------------------------------------|--------------------------------|
| <b>Male</b>                                               | chrI: 25,264,236 - 25,720,158   | X294                                                                                     | Marine                         |
|                                                           | chrII: 22,372,205 - 23,174,871  | X268, X294, X296, X350, X351, X366, X389, X391                                           | Marine, FW, Hybrid B           |
|                                                           | chrIX: 5,655,297 - 7,950,866    | X389                                                                                     | Hybrid B                       |
|                                                           | chrXI: 5,431,984 - 5,868,073    | X291                                                                                     | Marine                         |
|                                                           | chrXI: 15,730,574 - 16,638,140  | X11, X20, X268, X284, X291, X294, X296, X366, X391                                       | Marine, FW, Hybrid B           |
|                                                           | chrXVI: 17,195,676 - 17,968,133 | X11, X20, X268, X273, X274, X284, X294, X296, X350, X351, X366, X389, X4, X800           | Marine, FW, Hybrid B, Hybrid A |
|                                                           | chrXVII: 641211 - 769373        | X391                                                                                     | Hybrid B                       |
|                                                           | chrXXI : 5,681,441 - 7,787,895  | X1, X11, X284, X294, X296, X350, X351, X366, X389, X4, X800                              | Marine, FW, Hybrid B, Hybrid A |
| <b>Female</b>                                             | chrI: 25,267,445 - 25,725,739   | X11, X291                                                                                | Marine                         |
|                                                           | chrII: 22,358,302 - 23,062,538  | X1, X268, X366, X800                                                                     | Marine, FW, Hybrid A, Hybrid B |
|                                                           | chrIX : 5,647,525 - 7,282,910   | X11, X366                                                                                | Marine, Hybrid B               |
|                                                           | chrXI : 5431082 - 5858743       | X11, X20, X294, X389, X800                                                               | Marine, Hybrid A, Hybrid B     |
|                                                           | chrXI: 15,734,076 - 16,500,546  | X1, X11, X273, X296, X800                                                                | Marine, FW, Hybrid A,          |
|                                                           | chrXVI: 15,870,586 - 17,836,051 | X1, X11, X273, X20, X274, X284, X291, X294, X296, X350, X351, X366, X389, X391, X4, X800 | Marine, FW, Hybrid A, Hybrid B |
|                                                           | chrXVII: 641353 - 769480        | X350                                                                                     | FW                             |
|                                                           | chrXXI: 5,726,992 -7,494,035    | X11, X268, X273, X284, X291, X294, X295, X296, X350,351, X366, X389, X391, X800          | Marine, FW, Hybrid A, Hybrid B |
| <b>*Hybrid A: (FW x Marine)F1; Hybrid B: (Mar x FW)F1</b> |                                 |                                                                                          |                                |

**Supplementary Table 7:** Details of chromosomal inversions (compared to reference genome) detected in this data set

| simulation | recombination<br>rate female<br>(cM) | recombination<br>rate male<br>(cM) | effective sex-<br>averaged<br>recombination<br>rate | recombination<br>suppression in<br>cis(coupled)-<br>heterozygotes | Population 1                                         |                                                                             | Population 5                                         |                                                                             | Locus 1                                                                                                                                        | Locus 2                                                                                                                                        | Locus 3                                                                                                                                        | Figure       | Description                                                                             |
|------------|--------------------------------------|------------------------------------|-----------------------------------------------------|-------------------------------------------------------------------|------------------------------------------------------|-----------------------------------------------------------------------------|------------------------------------------------------|-----------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|--------------|-----------------------------------------------------------------------------------------|
|            |                                      |                                    |                                                     |                                                                   | mean+/-SD<br>generation to<br>reach<br>frequency 0.5 | probability of<br>reaching<br>frequency<br>0.5 within<br>120<br>generations | mean+/-SD<br>generation to<br>reach<br>frequency 0.5 | probability of<br>reaching<br>frequency<br>0.5 within<br>120<br>generations | Mean allele frequency<br>difference at generation<br>120 between<br>freshwater population 1<br>and marine population<br>3 ( $\Delta p$ +/- SD) | Mean allele frequency<br>difference at generation<br>120 between<br>freshwater population 1<br>and marine population<br>3 ( $\Delta p$ +/- SD) | Mean allele frequency<br>difference at generation<br>120 between<br>freshwater population 1<br>and marine population<br>3 ( $\Delta p$ +/- SD) |              |                                                                                         |
| 1          | 0,55                                 | 0,55                               | 0,55                                                | none                                                              | 62.7+/-7.4                                           | 0,8                                                                         | 102.7+/-13.9                                         | 0,6                                                                         | 0.66+/-0.06                                                                                                                                    | 0.49+/-0.25                                                                                                                                    | 0.65+/-0.06                                                                                                                                    | Supp Fig S9  | No-heterochiasmy,<br>No recombination suppression,<br>medium recombination rate         |
| 2          | 0,55                                 | 0,55                               | 0,55                                                | 10fold                                                            | 52.2+/-5.4                                           | 0,9                                                                         | 103.4+/-14.9                                         | 0,5                                                                         | 0.80+/-0.03                                                                                                                                    | 0.73+/-0.29                                                                                                                                    | 0.80+/-0.04                                                                                                                                    | Supp Fig S10 | No-heterochiasmy,<br>10fold recombination suppression,<br>medium recombination rate     |
| 3          | 1                                    | 0,1                                | 0,55                                                | none                                                              | 74.4+/-11.1                                          | 0,6                                                                         | 107.5+/-9.1                                          | 0,4                                                                         | 0.79+/-0.04                                                                                                                                    | 0.33+/-0.30                                                                                                                                    | 0.78+/-0.04                                                                                                                                    | Supp Fig S11 | Strong-heterochiasmy,<br>No recombination suppression,<br>medium recombination rate     |
| 4          | 1                                    | 0,1                                | 0,55                                                | 10fold                                                            | 53.2+/-7.0                                           | 0,8                                                                         | 101.8+/-18.8                                         | 0,3                                                                         | 0.81+/-0.02                                                                                                                                    | 0.68+/-0.34                                                                                                                                    | 0.81+/-0.02                                                                                                                                    | Supp Fig S12 | Strong-heterochiasmy,<br>10fold recombination suppression,<br>medium recombination rate |
| 5          | 1                                    | 1                                  | 1                                                   | none                                                              | 79.6+/-12.9                                          | 0,8                                                                         | 111.0+/-9.6                                          | 0,2                                                                         | 0.81+/-0.04                                                                                                                                    | 0.41+/-0.25                                                                                                                                    | 0.81+/-0.04                                                                                                                                    | Supp Fig S13 | No-heterochiasmy,<br>No recombination suppression, high<br>recombination rate           |
| 6          | 1                                    | 1                                  | 1                                                   | 10fold                                                            | 55.7+/-5.1                                           | 0,6                                                                         | 98.4+/-7.3                                           | 0,4                                                                         | 0.80+/-0.05                                                                                                                                    | 0.51+/-0.40                                                                                                                                    | 0.82+/-0.03                                                                                                                                    | Supp Fig S14 | No-heterochiasmy,<br>10fold recombination suppression,<br>high recombination rate       |
| 7          | 0,1                                  | 0,1                                | 0,1                                                 | none                                                              | 53.6+/-3.7                                           | 0,6                                                                         | 107.5+/-17.7                                         | 0,1                                                                         | 0.77+/-0.05                                                                                                                                    | 0.47+/-0.43                                                                                                                                    | 0.78+/-0.03                                                                                                                                    | Supp Fig S15 | No-heterochiasmy,<br>No recombination suppression, low<br>recombination rate            |
| 8          | 0,1                                  | 0,1                                | 0,1                                                 | 10fold                                                            | 48.8+/-4.2                                           | 0,6                                                                         | 78.0+/-19.8                                          | 0,1                                                                         | 0.84+/-0.04                                                                                                                                    | 0.65+/-0.39                                                                                                                                    | 0.83+/-0.04                                                                                                                                    | Supp Fig S16 | No-heterochiasmy,<br>10fold recombination suppression,<br>low recombination rate        |

**Supplementary Table 8:** Forward simulations quantify the rate of the spread of an adaptive allele through hybrid zones maintained in selection migration balance under differing levels of heterochiasmy, recombination suppression, and overall recombination rate. Summary statistics quantify the generation in which the adaptive allele frequency at Locus 2 reaches a frequency greater than 0.5 in Population1 and 5, the probability of this occurring within 120 generations (proportion of occurrences in all replicate runs), and the mean allele frequency difference +/- standard deviation that is maintained between freshwater population 1 and marine population 3 at each of the three loci at generation 120. Figure numbers corresponding to plots of allele frequency changes over time in each of the populations are shown for each of the simulation conditions in column 12.

| 2-locus haplotype |    | Marine | Intertidal | Freshwater |
|-------------------|----|--------|------------|------------|
| L1                | L3 |        |            |            |
| M                 | M  | 0.5    | 0.5        | 0.05       |
| F                 | M  | 0.225  | 0.25       | 0.225      |
| M                 | F  | 0.225  | 0.25       | 0.225      |
| F                 | F  | 0.05   | 0.5        | 0.5        |

  

| 3-locus haplotype |      | Marine | Intertidal | Freshwater |
|-------------------|------|--------|------------|------------|
| L1                | L2L3 |        |            |            |
| M                 | MM   | 0.5    | 0.25       | 0.05       |
| F                 | MM   | 0.35   | 0.125      | 0.2        |
| M                 | FM   | 0.35   | 0.125      | 0.2        |
| M                 | MF   | 0.35   | 0.125      | 0.2        |
| F                 | FM   | 0.2    | 0.125      | 0.35       |
| F                 | MF   | 0.2    | 0.125      | 0.35       |
| M                 | FF   | 0.2    | 0.125      | 0.35       |
| F                 | FF   | 0.05   | 0.25       | 0.5        |

**Supplementary Table 9:** *Fitness of simulated offspring was based on the additive effects of their multi-locus haplotypes (fitness effect hapotype1 + fitness effect hapotype 2), and the habitat in which they live. This number was used to assign survival probabilities to each offspring.*

## Supplementary Methods

### 1) Investigating the effect of heterochiasmy and recombination on the spread of adaptive mutations through hybrid zones using forward simulations.

We used population genetic simulations to investigate how heterochiasmy and recombination suppression influence the spread of freshwater adaptive alleles to neighbouring freshwater populations via hybrid zones. Specifically we used a five population model to simulate a selection-migration balance maintaining divergence among a freshwater (population 1), intertidal (population 2), and marine population (population 3). A second hybrid zone with intertidal (population 4) and freshwater population (population 5) was included with connection to the first via marine population (population 3), resulting in parallel hybrid zones with access to the same marine population.

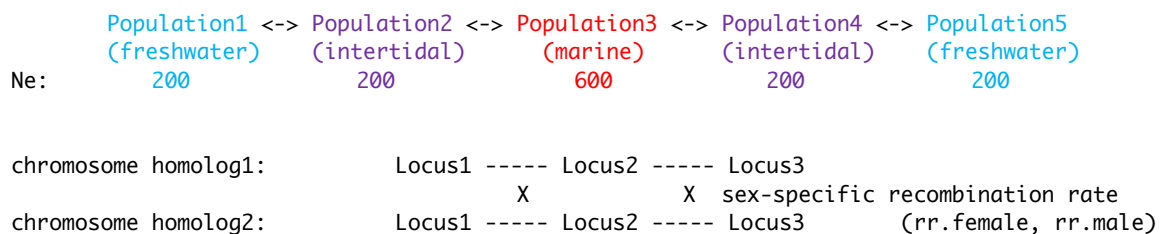

Using diploid forward simulations to track alleles at three linked autosomal loci of equal recombination distance apart, we simulated for each of 120 generations:

1. the migration of individuals into and out of each population ( $m=0.2 \cdot N_e$  individuals per generation per year with a female-biased migration ratio of 3females:1male mimicking ratios found in migrating marine fish);
2. for each individual, the production of haploid gametes via meiosis with sex-specific recombination rate among neighboring loci specified by probabilities (rr.male and rr.female)
3. the pairing of male and female gametes to produce 100 diploid offspring per breeding pair (clutch size = 100).
4. strong selection on offspring with survival dependent on the additive effects of the multilocus haplotypes carried by each individual and the habitat in which they are found (e.g. in freshwater and marine habitats selection favors the additive number of freshwater and marine alleles respectively; in intertidal populations selection favors individuals with cis-linked haplotypes of marine and/or freshwater alleles on both chromosome homologs; see Table S9 for more information)
5. finally to maintain equal population sizes, we imposed a population carrying capacity of 200 by randomly selecting 200 of the surviving offspring from all breeding pairs in the current generation (g) to continue as breeders in the subsequent generation (g+1).

We started each simulation with a two-locus secondary contact scenario where Population 1 carried freshwater adaptive alleles at Locus 1 and 3, while all other populations carried marine alleles. (Locus 2 is initially invariant among all populations, with no effect on offspring survival). We allowed migration, breeding (with recombination) and selection to occur for 30 generations during which a selection-

migration balance is quickly established and maintains divergent allele frequencies in Population 1 and 3. Even with the maintenance of this divergence, the freshwater adaptive allele spreads from population 1 through the hybrid zone into population 3 and subsequently invades the parallel hybrid zone (populations 4 and 5) with a second selection-migration balance maintaining divergence in allele frequencies between populations 3 and 5. Then, after 30 generations, a new freshwater-beneficial mutation was introduced at Locus 2, by the arrival into freshwater Population 1 of  $N=0.01 \times n_e$  migrants homozygous for freshwater alleles at all three loci. With locus 2 no longer neutral, from this point on the survival probabilities of offspring now depended on their three locus haplotypes.

We ran 8 different simulations that differed in the extent of heterochiasmy and recombination suppression in cis-(coupled)-heterozygotes (see Table S8), and for each simulation tracked allele frequencies at each locus in each population. Each of the 8 simulations was replicated 16 times. We were specifically interested in differences in how quickly the new freshwater adaptive mutation at Locus 2 was able to establish and increase to high frequency in Population 1 (where it was first introduced), as well as how the different parameters influenced the speed at which this new allele was able to spread and establish in Population 5 (the freshwater population in the neighbouring hybrid zone; see Sup Figs 9-16). Simulations were written and run in R.

Under all simulations, recombination suppression in cis(coupled)heterozygotes significantly increases the rate at which adaptive alleles establish in the population into which they are introduced (eg. compare simulation 1 and 2), and for the most part the rate at which they spread through hybrid zones into new freshwater populations (e.g. compare simulation 7 and 8). In contrast, strong heterochiasmy compared to no heterochiasmy slows the rate at which adaptive alleles establish in a population (eg. 1 vs 3), but has little effect when there is recombination suppression in cis(coupled)heterozygotes (2 vs 4). When considering heterochiasmy as a derived recombination-suppression state in males, compared to an ancestral state where males recombine equally fast as females (simulation 3 vs 5), heterochiasmy is slightly more likely to facilitate the establishment of a new allele in the population into which it was introduced, as well as the spread of that allele to other populations. However if heterochiasmy is viewed as a derived state of increased recombination in females compared to an ancestral state of low recombination in both sexes (e.g. 3 vs 7), it significantly decreases the rate at which alleles are fixed but not the rate at which they spread.

## 2) Custom library preparation protocol

This protocol is optimized for high-throughput preparation of genomic DNA libraries compatible for sequencing on Illumina HiSeq 3000. All DNA size selections and clean ups were performed following Ampure XP® (Beckman-Coulter) SPRI bead size selection protocol.

### Step 1: DNA fragmentation using Covaris® LE220 instrument

- Dilute 300-500 ng of good quality genomic DNA in 1X TE buffer to a total volume of 130 µl and transfer to covaris 96 well microtube plate (SKU:520078)
- Insert sample filled plate into the Covaris® LE220 plate holder and run with the following settings to obtain an average fragment size of 300bp.

|                     |        |
|---------------------|--------|
| Sample volume       | 130µl  |
| Duty factor         | 30%    |
| Peak Incident Power | 450    |
| Cycles per Burst    | 200    |
| Treatment time      | 80 sec |

- Retrieve sheared samples from Covaris® plate into a 96 well plate and perform bead clean up. The following method is designed to yield fragments of size 300 bp or above.

|                     |                                     |
|---------------------|-------------------------------------|
| Input DNA:          | 130µl                               |
| SPRI volume         | 104µl (0.8 times the sample volume) |
| Resuspension volume | 30µl                                |
| Elution volume      | 30µl                                |

### Step 2: End repair

- Transfer 15µl of the eluate from above into a fresh plate for end repair
- Prepare the following reaction mix and add it to the DNA

|                          |              |
|--------------------------|--------------|
| <b>Reagent</b>           | <b>1x</b>    |
| Water                    | 3.75 µl      |
| 10X T4 DNA ligase buffer | 2.5 µl       |
| 10mM dNTP mix            | 1 µl         |
| T4 DNA polymerase        | 1.25 µl      |
| Klenow DNA polymerase    | 0.25 µl      |
| T4 Polynucleotide kinase | 1.25 µl      |
| <b>Total volume</b>      | <b>10 µl</b> |

- Add 10 µl of reagent into 15 µl of sample. Mix well and spin down. Incubate at room temperature for 30 minutes

- Perform DNA size selection to remove fragments larger than 500 bp.

|                      |                                                               |
|----------------------|---------------------------------------------------------------|
| Input DNA            | 25 µl                                                         |
| SPRI volume          | 15 µl (0.6 times the sample volume)                           |
| PEG to save          | 40 µl (saving fragments < 500 bp)                             |
| SPRI volume          | 15 µl (add to the saved PEG to extract all smaller sized DNA) |
| Resuspension volume  | 18 µl                                                         |
| Final elution volume | 17 µl                                                         |

- Store samples in fridge if not proceeding right away

### Step 3: A-tailing

- Prepare the following master mix and add it to the sample

|                |              |
|----------------|--------------|
| <b>Reagent</b> | <b>1x µl</b> |
| NEB Buffer 2   | 2.5 µl       |
| 1 mM dATP      | 0.5 µl       |
| Klenow exo-    | 0.5 µl       |
| Water          | 4.5 µl       |
| <b>Total</b>   | <b>8 µl</b>  |

- Incubate at 37°C for 30 minutes, then heat inactivate at 75°C for 20 minutes
- Save 1 µl sample for running on bioanalyzer or 2 µl for checking on gel
- Directly proceed to the next step without waiting

### Step 4: Adapter ligation

- Mix 1 µl 10 µM adapters with DNA sample (Illumina TruSeq single index adapter ordered from IDT)  
Note down the unique barcode used for each sample.
- Add the following ligase master mix to each sample

|                |             |
|----------------|-------------|
| <b>Reagent</b> | <b>1x</b>   |
| 10mM rATP      | 3 µl        |
| T4 DNA ligase  | 1.5 µl      |
| Water          | 0.5 µl      |
| <b>Total</b>   | <b>5 µl</b> |

- Incubate 15 minutes at 20°C. Then 5 minutes at 65°C to inactivate the ligase. Allow samples to cool before proceeding
- Perform bead clean-up to remove the enzymes

|                     |                                  |
|---------------------|----------------------------------|
| DNA volume:         | 31 µl                            |
| SPRI volume         | 24.8 µl (0.8X the sample volume) |
| Resuspension volume | 15 µl                            |
| Elution volume      | 14 µl                            |

### Step 5: Library enrichment by PCR

- Add the following ligase master mix to each sample

| Reagent            | 1x           |
|--------------------|--------------|
| Water              | 2.75 µl      |
| 5x Buffer          | 5 µl         |
| 10mM dNTP          | 0.5 µl       |
| 10µM Truseq PCR1   | 1.25 µl      |
| 10µM Truseq PCR2   | 1.25 µl      |
| Phusion polymerase | 0.25 µl      |
| <b>Total</b>       | <b>11 µl</b> |

- Perform PCR reaction with the following condition

|      |        |   |            |
|------|--------|---|------------|
| 95°C | 30 sec | } | 1 cycle    |
| 98°C | 15 sec |   | 6 cycles   |
| 62°C | 30 sec |   |            |
| 72°C | 30 sec |   |            |
| 72°C | 10 min |   | 1 cycle    |
| 4°C  | Hold   |   | Infinitely |

### Step 6: Library validation and pooling

- Confirm adapter ligation by running the sample on bio-analyzer or checking on gel (load 2 µl sample). Successful adapter ligation will increase the fragment size by ~120 bp.
- Measure final library concentration by TECAN plate reader (using picogreen dye)
- Pool equal quantity of all libraries to be sequenced in a lane
- Perform bead clean up on pooled libraries to remove PCR reagents

If pooled sample volume is less than 50  $\mu\text{l}$ , make up to 50  $\mu\text{l}$  by adding EB buffer

|                     |                                                |
|---------------------|------------------------------------------------|
| Sample volume       | 50 $\mu\text{l}$                               |
| SPRI volume         | 40 $\mu\text{l}$ (0.8 times the sample volume) |
| Resuspension volume | 61 $\mu\text{l}$                               |
| Elution volume      | 60 $\mu\text{l}$                               |

- Perform DNA double size selection to remove fragments larger than 600 bp and smaller than 300 bp

|                      |                                                                         |
|----------------------|-------------------------------------------------------------------------|
| Input DNA            | 60 $\mu\text{l}$                                                        |
| SPRI volume          | 24 $\mu\text{l}$ (0.4 times the sample volume)                          |
| PEG to save          | 84 $\mu\text{l}$ (saving fragments < 600 bp)                            |
| SPRI volume:         | 18 $\mu\text{l}$ (add to the saved PEG to select all fragments >300 bp) |
| Resuspension volume  | 31 $\mu\text{l}$                                                        |
| Final elution volume | 30 $\mu\text{l}$                                                        |

- Check the quality of the library pools by bio-analyzer (Supplementary Figure 19) and measure the quantity by qubit high-sensitivity reagent.
- Submit 2.5nM library for sequencing

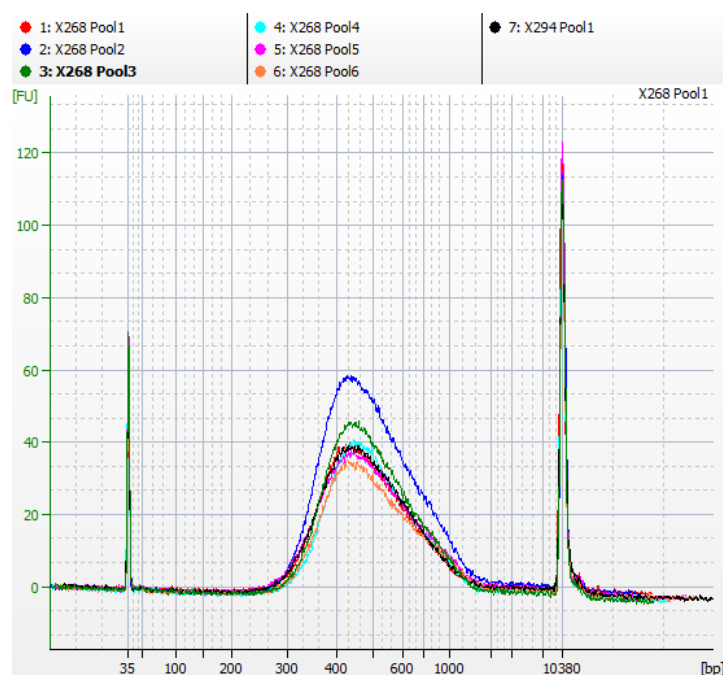

**Supplementary Figure 19.** Bioanalyzer profile of size selected library pools. Library size profile of 7 pools are shown. All of them have an average fragment size of about 420 bp (300 bp insert + 120 bp adapter).

Reagents used for library preparation:

| Reagent                              | NEB catalogue number |
|--------------------------------------|----------------------|
| T4 DNA polymerase                    | M0203L               |
| T4 Polynucleotide kinase             | M0201L               |
| Klenow exo-                          | M0212L               |
| T4 DNA ligase                        | M0202L               |
| Klenow DNA polymerase                | M0210L or M0210S     |
| Phusion High-Fidelity DNA polymerase | M0530L               |

## References

- 1 Nguyen N, Vincens P, Dufayard JF, Roest Crollius H, Louis A. Genomicus in 2022: comparative tools for thousands of genomes and reconstructed ancestors. *Nucleic Acids Research* 2022;50:D1025-D1031.
- 2 Urton JR, McCann SR, Peichel CL. Karyotype differentiation between two stickleback species (Gasterosteidae). *Cytogenetic and Genome Research* 2011;135:150-159
- 3 Varadharajan S, Rastas P, Löytynoja A, Matschiner M, Calboli F *et al.*, A High-Quality Assembly of the Nine-Spined Stickleback (*Pungitius pungitius*) Genome. *Genome Biology and Evolution* 2019;11:3291-3308

# Supplementary material for: Fine-scale contemporary recombination variation and its fitness consequences in adaptively diverging stickleback fish
**Source:** Nat Ecol Evol. 2024 Jun 5;8(7):1337–52. doi: 10.1038/s41559-024-02434-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

How the deposited data were processed for this re-analysis (not part of the article)

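ATACseq of sorted primary spermatocytes was available as 1 list of peaks for 3 marine and 3 freshwater libraries merged, each from the pooled testes of 3 males; a naked DNA control library was made from each pool. The authors mapped the reads to gasAcu1, removed mitochondrial reads and PCR duplicates, down-sampled the libraries to 20M read pairs and called peaks with MACS2. The paper's text does not name the aligner or say whether the naked DNA served as the caller's background. Each peak's fold enrichment, a ratio of its reads at the summit to the local background, was computed by the authors, as were its −log10 q-value and its score. The deposited score was 10 times the −log10 q-value, as a whole number, in 100% of peaks, and no interval was repeated. These values were used only to describe, rank and filter peaks within the list. With the libraries merged, no value carries an error between pools. The depth of each library, which shaped the list as a whole, was not analysed here, and the 2 ecotypes were not compared.

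From the peak positions, the share of bases within 2 kb of a peak edge was counted exactly over chromosomes I to XXI and compared with 1000 sets of random positions or intervals. The share of peaks in the first or last 15% of each chromosome was taken at peak summits and tested with a two-sided sign-flip permutation test over 21 chromosomes, with 100000 resamples. The paper's merged hotspot regions were placed at random on their own chromosomes 100000 times (one-sided permutation test). Chromosome XIX was ranked among the 21 chromosomes, with an exact permutation p of at least 0.0476. Fold enrichments in its first 2 Mb were compared with the rest by rotating the peak values along the chromosome 100000 times. Chromosome lengths were set to the end of the last peak. Coordinates are given as in gasAcu1, counted from 1. The peaks named are those with the 5 highest fold enrichments on chromosomes I to XXI, ties included; hotspot regions are named by coordinates where they hold a window that the paper's text names, and the adaptive loci are the 5 that the paper names on chromosome IV.

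The shares near peaks, the outer share with its test and the placement test were tested on simulated data; the ranks and rotations of chromosome XIX were not. In 200 simulated peak sets with 30% of 21000 peaks in the outer part, the test passed a p of 0.05 in 4.5% of sets, and with 40% in 100% of sets. In 200 sets of 12 randomly placed regions, the placement test passed it in 7.5% of sets. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

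The alternatives kept only peaks with a fold enrichment of at least 5 and a q-value of at most 0.05, the thresholds at which the paper's Reporting Summary counts its ChIPseq peaks, or only peaks with a q-value of at most 1e-10. Others changed the distance, measured it from summits, included unplaced scaffolds, counted positions from the first to the last peak, or changed the outer share. Promoters, assembly gaps and genes at peaks were not analysed here, since the annotation at hand belongs to another assembly.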

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

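The comparisons of stronger and weaker peaks were chosen after the number of peaks on unplaced scaffolds had been seen.

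Unplaced scaffolds, which the paper's crossover maps of 21 chromosomes do not include, held 7044 ATAC peaks, 19.7% of the list, in 62.5 Mb. This is 112.6 peaks per Mb, more than on any chromosome, of which chromosome XI had the most with 94.9 per Mb. Within 2 kb of a peak lay 35.9% of the bases of unplaced scaffolds. The excess was in the weaker peaks. Below a fold enrichment of 5, unplaced scaffolds had 80.7 peaks per Mb against at most 55.6 on a chromosome. At a fold enrichment of at least 5 they had 32.0 per Mb, within the range of the chromosomes (23.8 to 39.3). With a q-value of at most 1e-10 they had 87.1 per Mb, still above chromosome XI with 79.5. Calls close to the caller's threshold are therefore not the whole source of the excess, but the gap to chromosome XI was smaller than for all peaks. Whether the peaks of low fold enrichment are background stays open. Reads shared between repeats that the assembly holds in fewer copies than the genome does were not tested, and they remain open as well. No biological explanation was tested.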

How the results depend on the processing

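Of 45 alternatives, 39 were set before the data were examined and 6 were chosen after seeing the data. Direction and side of the threshold, or the value within its interval, stayed the same under 22. For the random shares, the width of that interval follows only from the number of positions or intervals drawn.

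The share of random positions within 2 kb of a peak was 27.6% (95% Wilson interval for 18039 positions, 26.9% to 28.2%). It was 15.4% with peaks of a fold enrichment of at least 5, 25.4% with a q-value of at most 1e-10, 18.8% at 1 kb, 46.1% at 5 kb, 23.1% from summits and 28.7% with unplaced scaffolds. It was 27.6% again with positions from the first to the last peak, which removes almost no sequence and so bears little on stability. Drawn as often in the outer 30% as the paper's male crossovers, DMC1 peaks and female crossovers, random positions gave 30.8%, 31.0% and 28.9%; these draws were chosen after seeing the data. For random 1.4 kb intervals the share of 32.8% became 18.6% with a fold enrichment of at least 5, 25.1% at 1 kb, 49.4% at 5 kb and 28.9% from summits, and stayed within its interval (30.0% to 35.6%) under the other 3 alternatives. That range is wider because 1090 intervals were drawn against 18039 positions, so staying within it says little about stability. Fewer peaks or a shorter distance lower these shares by construction.

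The share of peaks in the outer part of chromosomes stayed above an even spread, past its threshold, under all 10 alternatives run. With 15% at each end it lay between 32.8% and 43.5%.

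The number of hotspot regions near a peak, 9 of 12 (permutation p = 0.0561), passed the threshold at 1 kb (9 regions, permutation p = 0.0258), from summits (9 regions, permutation p = 0.0390) and with 1 region per chromosome (8 of 10 regions, permutation p = 0.0456); the cause was not tested. Over all alternatives the permutation p ranged from 0.0258 to 0.479.

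Median fold enrichment on chromosome XIX was 1.11 times the autosome median, not apart from the autosomes (exact permutation p = 0.238). With a q-value of at most 1e-10 it was 1.01 times that median. The ratio reversed to 0.876 with peaks of at least 5 (exact permutation p = 0.0476, the smallest that 21 chromosomes allow). For the width of peaks it was 0.962 (exact permutation p = 0.619). In the first 2 Mb of chromosome XIX the median was 0.662 times that of the rest. The ratio was 0.879 with a q-value of at most 1e-10 and 0.741 for the first 2.5 Mb, neither past the threshold, and reversed to 1.43 with peaks of at least 5. The cause of these changes was not tested beyond the comparison with autosome ends under other observations. Peaks within 10 kb of the adaptive loci numbered 11, against 5 with a fold enrichment of at least 5. Within 50 kb the numbers sum to 52 over the 5 loci, from 45 distinct peaks, since the windows of pparaa and CDPF1 overlap.

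No paired analysis was possible because the 6 libraries were merged into 1 peak list. For the same reason leaving out each replicate in turn was not run. The alternatives that need promoters or assembly gaps of gasAcu1 were not run. The depth of single libraries limits which weak peaks were called, and it was not analysed here.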

Differences from the paper's values

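No value of the paper that was recomputed differs by more than 1.5 times. The share of random positions within 2 kb of an ATAC peak is about 24% in Fig. 3d, read by eye, against 27.6% here. The values here use all peaks, while the legend of Fig. 3d speaks of accessibility at promoters and its axis of ATAC peaks, so the peaks entered need not be the same. The positions here are single bases, while the paper's crossovers are intervals, and its legend does not say how their width entered. For DSB hotspots it is about 23% in Fig. 3d, read by eye, against 32.8% for random 1.4 kb intervals. Of the alternatives set before the data were examined, distances from summits gave 23.1% for positions and 28.9% for intervals, and peaks with a q-value of at most 1e-10 gave 25.4% and 30.4%. For intervals, a distance of 1 kb gave 25.1%.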

Other observations

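The tests on joined peaks along the chromosome, on the first 15% alone, on calls close to the q-value threshold, on positions drawn like crossovers and on chromosome XIX were chosen after the pattern they bear on had been seen.

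ATAC peaks were more frequent toward chromosome ends, which the paper reports for crossovers and DMC1 peaks and not for accessibility. In the last 5% of the length there were 107.7 ± 59.5 peaks per Mb with a fold enrichment below 5 and 42.9 ± 13.9 of at least 5 (SD, n = 21 chromosomes). Between 45% and 50% of the length the values were 32.0 ± 8.87 and 31.2 ± 10.6. Chromosome ends were placed at the last peak, and how much sequence lies beyond it was not measured for single chromosomes. Counting from the first to the last peak left the mean share of peaks in the outer 30% at 39.2%, but this moves almost nothing and does not settle the point. The first 15% alone, which sequence beyond the last peak would only widen, held 17.8% ± 6.13 of peaks (SD, n = 21 chromosomes), above 15% on 12 of 21 and just past the threshold (permutation p = 0.0484). The last 15% held 21.4% ± 6.69, above 15% on 17 of 21 (permutation p = 0.0003). Summed lengths were 400.7 Mb for chromosomes, each ended at its last peak, and 62.5 Mb for unplaced scaffolds. Together they already reach the genome size set in the paper's DMC1 peak calling, which leaves little room for sequence beyond the last peaks. The longest stretch without a peak on a chromosome was 441429 bp. These values argue against the placement at the last peak as the source of the excess at this end. Peaks split by the caller are not the whole source, as joining peaks closer than 500 bp left 37.5%. Weakly enriched peaks carried most of the excess. It was 9.18 percentage points for all peaks, 13.5 below a fold enrichment of 5 and 2.76 at a fold enrichment of at least 5, where the share of 32.8% ± 3.49 lay within 1 SD between chromosomes of 30% and yet was above it on 17 of 21 (permutation p = 0.00094). Calls close to the caller's q-value threshold are not the whole source, since the weaker peaks with a q-value of at most 1e-10 had a share of 41.0% (permutation p = 1e-05, the smallest that 100000 resamples can give). GC content, repeats and reads that map to several places were not tested and remain open. The paper shows GC content raised near the ends of the chromosomes it plots, and no such pattern in gene density. No biological explanation was tested.

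This gradient bears on random expectations. Of the bases in the outer 30% of chromosomes, 33.2% lay within 2 kb of a peak, against 25.1% of the inner 70%. Random positions placed in the outer part as often as the paper states for male crossovers (70%) were near a peak in 30.8% ± 0.354 (SD over 1000 sets), against 27.6% for evenly spread positions. A hypothesis is that part of an excess of crossovers near ATAC peaks over evenly shuffled positions may reflect where along the chromosome both lie. Weakly enriched peaks are not the whole source of the rise, but it was smaller with a fold enrichment of at least 5, from 15.4% to 16.3% ± 0.266. The crossovers themselves were not analysed here, and the paper's legend describes its shuffles only as changing the genomic location.

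Peaks lay closer together than random placement gives. The same 28764 peaks placed at random on their chromosomes 100 times brought 30.2% ± 0.0512 (SD over placements) of bases within 2 kb, against 27.6% observed. After peaks closer than 500 bp were joined, which left 24615, random placement gave 27.5% ± 0.0439. Joining removes close neighbours by construction, so this does not settle whether the caller split accessible regions or separate regions lie side by side, and both stay open. No biological explanation was tested.

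Chromosome XIX, the sex chromosome, had 64.5 peaks per Mb, 0.884 times the autosome median (exact permutation p = 0.286 among 21 chromosomes). For peaks with a fold enrichment of at least 5 the ratio was 0.950 and for weaker peaks 0.865, and with neither apart from the autosomes, an effect of a single copy in males on the number of peaks cannot be told apart from the spread between chromosomes. In its first 2 Mb, which hold the pseudoautosomal hotspot window of the paper, the median fold enrichment of all peaks was 0.662 times that of the rest (permutation p = 0.00233). Peaks were denser there, at 104 per Mb against 60.1 in the rest, and at 36.5 against 26.7 with a fold enrichment of at least 5. The lower median thus does not mean fewer strong peaks. Of 40 autosome ends of the same length, 10 had a ratio of medians as low and 34 a ratio below 1, so a trend shared by chromosome ends is a candidate explanation.

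Among the peaks of chromosome XIX with a fold enrichment of at least 5 the direction was the opposite. Their median was 13.4 in the first 2 Mb (73 peaks) and 9.35 in the rest (487 peaks), a ratio of 1.43 (permutation p = 0.0107). None of the 40 autosome ends had a ratio as high (0 of 40, the highest being 1.22), which argues against a trend shared by chromosome ends. Past the first 2 Mb, the median of 9.35 was below that of each of the 20 autosomes (10.6 to 11.9), and the 90th percentile of 17.2 was below theirs as well (18.3 to 20.2). A single copy of most of chromosome XIX in males is a hypothesis for the lower values, which these numbers leave open. A single copy would lower the reads at a summit and in a local background alike. Whether it lowers their ratio depends on the background the caller used, which is not known here. Over all peaks the median past the first 2 Mb was 4.19, above the autosome median of 3.51, and a change in fold enrichment also changes which peaks pass a minimum of 5. Lower accessibility during meiosis of the part outside the pseudoautosomal region was not tested.

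Of the 12 merged regions in which the paper finds hotspots that differ between ecotypes, 9 lay within 2 kb of an ATAC peak, against 5.78 for regions placed at random on their own chromosomes (one-sided permutation p = 0.0561). Within 1 Mb of their own position, random regions gave 6.80 (one-sided permutation p = 0.152), so an association with peaks and the position of the regions along the chromosome cannot be told apart with 12 regions. With peaks of a fold enrichment of at least 5, 4 regions were near a peak, against 3.49 at random (permutation p = 0.479). The region on chromosome XXI from 11393230 to 11406225 had 2 peaks within 2 kb, and overlapped a peak of at least 5. The region on chromosome XIX from 1623924 to 1631003 overlapped 1 peak, and the nearest peak of at least 5 was 3456 bp away. The paper's crossover coordinates follow reoriented scaffolds, so a region on such a scaffold would be misplaced against the peaks.

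Around the 5 adaptive loci that the paper places on chromosome IV, 11 peaks lay within 10 kb, against 6.94 from the density of that chromosome; no test was made. The positions used were those in Mb to 2 decimals, so distances are approximate. At least 1 peak lay within 10 kb of eda, Stc2, pparaa and CDPF1, and the nearest to pnpla3 was 19602 bp away.

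Chromosome XI, chosen after its values were seen, had 94.9 peaks per Mb, against 78.7 on the next chromosome. It was the highest also with a fold enrichment of at least 5 (39.3 against 34.1) and with a q-value of at most 1e-10 (79.5 against 67.0). No explanation was tested.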
